# Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control

**DOI:** 10.1038/s44319-025-00566-7

**Published:** 2025-08-29

**Authors:** Guillem Murciano-Julià, Montserrat Vega, Esther Pazo, Àlex Pascual-Serra, Isabel Alves-Rodrigues, Oriol Bagudanch, Roger Anglada, Núria Bonet, Rosa Aligué, Sergio Moreno, Baldo Oliva, Elena Hidalgo, José Ayté

**Keywords:** APC/C, CDK1, MBF, Nrm1, START, Cell Cycle

## Abstract

Entry into the cell cycle requires activation of G1 cyclin-dependent kinases (CDKs) and the G1/S transcriptional program. In fission yeast, the MBF complex is the main transcription factor driving early cell-cycle gene expression. MBF-dependent transcription is activated in metaphase and repressed at the end of S phase by a feedback loop involving the cyclin Cig2 and co-repressors Nrm1 and Yox1. While replicative stress inactivates Yox1 via phosphorylation, the mechanism that activates MBF during an unperturbed cell cycle remains unclear. Here, we identify Nrm1 as the key target of cell cycle regulation in a two-step control mechanism. First, CDK1 phosphorylates Nrm1 in metaphase, leading to its release—along with Yox1—from chromatin. Second, unphosphorylated Nrm1, generated either by dephosphorylation or de novo synthesis, is degraded during anaphase, preventing its re-association with MBF until the end of the next S phase. Together, these parallel pathways create a precisely timed window of MBF activation, ensuring proper cell cycle progression and preserving genomic stability.

## Synopsis

The co-repressor Nrm1 links cell cycle progression with MBF-dependent transcription.

- Nrm1 binds to MBF in a cell cycle dependent manner.
- CDK1 phosphorylates Nrm1, releasing the repressor system (Nrm1 and Yox1) from MBF.
- Unphosphorylated Nrm1 is ubiquitinated by APC/C in anaphase.
- Nrm1 is recognized by APC/SSrw1 through 3 sites that function synergistically.

## Abstract (web summary)

The co-repressor Nrm1 links cell cycle progression with MBF-dependent transcription.

## Introduction

The G1 phase is a pivotal stage in the eukaryotic cell cycle, including a key decision point called Start, which is also known as the Restriction Point in mammalian cells. This decision point occurs in late G1 and determines whether cells will proceed with proliferation in the vegetative cycle, remain in G1 to enter the sexual cycle, or transition into a quiescent state. Passage through Start irreversibly commits cells to the subsequent mitotic cycle, leading to chromosome replication during S phase. If regulation of this restriction point is lost, misregulated cell proliferation can occur, which is a hallmark of cancer (Pardee, 1989). In fission yeast, passage through Start involves two essential steps: activation of the G1 cyclin-dependent kinase (CDK) and induction of the G1/S transcriptional program. Two critical regulators for this process have been identified: Cdc2/CDK1, the single CDK in fission yeast, and Cdc10. The precise role of Cdc2 at Start remains incompletely defined, other than that it is essential for cells to pass through Start; on the other hand, Cdc10 is a core component of the G1/S transcription factor MBF (Simanis et al, 1987). However, whether these activities are linked at Start remains unclear, with some studies suggesting that CDK is required to activate MBF, while others report that MBF activation is independent of CDK (Baum et al, 1998; Baum et al, 1997; Connolly et al, 1997; Reymond et al, 1993).

The MBF complex is large and includes at least three core proteins [Cdc10, Res1, and Res2 (Ayte et al, 1995)]; one co-activator [Rep2 during the mitotic cycle or Rep1 during meiosis (Nakashima et al, 1995; Sugiyama et al, 1994)]; and two co-repressors [Yox1 and Nrm1 (de Bruin et al, 2008; Gómez-Escoda et al, 2011)], which mainly associate with MBF during the G2 phase of the cell cycle. Similar to its metazoan functional counterpart, the E2F/pRB complex, MBF requires strict regulation to ensure proper cell cycle progression. For instance, cells with hypoactive MBF fail to complete S phase, leading to replicative stress (Tanaka et al, 1992), while hyperactive MBF can cause genomic instability (Caetano et al, 2014). To prevent such dysregulation, MBF-dependent transcription is repressed at the end of S phase by inactivation of the complex through a robust negative feedback loop. This loop involves the binding of the co-repressors Nrm1 and Yox1 to the MBF core protein, Cdc10 (de Bruin et al, 2008; Gómez-Escoda et al, 2011). This repression is further strengthened by CDK1/Cig2-mediated phosphorylation of Res1, the DNA-binding subunit of MBF (Ayté et al, 2001). Importantly, the key components of this negative feedback loop -including *cig2*, *yox1*, and *nrm1*- are regulated by MBF transcriptional activity (Ayté et al, 2001; de Bruin et al, 2008; Gómez-Escoda et al, 2011). This regulatory network ensures that MBF-dependent transcription is down-regulated as cells transition from S phase to G2 phase.

The regulation of the G1-to-S transcriptional wave by cell cycle checkpoints is highly conserved across species, from yeasts to higher eukaryotes. For example, under replicative stress, checkpoints result in the constitutive activation of MBF in yeast (Caetano et al, 2011; Dutta et al, 2008; Gómez-Escoda et al, 2011) or E2F in metazoans (Bertoli et al, 2013a). Similarly, the DNA damage checkpoint inactivates the G1/S transcriptional program in both yeast (Ivanova et al, 2013) and mammalian cells (Inoue et al, 2007; Stevens et al, 2003; Zalmas et al, 2008). However, the mechanisms underlying MBF activation at the beginning of an unperturbed cell cycle remain unknown. The MBF co-activator Rep2 has been shown to associate with the complex, although its exact role in the regulation of MBF during the cell cycle is not fully understood (Chu et al, 2009; Eshaghi et al, 2011). In this study, we investigate the molecular mechanisms involved in MBF activation by examining the cell cycle-dependent chromatin association of each known MBF component. Once we establish that the Rep2 co-activator is constitutively bound to MBF throughout the cell cycle, while co-repressors dissociate during MBF activation, we elucidate how two key cell cycle regulators, CDK1 and the anaphase promoting complex/cyclosome (APC/C), modulate MBF activity to drive the transcription of genes required for DNA synthesis during S phase.

## Results

### Rep2 constitutively activates MBF-dependent transcription independently of cell cycle progression

To explore how different components of the MBF complex sense and regulate cell cycle progression, we deleted the activator *rep2*, the repressors *yox1* or *nrm1*, and generated a double-deletion mutant strain (*yox1Δrep2Δ*). We then analyzed the expression of *cdc22* and *cdc18*—two representative markers of MBF activity—in these strains. As shown in Fig. 1A, deletion of *yox1* or *nrm1* led to a dramatic fourfold to fivefold increase in the expression of *cdc22* and *cdc18*. In contrast, deletion of *rep2* significantly reduced the expression of these genes. Interestingly, in the double-deletion strain (*yox1Δrep2Δ*), which lacks both the activator and the repressor systems for MBF, the expression of *cdc22* and *cdc18* was largely similar to that of the wild-type strain.

**Figure 1:**
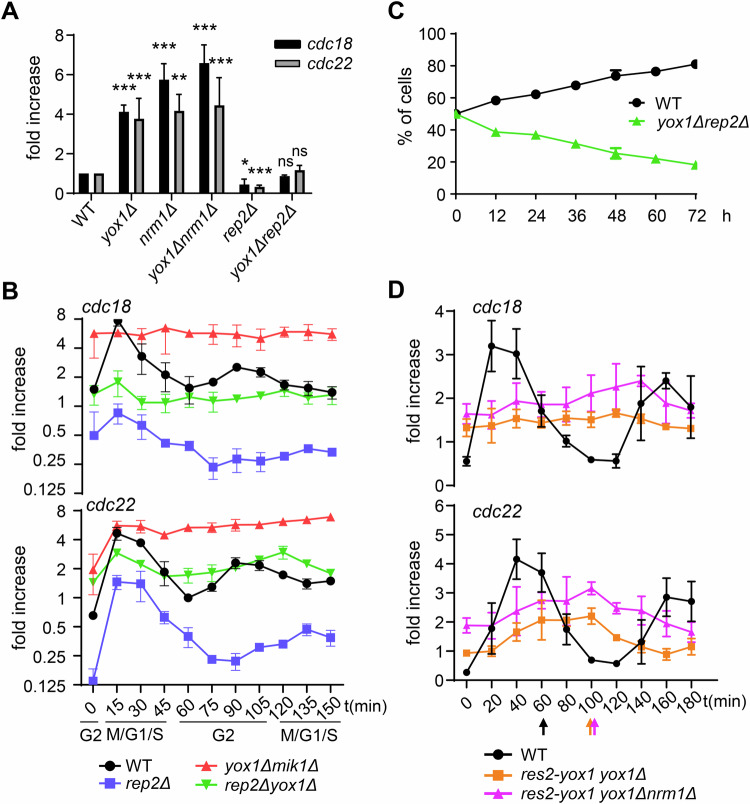
MBF regulation is achieved solely through the repressor system Nrm1/Yox1. (**A**) qPCR of *cdc18* and *cdc22* expression in asynchronous cultures of WT, *yox1Δ*, *nrm1Δ*, *yox1Δnrm1Δ*, *rep2Δ* and *yox1Δrep2Δ* relative to WT expression level. *tfb2* was used as control gene. Graphic represents mean ± SD of *n* = 5 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(*cdc18* expression against WT): 0.002334, 0.000725, 0.001313, 0.024752, and 0.270978, respectively. *p*(*cdc22* expression against WT): 0.02144, 0.003493, 0.000537, 0.000562 and 0.658293, respectively. (**B**) qPCR of *cdc18* and *cdc22* expression in a *cdc2-asM17* block and release of WT (black), *yox1Δmik1Δ* (red), *rep2Δ* (blue) and *yox1Δrep2Δ* (green) relative to asynchronous WT expression level. *tfb2* was used as control gene. Graphic represents mean ± SD of *n* = 3 experiments. (**C**) Cultures of WT (expressing YFP) or *rep2Δyox1Δ* (expressing mRFP) cells were co-cultured and diluted during 72 h to keep cells exponentially growing. Cells were harvested every 12 h and analyzed by FACS. Graphic represents mean ± SD of *n* = 3 experiments. (**D**) qPCR of *cdc18* and *cdc22* expression in a *cdc25-22* block and release of WT (black), *res2-yox1 yox1Δ* (orange) and *res2-yox1 yox1Δ nrm1Δ* (purple). Res2-yox1 chimera is localized at the *res2* locus. Septation peak for each strain is depicted as an arrow below the *x* axis. *tfb2* was used as control gene. Graphic represents mean ± SD of *n* = 3 experiments relative to WT asynchronous expression. Source data are available online for this figure.

To investigate how MBF activity is regulated in these genetic backgrounds, we synchronized cultures of wild-type, *rep2Δ*, *yox1Δ*, and *rep2Δyox1Δ* strains (Fig. EV1A) and analyzed the temporal expression of *cdc22* and *cdc18*. As shown in Fig. 1B, MBF-dependent transcription in *rep2Δ* cells remained cell cycle-dependent, peaking at the G1/S transition, but at levels two- to four-fold lower than in the wild type. Conversely, *yox1Δ* cells exhibited constitutive activation of MBF-dependent transcription throughout the entire cell cycle, losing the characteristic peak at the G1/S transition. Intriguingly, the double mutant (*rep2Δyox1Δ*) displayed moderate, unregulated transcription of *cdc22* and *cdc18*, lacking any clear cell cycle dependency. These findings suggested that Rep2 acts as a constitutive activator of MBF-dependent transcription, independent of cell cycle regulation. Thus, the repressor system comprising Nrm1 and Yox1 must not only repress MBF activity but also coordinate this repression with cell cycle progression. The critical importance of coordinating MBF activity with the cell cycle was further highlighted in co-culture experiments involving wild-type and *yox1Δrep2Δ* strains. In these experiments, the double mutant strain was outcompeted by wild-type cells (Fig. 1C), underscoring the fitness cost associated with dysregulated MBF activity.

**Figure EV1:**
Related to Fig. 1. (**A**) Septation index of a wild type (WT, black), *rep2Δ* (blue), *yox1Δmik1Δ* (red) and *rep2Δyox1Δ* (green) in a *cdc2-asM17* block and release shown in Fig. 1B. Graphic represents mean ± SD of *n* = 3 experiments. (**B**) Western blot analysis of Res2 and Res2 chimeras. TCAs extracts were prepared from mid log cultures and separated in a 6% polyacrylamide gel. Western blot detection was performed with anti-HA antibodies. (**C**) qPCR of *cdc18* and *cdc22* expression in cultures grown in YE5S untreated (unt) or treated 3 h with 10 mM hydroxyurea (HU) of WT, *res2-gfp*, *res2-yox1 yox1Δ*, *res2-nrm1 nrm1Δ* and *res2-rep2 rep2Δ* cultures. *tfb2* was used as control gene. Expression was relativized to WT untreated. Graphic represents mean ± SD of *n* = 3 experiments. Statistics show significance from a Student’s *T* test. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. *p*(*cdc18* expression unt vs HU): 0.12325, 0.005623, 8.99E-06, 0.025819, 0.001346, respectively. *p*(*cdc22* expression unt vs HU): 0.008012, 0.020167, 0.179964, 0.142022, 0.026791. (**D**) Septation index of *cdc25-22* block and release experiment shown in Fig. 1D of WT (black), *res2-yox1 yox1Δ* (orange) *and res2-yox1 yox1Δnrm1Δ* (purple). Graphic represents mean ± SD of *n* = 3 experiments. (**E**) Survival was performed by spotting 10–105 cells of the indicated strains onto YE5S plates in the absence or presence of MMS or HU. Plates were incubated at 30 °C for 3–4 days. (**F**, **G**) qPCR of *cdc18* and *cdc22* (**F**) and α-Yox1 western blot (**G**) of WT, *yox1-13Myc* and WT, *yox1Δ, nrm1Δ and yox1Δnrm1Δ* strains expressing Yox1-1Myc under the control of a tetracycline (ahTet) inducible promoter *pEnoTetSW2*. *tfb2* was used as control gene in qPCRs and expression was then relativized to WT non-induced sample. Graphic represents mean ± SD of *n* = 3 experiments. Statistics show significance from a Student’s *T* test. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. *p*(*cdc18* expression unt vs ahTet): 0.9174, 0.0139, 0.5449 and 0.1358, respectively. *p*(*cdc22* expression unt vs ahTet): 0.0932, 0.0093, 0.03241 and 0.0929, respectively. In (**G**), it is shown one representative experiment out of three different experiments. α-Yox1 was used to detect endogenous and overexpressed Yox1. Tubulin is shown as a loading control. (**H**, **I**) Same experiment as in (**F**, **G**), but cells were expressing Nrm1-3HA under the control of a tetracycline (ahTet) inducible promoter *pEnoTetSW2*. In (**H**), *tfb2* was used as control gene in qPCRs and expression was then relativized to WT non-induced sample. Graphic represents mean ± SD of *n* = 3 experiments. Statistics show significance from a Student’s *T* test. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. *p*(*cdc18* expression unt vs ahTet): 0.5425, 0.9250, 0.0087 and 0.1104, respectively. *p*(*cdc22* expression unt vs ahTet): 0.6741, 0.9343, 0.0236 and 0.1170, respectively. In (**I**), one representative experiment is shown out of three different. α-HA was used to detect Nrm1-3HA expression. Sty1 is shown as a loading control.

To separate the different roles of Yox1 and Nrm1 in the repression of MBF-dependent transcription, we generated different chimeras, fusing each of them to Res2 at the *res2* loci. As a control, we fused GFP to Res2 (Fig. EV1B). When we analyzed the expression of *cdc18* or *cdc22* in these strains, we noted that fusing GFP or Nrm1 (in the absence of the endogenous Nrm1) had minimal impact on the basal or induced (+HU) expression of *cdc18* or *cdc22*, while having Rep2 fused to Res2 (in the absence of endogenous Rep2) minimally increased the basal expression of *cdc22* (Fig. EV1C). On the contrary, cells expressing a Res2-Yox1 chimera showed a diminished capability to induce MBF-dependent genes after HU treatment, especially in the case of *cdc22*. In fact, Res2-Yox1 cells that had by-passed the function of Nrm1 since it was no longer required for loading Yox1 onto MBF, where unable to induce *cdc18* or *cdc22* during the G1/S transition either in cells with or without Nrm1 (Figs. 1D and EV1D), pointing that the primary repressor could be Yox1 and that Nrm1’s role would be to facilitate the loading of Yox1 onto the MBF complex. Consistently with this lack of MBF regulation, cells with the Res2-Yox1 chimera were sensitive to drugs that induce replicative stress (Fig. EV1E) which correlates with a delayed septation peak in synchronous cultures when compared to wild type cultures, reflecting problems with the initiation of DNA replication (Fig. EV1D). To investigate potential functional overlap between Nrm1 and Yox1, we examined whether overexpression of either could produce a dominant phenotype. As shown in Fig. EV1F,G, Yox1 overexpression restored normal MBF-dependent transcription only in *yox1Δ* cells, but not in *nrm1Δ* or *yox1Δnrm1Δ* mutants. Similarly, Nrm1 overexpression rescued MBF-dependent transcription exclusively in *nrm1Δ* cells (Fig. EV1H,I). In summary, these results prompted us to consider the possibility that the binding and release of the repressor system Yox1/Nrm1 could be sufficient to regulate MBF activity in a cell cycle-dependent manner, while Rep2 would function merely as a co-activator of transcription involved solely in the amplitude of the MBF-dependent transcription and acting independently of cell cycle progression.

### Nrm1 is a sensor of cell cycle progression

The above findings led us to investigate whether Nrm1 or Yox1 could mediate the link between cell cycle progression and MBF-dependent transcriptional activity. To address this, we analyzed the binding dynamics of Cdc10 [a constitutive control previously shown to be persistently bound to MBF target promoters (Wuarin et al, 2002)], Rep2, Nrm1, and Yox1 to the *cdc18* and *cdc22* promoters during synchronized release from the G2/M transition. As shown in Fig. 2A and Appendix Fig. S1, while Cdc10 and Rep2 exhibited constitutive binding to the promoters, Nrm1 and Yox1 binding was tightly cell cycle-regulated. Their maximum promoter association peaked during G2, coinciding with minimal transcription of *cdc18* and *cdc22* (Fig. 1D), and was reduced from late mitosis to the end of S phase, when MBF activity was highest.

**Figure 2:**
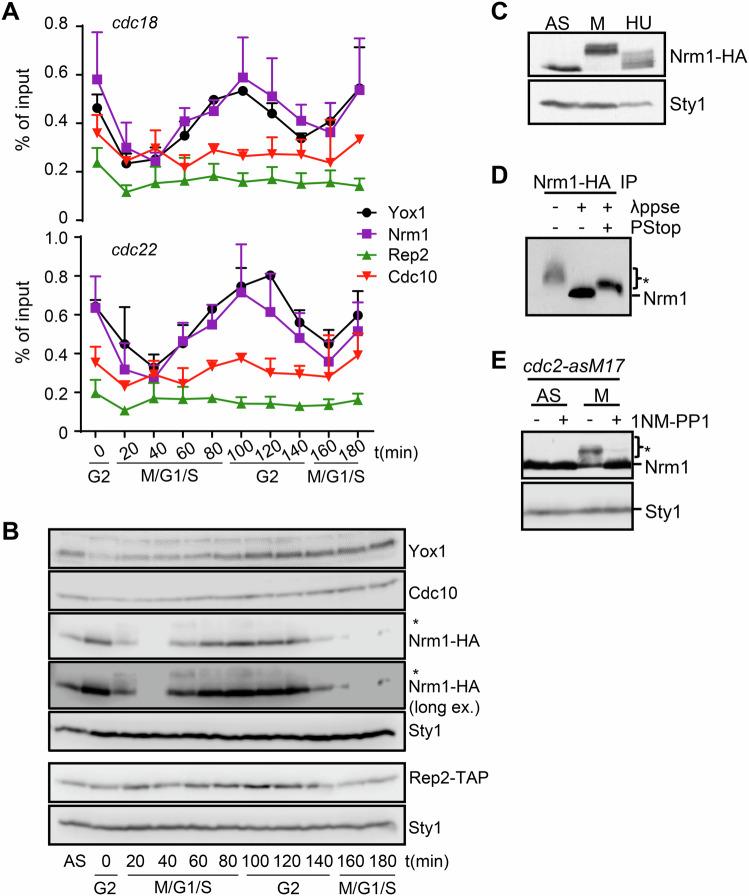
Nrm1 is phosphorylated in metaphase. (**A**) ChIP analysis in *cdc18* and *cdc22* promoters of Yox1 (black), Nrm1-HA (purple), Rep2-TAP (green) and Cdc10 (red) from a *cdc25-22* block and release. Chromatin was immunoprecipitated with anti-HA (Nrm1), anti-Yox1, anti-PAP (Rep2-TAP) or anti Cdc10 antibodies. Plots represent the mean ± SD of at least *n* = 3 experiments. (**B**) Western blot of Yox1, Cdc10, Nrm1-HA and Rep2-TAP from a *cdc25-22* block and release. Sty1 is shown as loading control. Representative western blot of at least three different experiments are shown. (**C**) Western blot of extracts prepared from *nda3-KM311* strain expressing Nrm1-HA; asynchronous culture (AS), cells arrested in metaphase for 5 h at 18 °C (M), or cells treated with 10 mM Hydroxyurea (HU) for 3 h at 30 °C. Sty1 is shown as loading control. Representative western blot of at least three experiments are shown. (**D**) Native extracts (2 mg) from cells *nda3-KM311* arrested in metaphase were immunoprecipitated with anti-HA antibodies, treated with λ phosphatase were indicated (λppse) in the presence or absence of phosphatase inhibitors (PStop). The asterisk indicates the phosphorylated forms of Nrm1. Representative western blot of at least three experiments are shown. (**E**) Western blot of extracts prepared from *cdc2-asM17 nda3-KM311* strain expressing Nrm1-HA; asynchronous culture (AS), cells arrested in metaphase for 5 h at 18 °C (M). Where indicated, cells were treated with 1 µM 1NM-PP1 for 15 min to inhibit Cdc2. Sty1 is shown as loading control. The asterisk indicates the phosphorylated forms of Nrm1. Representative western blot of at least three experiments are shown. Source data are available online for this figure.

Parallel western blot analyses revealed that the protein levels of Yox1, Cdc10, and Rep2 remained relatively constant throughout the cell cycle (Fig. 2B). In contrast, Nrm1 levels declined sharply as cells entered mitosis in the two cell cycles that were analyzed, coinciding with the activation of MBF-dependent transcription. Interestingly, a higher-mobility Nrm1 band also appeared at this stage (marked with an asterisk in Fig. 2B), suggesting a post-translational modification. We decided to characterize the possible post-translational regulation of Nrm1 since it was already described to be phosphorylated under replicative stress (de Bruin et al, 2008; Dutta et al, 2008). To explore this, we examined whether Nrm1 was phosphorylated during a normal cell cycle. Extracts from metaphase- or hydroxyurea (HU)-arrested cells showed that Nrm1 exhibited a mobility shift indicative of phosphorylation during metaphase, but only a modest shift under HU-induced replicative stress (Fig. 2C). Treatment with phosphatase restored the mobility of Nrm1 (Fig. 2D), confirming the mobility shift was due to phosphorylation. Furthermore, this phosphorylation-dependent shift was almost abolished in metaphase-arrested cells expressing a CDK1-analogue sensitive mutant (*cdc2-asM17*), only after the addition of 1-NM-PP1, implicating that CDK1 is directly or indirectly involved in Nrm1 phosphorylation (Fig. 2E).

Despite being a rather small protein containing only 342 residues, Nrm1 has multiple putative phosphorylation sites, including some predicted to be phosphorylated at specific phases of the cell cycle (Swaffer et al, 2018) and others potentially phosphorylated under replicative stress (de Bruin et al, 2008). Nrm1 contains 13 putative CDK1 phosphorylation sites (S/T-P) distributed across the protein (Fig. 3A). To identify the sites phosphorylated in metaphase, we purified Nrm1 from metaphase-arrested cells and performed mass spectrometry (MS). Phosphorylation was detected at 9 of the 13 CDK consensus sites, 5 of which had been previously reported during mitosis (Swaffer et al, 2018), validating our approach (Fig. EV2). To examine the functional impact of phosphorylation, we generated several Nrm1 mutants in which we were gradually replacing the putative phosphorylation sites to alanine (Nrm1-3A, Nrm1-4A, Nrm1-5A and Nrm1-6A). However, although we were able to decrease the mobility shift of Nrm1 in mitotically arrested cells, we could not completely abolish its phosphorylation (Appendix Fig. S2). Finally, we generated two Nrm1 mutants at eleven sites: a non-phosphorylatable mutant *nrm1-SA* (T9A T40A S57A T116A S155A S206A S237A T241A T272A T287A T307A) in which all 11 fully conserved CDK1 consensus sites (9 identified by MS plus 2 additional sites without MS peptide coverage) were replaced to alanine; and a phosphomimetic mutant (*nrm1-SD*), in which these sites were replaced by aspartic or glutamic acid. Consistent with our MS data, the metaphase-associated mobility shift was abolished in *nrm1-SA* cells (Fig. 3B). *nrm1-SD* cells, in which it was also abolished the metaphase mobility shift, had a different basal mobility compared to the wild type cells (Fig. 3B, last 3 lanes), probably due to the increased negative charge of the Nrm1-SD when compared to unphosphorylated wild type Nrm1. We also confirmed that Cdc2 was able to in vitro phosphorylate bacterially produced Nrm1, but was unable to phosphorylate the mutant Nrm1-SA (Fig. 3C), supporting our observation that Nrm1-SA did not have any change in electrophoretic mobility in mitotically arrested cells (Fig. 3B).

**Figure 3:**
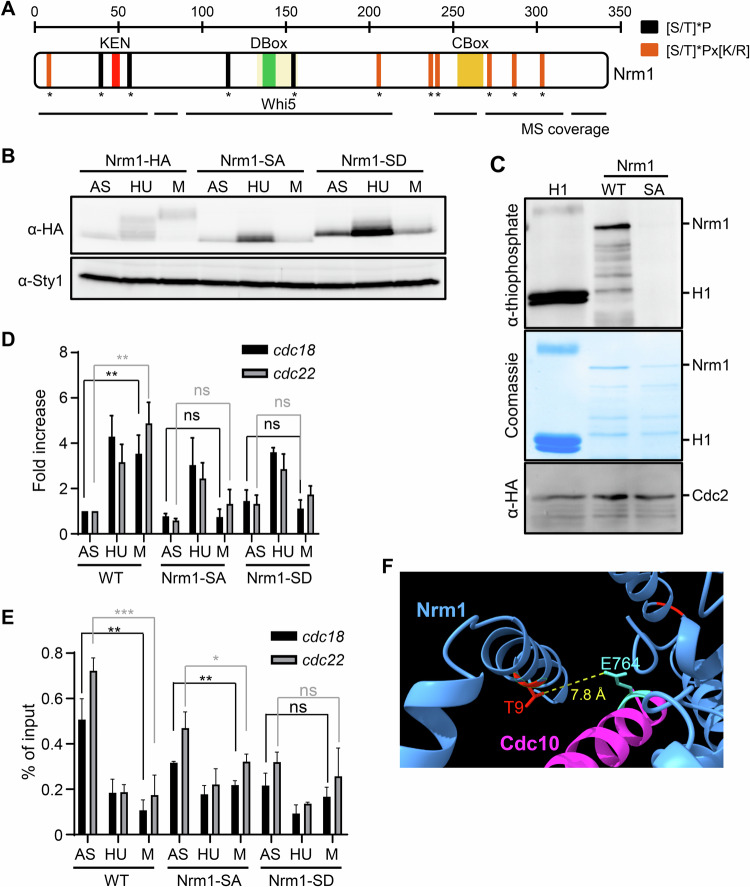
Nrm1 is released from MBF when phosphorylated. (**A**) Schematic of Nrm1. The cream square shows the Whi5/Nrm1 repressing domain. Consensus APC/C motifs are shown: KEN box (48–50, red), overlapping DBox (138–141 and 140–143, green) and CBox (251–255, 266–270, yellow). The putative phospho-serine/threonine are shown (in orange, those with the strict consensus, S/T-P-X-R; in black: S/T-P). The solid line shows the coverage in the M/S experiment and the asterisks indicate the residues that were mutated in the Nrm1-SA/SD mutants. (**B**) Western blot analysis of Nrm1-HA Nrm1-SA-HA and Nrm1-SD-HA in the *nda3-KM311* background. Cells were grown and treated as in Fig. 2C. AS asynchronous culture; HU, cells treated with 10 mM HU for 3 h at 30 °C; M, cells arrested in metaphase for 5 h at 18 °C. Sty1 is shown as loading control. A representative western blot of at least three experiments are shown. (**C**) In vitro kinase assay on human histone H1 (positive control), Nrm1 WT and Nrm1-SA purified from *E. coli*. Cdc2-HA was immunoprecipitated with α-HA beads from 250 µg of whole cell extracts (WCE). Half of the kinase reaction was analyzed by western blotting (α-thiophosphate and α-HA) and the other half was used for Coomassie staining. Representative gels of at least three different experiments are shown. (**D**) qPCR transcription analysis of *cdc18* and *cdc22* expression in the Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA in the *nda3-KM311*. Cells were grown and treated as in Fig. 2B. AS asynchronous culture; HU cells treated with 10 mM Hydroxyurea for 3 h at 30 °C M; cells arrested in metaphase for 5 h at 18 °C. *Tfb2* was used as housekeeping gene. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. *p*(*cdc18* expression AS vs M in WT, Nrm1-SA and Nrm1-SD): 0.003048, 0.737168 and 0.594176, respectively. *p*(*cdc22* expression AS vs M in WT, Nrm1-SA and Nrm1-SD): 0.03399, 0.09294 and 0.268925, respectively. (**E**) ChIP analysis of Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA in nda3-KM311 strain. ChIP was done as described with anti-HA antibodies. The isolated DNA was used to amplify the promoter region of *cdc18* and *cdc22*. Cells were grown and treated as in Fig. 2C. AS asynchronous culture; HU, cells treated with 10 mM Hydroxyurea for 3 h at 30 °C M; cells arrested in metaphase for 5 h at 18 °C.Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1 ChIP to *cdc18* promoter AS vs M in WT, Nrm1-SA and Nrm1-SD): 0.002549, 0.001104 and 0.366253, respectively. *p*(Nrm1 ChIP to *cdc22* promoter AS vs M in WT, Nrm1-SA and Nrm1-SD): 0.000816, 0.031564 and 0.456596, respectively. (**F**) Alphafold prediction of the interaction between Nrm1 (blue) and Cdc10 (magenta) in the complete MBF complex. Nrm1 CDK consensus sites are depicted in red. Glutamic acid 764 from Cdc10 is indicated in cyan. Source data are available online for this figure.

**Figure EV2:**
Related to Fig. 3. Original mass spectra map of putative phosphorylation sites in Nrm1. Purified Nrm1-HA from metaphase arrested cells was trypsin and/or chymotrypsin digested. The resulting peptides were analyzed by LC-MS/MS. The collision-induced dissociation MS2 and sequence of the phosphorylated peptides are shown.

To assess the impact of these mutants on MBF-dependent transcription, we arrested cells in metaphase (M) or S phase (HU treatment) and monitored *cdc18* and *cdc22* expression. In *nrm1-SA* cells, MBF-dependent transcription failed to activate in metaphase but was induced under HU-arrest, likely due to phosphorylation of Yox1 by the replication checkpoint kinase Cds1 (Gómez-Escoda et al, 2011). Similarly, *nrm1-SD* cells also failed to activate MBF-dependent transcription in metaphase, although basal transcription levels were modestly elevated compared to *nrm1-SA* and wild-type cells (Fig. 3D and Appendix Fig. S3). These results highlight the critical role of CDK1-mediated Nrm1 phosphorylation in metaphase-specific MBF activation, independently of the replication checkpoint pathway.

To investigate why *nrm1-SA* and *nrm1-SD* cells failed to activate MBF-dependent transcription in metaphase, we performed chromatin immunoprecipitation (ChIP) to analyze the binding of Nrm1 and its mutants at *cdc18* and *cdc22* promoters under various conditions. In wild-type cells, Nrm1 dissociated from these promoters in metaphase or HU-arrested cells, correlating with transcriptional activation. However, in *nrm1-SA* cells, Nrm1-SA remained bound to these promoters in metaphase, while *nrm1-SD* cells exhibited reduced basal binding to these promoters, but failed to fully dissociate completely in metaphase-arrested cells (Fig. 3E and Appendix Fig. S4). These results confirm that CDK1-dependent phosphorylation is essential for Nrm1 release from chromatin, enabling MBF activation during metaphase. Interestingly, structural modeling of the complete MBF complex using AlphaFold (Abramson et al, 2024), revealed that threonine 9 in Nrm1 is positioned near glutamate 764 of Cdc10 (Fig. 3F). This proximity could explain why Nrm1 loses its interaction with the MBF complex upon phosphorylation, although experiments with mutations in *trans* would be required to determine if this is this hypothesis is true.

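RNA was sequenced from 3 strains that carry *cdc25-22*, which stops cells before mitosis at the restrictive temperature and lets them divide together once they are cooled. The strain called Nrm1 carries wild-type Nrm1 with an HA tag, and Nrm1-SA and Nrm1-SD carry the phosphorylation-deficient and the phosphomimetic protein with the same tag. Each strain was taken as an asynchronous culture and at 12 time points, every 20 min from 0 to 220 min after release. With 2 replicates of each of the 39 conditions, there were 78 libraries. The libraries were made from polyA RNA with a strand-specific kit, and the authors aligned the reads with STAR, counted them with HTSeq and divided the counts of each library by its DESeq2 size factor. These normalized counts were the starting point here. In every library, 100% of the values were whole multiples of the smallest value above 0, so the reads behind them could be recovered. Size factors computed from the recovered reads differed from the deposited scale by at most 7.4e-08%.

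The libraries held between 2685381 and 10469416 reads on annotated features, with a median of 5818956. Within strains, the median was 6333098 reads (range 2685381 to 10447992) in Nrm1, 6229613 (range 3779270 to 10469416) in Nrm1-SA and 4624843 (range 3127827 to 7114163) in Nrm1-SD. The library with the fewest reads was an asynchronous culture of Nrm1, which limits the asynchronous comparisons. The 78 libraries gave between 8.75% and 13.6% of their reads to their 10 most abundant features.

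The replicates of Nrm1-SA at 140 min, with 3779270 and 3779599 reads, differed by less than the sampling noise. The chi-square per degree of freedom between them was 0.392, while it was between 1.88 and 18.2 in the 38 other pairs. They were therefore counted as 1 library, their mean, which left 77 libraries. Because 140 min is part of the trough, both Nrm1-SA cultures share that value, and the SD between them is too small where it enters.

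Genes were tested with limma on log2(normalized count + 1), with a mean for each condition, and p-values were adjusted by the Benjamini-Hochberg method at the paper's threshold of 0.1. Fold changes on this scale understate the change of low genes. Time points of 1 culture were treated as independent libraries, so limma p-values over the time course do not measure the spread between cultures. The test covered the 7431 features with a mean normalized count of at least 10, of which 4926 are protein-coding and 2411 are long noncoding RNAs. Of these features, 91.6% overlap an annotated gene on the other strand. The strand setting of the counting is not named in the paper's text, so values of overlapping genes are uncertain. The amplitude of a gene is its mean over 60, 80, 180 and 200 min, the peak windows of Fig. 4B, minus its mean over 120 and 140 min. The messenger RNA of *nrm1* itself, which is not deleted in any strain, was at 488 ± 41.5 normalized counts (SD, n = 2) in asynchronous Nrm1, 428 ± 88.3 (SD, n = 2) in Nrm1-SA and 506 ± 45.8 (SD, n = 2) in Nrm1-SD.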

To obtain a wider picture of the effect of these Nrm1 mutants on MBF-dependent transcription, we synchronized cells (Fig. EV3A) and collected protein and RNA samples every 20 min over two cell cycles. In wild-type cells (Nrm1 WT), a higher-mobility Nrm1 band was noticeable after mitosis (marked with an asterisk in Fig. 4A). In contrast, neither *nrm1-SA* nor *nrm1-SD* cells exhibited cell cycle-dependent fluctuations or mobility shifts (Fig. 4A). RNA sequencing (RNAseq) of biological duplicates of each time-point revealed minimal effects on the overall transcriptome. However, cell cycle regulation of 43 genes with expression profiles similar to *cdc18* or *cdc22* was abolished in both *nrm1-SA* and *nrm1-SD* mutant cells (Fig. EV3B,C). 

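In asynchronous cultures, 1027 of the 7431 tested features (13.8%) had a limma adjusted p-value under 0.1 between Nrm1-SA and Nrm1. Of these, 650 were higher and 377 lower in Nrm1-SA. Between Nrm1-SD and Nrm1 the count was 178 features (2.4%), 115 higher and 63 lower. Counts were also simulated from the same libraries with 200 features changed. There, 39.3% of the asynchronous limma calls fell on unchanged features, against 10.4% for edgeR's quasi-likelihood test. These shares hold for that number of changed features. On the recovered reads, edgeR called 648 features in Nrm1-SA (355 higher, 293 lower) and 51 in Nrm1-SD (20 higher, 31 lower). Of the limma calls in Nrm1-SA, 247 changed at least 2-fold, which was the alternative that lowered the count most, and in Nrm1-SD the lowest count was 36, with only the asynchronous libraries in the fit. With the replicate number as a block the limma counts were 1110 and 182, and with the numbers of Nrm1 crossed 1064 and 185. Across asynchronous features with a mean of at least 50, the difference between the replicates of Nrm1 correlated at -0.115 with that of Nrm1-SA and at -0.110 with that of Nrm1-SD. Without this cut on the mean, the correlations were -0.022 and -0.045.

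The largest asynchronous changes in Nrm1-SA were those of SPAC977.05c, SPBC1348.06c and SPBPB2B2.15, near-identical copies whose reads the counting could have split. SPAC977.05c was at 1178 ± 119 normalized counts (SD, n = 2) in Nrm1-SA and 2.88 ± 0.764 (SD, n = 2) in Nrm1. The noncoding RNA adh1AS, which overlaps *adh1* on the other strand, was at 29796 ± 542 (SD, n = 2) in Nrm1-SA and 597 ± 13.1 (SD, n = 2) in Nrm1. In Nrm1-SD, the largest changes included SPMTR.01, at 47.0 ± 3.29 normalized counts (SD, n = 2) against 0 in both asynchronous Nrm1 libraries, and the mating gene *mfm2* was low in the same strain. Another was *gdt1* (SPAC186.05c), at 14.2 ± 3.66 (SD, n = 2) against 538 ± 59.8 (SD, n = 2), which was also low in Nrm1-SA and lies in a stretch of 5 neighbouring genes low in both mutants.

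Over the time course, the profile of 1031 features in Nrm1-SA and of 224 features in Nrm1-SD differed from that in Nrm1 (limma's F test of the strain-by-time terms, adjusted p under 0.1), and 177 features did so in both. A wave with a period of 120 min fitted to each strain, with an adjusted p under 0.1 and a peak-to-trough of at least 1 on the log2 scale, was found for 616 features in Nrm1, 285 in Nrm1-SA and 576 in Nrm1-SD. With both Nrm1-SA libraries of 140 min in the fit, where the counts were 616, 277 and 577, random orders of the time points gave as many features in 6, 16 and 9 of 100 orders, the real one included. Nrm1 shared 243 of its features with Nrm1-SA and 446 with Nrm1-SD. As an indirect measure of synchrony, the same wave was averaged over 9 histone, 10 mitotic and 7 cytokinesis genes. Whether the mutations act on these genes in other ways was not tested. The mitotic genes had a peak-to-trough of 2.03 ± 0.010 (log2, SD, n = 2 cultures) in Nrm1, 1.36 ± 0.0045 (SD, n = 2) in Nrm1-SA and 1.85 ± 0.13 (SD, n = 2) in Nrm1-SD. The cytokinesis genes had 4.19 ± 0.18, 3.24 ± 0.033 and 3.97 ± 0.40 (SD, n = 2 each), and the histone genes 2.44 ± 0.12, 1.46 ± 0.029 and 1.93 ± 0.073 (SD, n = 2 each). In Nrm1-SA all 3 sets lay below both Nrm1 cultures. In Nrm1-SD the histone and mitotic genes also lay below both Nrm1 cultures, by differences of -0.51 and -0.18, while the cytokinesis genes did not differ from Nrm1 by more than the spread between cultures.

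**Figure D1:**
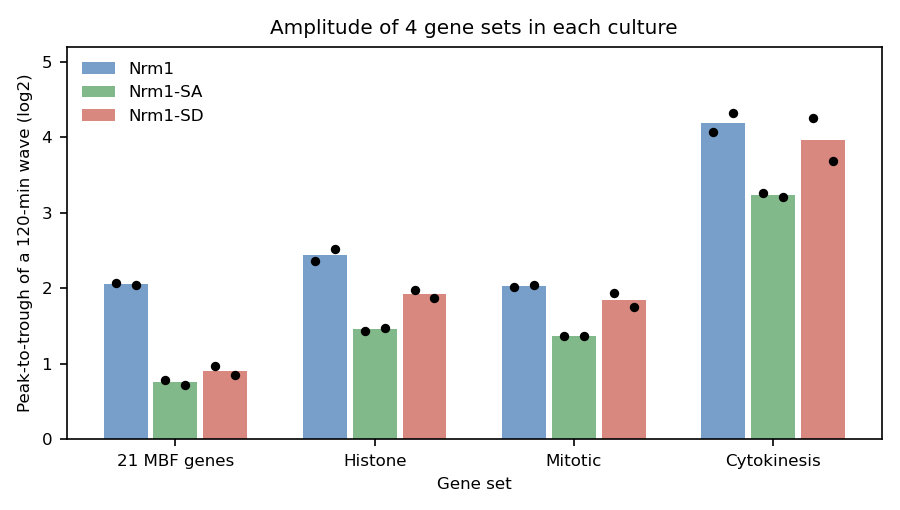
Peak-to-trough of a 120-min wave (log2) for the 21 MBF-dependent genes and for the histone, mitotic and cytokinesis genes. Bars are means of the cultures of each strain and points are the cultures. The 21 genes kept 36.6% of the Nrm1 peak-to-trough in Nrm1-SA and 44.2% in Nrm1-SD, and the mitotic genes 67.2% and 91.1%.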

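The 43 genes were taken from the names printed beside the heatmap of Fig. EV3B, and all of them were among the tested features. Their mean amplitude, the peak windows minus the trough, was 1.36 ± 0.034 on the log2 scale (SD, n = 2 cultures) in Nrm1, 0.36 ± 0.0053 (SD, n = 2) in Nrm1-SA and 0.53 ± 0.013 (SD, n = 2) in Nrm1-SD. Both cultures of each mutant lay below both Nrm1 cultures, and the differences of -1.001 and -0.83 were larger than the spread between cultures. The paper selected these genes on these data for peaks in the same windows and altered expression in both mutants. That selection by itself favours lower amplitudes in the mutants, so the size of the loss is not an independent test. A 2-sided exact permutation test of 2 cultures against 2 gives p = 0.333, the smallest p this design allows. Of the settings tried, the linear scale moved the difference of Nrm1-SA most, to -1.16 in units of the asynchronous Nrm1 level.

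Gene by gene, the amplitude was smaller than in Nrm1 for 34 of the 43 genes in Nrm1-SA and for 30 in Nrm1-SD (limma, adjusted p under 0.1 over all tested features). Adjusted over the list alone, these counts were 38 and 32, but the list was chosen on these data. In both mutants it was smaller for 30 genes. The 9 genes for which it was smaller in neither were SPAC343.20, *but1*, *mug20*, *pth4*, *rcl1*, *rec25*, *rrp4*, *rum1* and *tyw1*. An amplitude of at least 1 was found for 26 of the genes in Nrm1, 3 in Nrm1-SA and 10 in Nrm1-SD. The p-values of single genes that follow treat the time points of 1 culture as independent. For *cdc18* (SPBC14C8.07c) the amplitude was 1.54 in Nrm1, and it changed by -1.57 (standard error 0.058, adjusted p = 7.2e-28) in Nrm1-SA and by -1.43 (standard error 0.054, adjusted p = 2.8e-27) in Nrm1-SD. *cdc22* (SPAC1F7.05) had 2.35 in Nrm1 and changed by -1.77 (standard error 0.075, adjusted p = 1.9e-25) and -1.54 (standard error 0.069, adjusted p = 3.9e-24). The amplitude of *nrm1* (SPBC16A3.07c) changed by -0.88 (standard error 0.12, adjusted p = 3.8e-07) in Nrm1-SA and by -1.01 (standard error 0.11, adjusted p = 1.9e-09) in Nrm1-SD, and that of *yox1* (SPBC21B10.13c) by -1.49 (standard error 0.095, adjusted p = 8.8e-18) and -1.83 (standard error 0.088, adjusted p = 4.6e-23). *cig2* (SPAPB2B4.03), with an amplitude of only 0.46 in Nrm1, changed by -0.38 (standard error 0.086, adjusted p = 0.00309) and -0.64 (standard error 0.079, adjusted p = 2.9e-08). *rum1* kept amplitudes of 0.83 and 1.01 against 1.04 in Nrm1. Of the 43 genes, 37 overlap an annotated gene on the other strand.

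**Figure D2:**
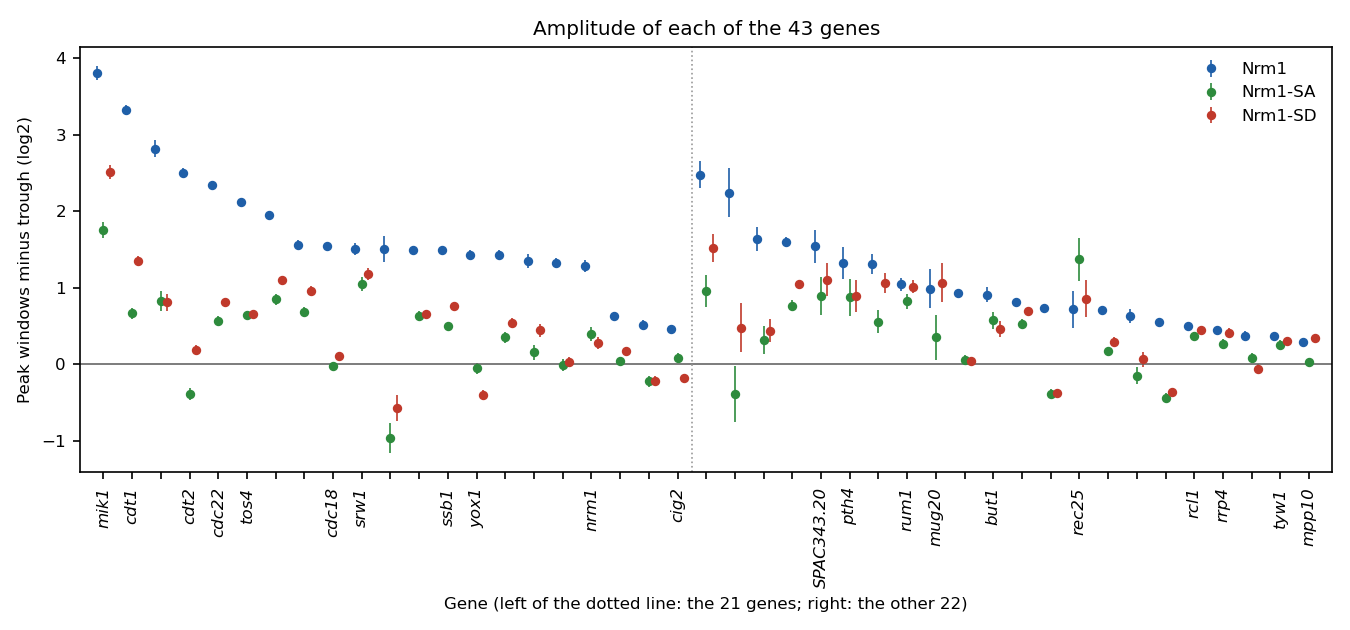
Amplitude (peak windows minus trough, log2) of each of the 43 genes in the 3 strains. Points are limma estimates and bars their standard errors, with the 21 genes of Fig. 4B left of the dotted line. Only genes named in the text are labelled. The Nrm1 amplitudes run from 0.29 for *mpp10* to 3.80 for *mik1*.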

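MBF binds the MCB element, whose sequence is ACGCGT. In the reference genome (ASM294v3), 12 of the 21 genes shown in Fig. 4B had at least 1 ACGCGT within 1000 bp upstream of the start codon, as did 9 of the other 22 genes of Fig. EV3B. Among the 4883 other protein-coding genes tested, 336 (6.88%) had one. Both sets differed from these genes (2-sided Fisher's exact test, p = 2.2e-09 for the 21 genes and p = 8.3e-06 for the other 22), but not from each other (p = 0.366, same exact test). With the shorter core ACGCG on either strand, the counts were 20 of 21 and 13 of 22, which did differ from each other (p = 0.00934, same exact test), and 27.7% of the other genes had it.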

Notably, 21 of these 43 genes, 21 were previously shown to have Cdc10, Res1 and Res2 ChIP-seq peaks in their promoter region (Aligianni et al, 2009b; Skribbe et al, 2025b). This subset of 21 genes showed a pronounced loss of cell cycle regulation (Fig. 4B), with the effect being more pronounced in *nrm1-SA* cells when compared to *nrm1-SD* (Figs. 4C and EV3C).

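The 21 genes had a mean amplitude of 1.73 ± 0.0026 on the log2 scale (SD, n = 2 cultures) in Nrm1. It was 0.36 ± 0.0077 (SD, n = 2) in Nrm1-SA, or 20.8% of that in Nrm1, and 0.53 ± 0.0038 (SD, n = 2) in Nrm1-SD, or 30.8%. The other 22 genes kept 35.8% in Nrm1-SA and 53.2% in Nrm1-SD. These shares depend on the measure. By the fitted wave, which uses no windows, the 21 genes kept 36.6% in Nrm1-SA and 44.2% in Nrm1-SD. Their second maximum in Nrm1-SA was at 220 min, outside the windows. The amplitude was smaller than in Nrm1 for 21 of the 21 genes in Nrm1-SA and for 20 in Nrm1-SD (limma, adjusted p under 0.1). The exception in Nrm1-SD was *srw1*. These genes come from the selection on the same data, which favours such losses.

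Between the mutants, the amplitude of Nrm1-SD exceeded that of Nrm1-SA by 0.17, more than the spread between cultures, with both Nrm1-SD cultures above both Nrm1-SA cultures (exact permutation test, 2-sided, p = 0.333, which 2 cultures against 2 cannot go below). The estimate was higher in Nrm1-SD for 17 of the 21 genes. In place of the windows, the highest and lowest time points after 0 min of each culture were also used. This setting was chosen after the data were seen. The difference was then -0.014, less than the spread between cultures. The setting left out 0 min, the lowest point of both Nrm1-SA cultures (-0.669 and -0.635 relative to asynchronous Nrm1, log2). The Nrm1-SD cultures were at 0.235 and 0.173 there. The range with 0 min was not computed. The mean level was highest at 60 min in Nrm1 and in Nrm1-SA, at 1.69 and 0.43 relative to asynchronous Nrm1 (log2), and at 80 min in Nrm1-SD, at 0.78. As ratios averaged over genes, these levels were 3.52-fold, 1.42-fold and 1.79-fold. The later maximum in Nrm1-SD rests on culture 1, with 0.754 at 60 min and 0.861 at 80 min (log2). Culture 2 was higher at 60 min, with 0.768 against 0.704. From Fig. 4B and 4C, the paper concludes that the connection between cell cycle progression and MBF-dependent transcription is disrupted in both mutants, and that Nrm1-SD retains a residual, minimal degree of this regulation.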

**Figure 4:**
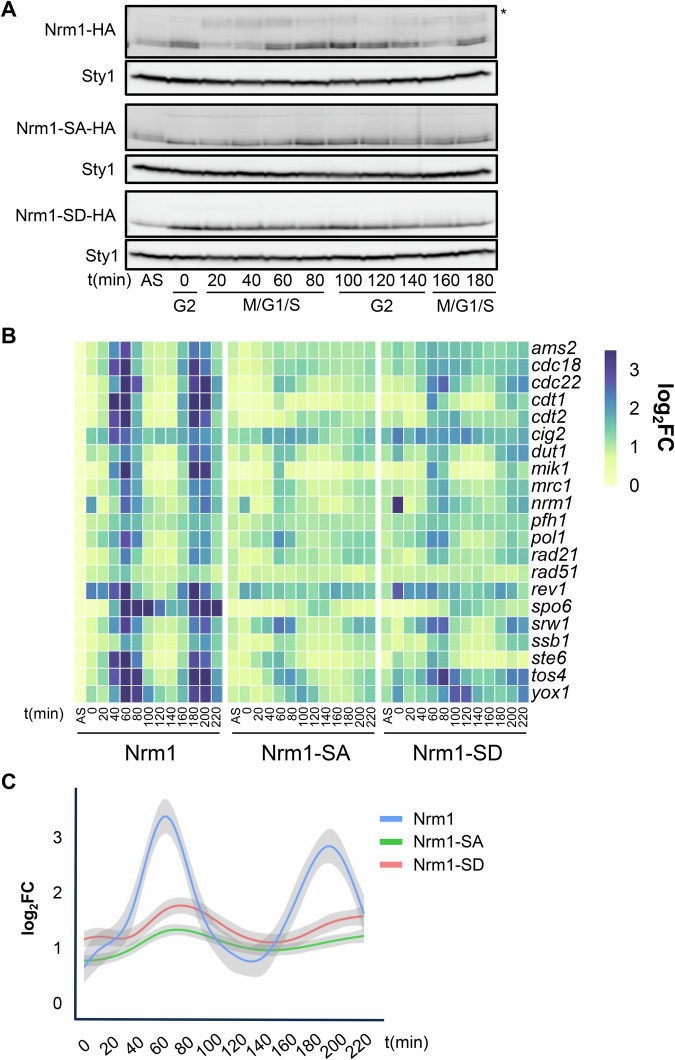
Nrm1 phosphorylation is essential for correct MBF-dependent transcription. (**A**) Western blot analysis of Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA in a *cdc25-22* block and release. The asterisk indicates Nrm1 phosphorylation forms. Sty1 is shown as a loading control. AS: asynchronous. Representative Western blots of at least three different experiments are shown. (**B**) Heatmap of gene expression of 21 MBF-dependent genes. RNAseq of a wild type (Nrm1), Nrm1-SA and Nrm1-SD in a *cdc25-22* block and release. Genes were selected as cycling genes peaking transcription at 60–80 and 180–200 min after release and having expression altered in Nrm1-SA and Nrm1 SD (Fig. EV3B). This list was crossed with the MBF ChIP data published before (Aligianni et al, 2009b; Data ref: Aligianni et al, 2009a; Skribbe et al, 2025b¸ Data ref: Skribbe et al, 2025a) to further delimit candidates. Scale represents Log_2_FC of normalized reads of each time-point relative to Nrm1 asynchronous (AS) values. (**C**) Expression of MBF-dependent genes from (**C**) in a Nrm1 (blue), Nrm1-SA (green) and Nrm1-SD (red). Line represents mean of values and grey shadow represents SD. Source data are available online for this figure.

**Figure EV3:**
Related to Fig. 4. (**A**) Septation index of wild type (Nrm1, blue), Nrm1-SA (green) and Nrm1-SD (red) in a *cdc25-22* block and release shown in Fig. 4C,D. Graphic represents mean ± SD of *n* = 3 experiments. (**B**) Heatmap of the gene expression of 43 MBF-dependent genes. RNAseq of wild type (Nrm1), Nrm1-SA and Nrm1-SD in a *cdc25-22* block and release. Genes were selected as cycling genes with peaks of transcription at 60–80 and 180–200 min after release and having expression altered in Nrm1-SA and Nrm1 SD strains. Scale represents Log_2_FC of normalized reads of each time-point relative to Nrm1 asynchronous (AS) values. (**C**) Expression of MBF-dependent genes from Fig. EV3B in a wild type (Nrm1, blue), Nrm1-SA (green) and Nrm1-SD (red). Line represents mean of values and grey shadow represents SD.

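The selection was repeated with limma contrasts in place of the clustering. In Nrm1, 205 of the 7431 tested features were higher in the peak windows than at 120 and 140 min by at least 1 on the log2 scale (adjusted p under 0.1). The setting that moved this count most used the first peak alone and gave 420. Of the 205 features, 33 had a smaller amplitude in both mutants at the same threshold, 28 of them protein-coding genes and 5 noncoding RNAs. These included 21 of the 43 genes and 17 of the 21. Across the settings tried, the count of 33 ran from 15, for amplitudes at least 2-fold smaller, to 45, with peaks taken at 40 and 60 min and at 180 and 200 min. Of these, 12 and 21 were among the 43. Of the 43 genes, 17 did not reach an amplitude of 1 in Nrm1.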

In conclusion, our findings establish that Nrm1 is a critical target of CDK1-mediated cell cycle regulation, orchestrating MBF-dependent transcription through phosphorylation-dependent release from chromatin. By coupling transcriptional control to cell cycle progression, Nrm1 phosphorylation ensures precise timing of MBF-dependent gene expression.

### Nrm1 is degraded by APC/C

While analyzing the protein extracts, we consistently observed higher levels of Nrm1-SD compared to wild-type Nrm1 or Nrm1-SA (Fig. 5A). To explore this further, we measured the half-life of the three proteins. While the half-life of Nrm1-SA (19 min) was comparable to that of wild-type Nrm1 (13 min), the half-life of Nrm1-SD was significantly longer (119 min) (Fig. 5B).

**Figure 5:**
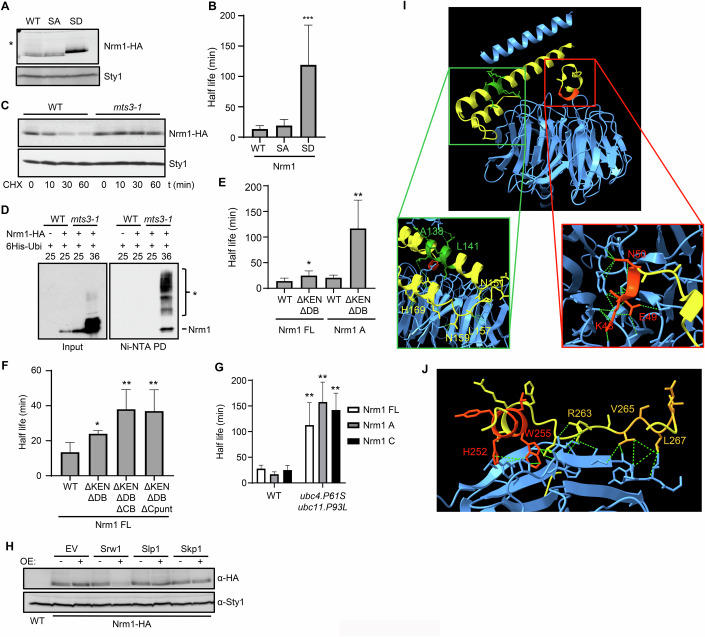
Nrm1 is degraded by the ubiquitin–proteasome pathway. (**A**) Western blot analysis of asynchronous (AS) Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA protein extracts from Fig. 4A. Sty1 is shown as loading control. Representative western blots of at least three experiments are shown. (**B**) Half-life in minutes of Nrm1 (pAY1100), Nrm1-SA (pAY1149) and Nrm1-SD (pAY1150) after thiamine and cycloheximide (CHX) addition. TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and assayed for western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1-HA vs Nrm1-SA-HA or Nrm1-SD-HA): 0.273774 and 0.001689, respectively. (**C**) Western blot of extracts prepared from wild type (WT) or *mts3-1* cells. At the bottom is indicated the time after addition cycloheximide (CHX) and when cells were changed to non-permissive temperature (36 °C). Sty1 is shown as loading control. Representative western blots of at least three experiments are shown. (**D**) Alkaline denaturing extracts were prepared from wild type (WT) or *mts3-1* cells and subjected to a pull down (PD) with Ni-NTA beads. Cells, with or without Nrm1-HA, were expressing 6xHis-ubiquitin from the *nmt1* promoter (His-Ubi) and, when indicated, were shifted to 36 °C for 4 h. Input (80 μg) and pull downs were analyzed on a 10% polyacrylamide gel. Western blot detection was performed with anti-HA antibodies. The asterisk indicates the ubiquitinated forms of Nrm1. Representative western blots of at least three experiments are shown. (**E**) Half-life in minutes of full length (Nrm1 FL) Nrm1 (WT), Nrm1 ΔKEN ΔDBox (ΔKENΔDB), the first half of Nrm1 containing the KEN and DBox (Nrm1 A, WT) or with mutated KEN and DBox (ΔKENΔDB). Extracts were prepared after thiamine and cycloheximide addition. TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and essayed for western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1 FL WT vs Nrm1 FL ΔKEN ΔDBox): 0.045366. p(Nrm1 A WT vs Nrm1 A ΔKEN ΔDBox): 0.002664. (**F**) Half-life in minutes of full length Nrm1, Nrm1 ΔKEN ΔDBox (ΔKENΔDB), Nrm1 ΔKEN ΔDBox ΔCBox (ΔKEN ΔCB) and Nrm1 ΔKEN ΔDBox ΔCpunt (H252A W255A, R263A, V265A, L267A). Extracts were prepared after thiamine and cycloheximide addition at 0, 10, 30 and 60 min and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. p(Nrm1 FL WT vs ΔKEN ΔDBox, ΔKEN ΔDBox ΔCB or ΔKEN ΔDBox ΔCpunt): 0.014104, 0.001357 and 0.002309, respectively. (**G**) Half-life in minutes in WT and *ubc4.P61S ubc11.P93L* cells of Nrm1 full length (WT), the first 173 residues of Nrm1 containing the KEN and DBox (Nrm1 A) and the carboxi-region of Nrm1 containing the last 171 residues (Nrm1 C). Cultures were grown at 25 °C and incubated 1 h at 36 °C before cycloheximide addition. TCA samples were collected at 0, 10, 30 and 60 min after the temperature shift and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(WT vs *ubc4.P61S ubc11.P93L* in Nrm1 FL, Nrm1 A and Nrm1 C): 0.010782, 0.003324 and 0.00399, respectively. (**H**) Western blot analysis of extracts from Nrm1-HA strains with an empty plasmid (EV), or with plasmids overexpressing Srw1, Slp1 or Skp1. Cells were grown in EMM supplemented with 20 µM thiamine (OE −), or grown in EMM (OE +) to allow expression. Sty1 is shown as loading control. Representative western blots of at least three experiments are shown. (**I**) Alphafold prediction of the interaction between Nrm1 (yellow) and Srw1 (blue). The inset shows predicted contacts between Nrm1 KEN box (red) or Nrm1 DBox (green) with Srw1. (**J**) Alphafold prediction of the interaction between Nrm1 CBox (yellow) with Srw1 (blue). Predicted Nrm1 contact residues are colored in red (251–255) or orange (265–270). Source data are available online for this figure.

Given that Nrm1 in budding yeast is actively degraded by the proteasome (Ostapenko et al, 2012; Ostapenko and Solomon, 2011), we investigated whether the proteasome also degrades Nrm1 in fission yeast. Consistent with this hypothesis, Nrm1 was stabilized in the temperature-sensitive proteasome mutant *mts3-1* (Fig. 5C). Moreover, ubiquitinated forms of Nrm1 accumulated when the proteasome was inactivated (Fig. 5D).

To identify degradation signals within Nrm1, we analyzed its sequence for conserved degradation motifs. We detected a putative KEN box (residues 48–50) and two overlapping DBox motifs (residues 138–141 and 140–143) (Fig. 3A). However, mutating these sites—either individually or simultaneously—did not fully prevent Nrm1 degradation via the proteasome (Fig. 5E). We then divided Nrm1 into two halves: the N-terminal region (residues 1–173), which includes the KEN box and DBox motifs (Nrm1 A), and the C-terminal region (Nrm1 C), containing the last 172 residues (residues 171-342). Both fragments were degraded with similar half-lives (Fig. EV4A). Interestingly, mutating the KEN box and DBox motifs in the N-terminal fragment stabilized the protein, suggesting that while these motifs play a role in targeting Nrm1 for degradation, additional elements in the C-terminal region also contribute (Fig. 5E and Appendix Fig. S5).

**Figure EV4:**
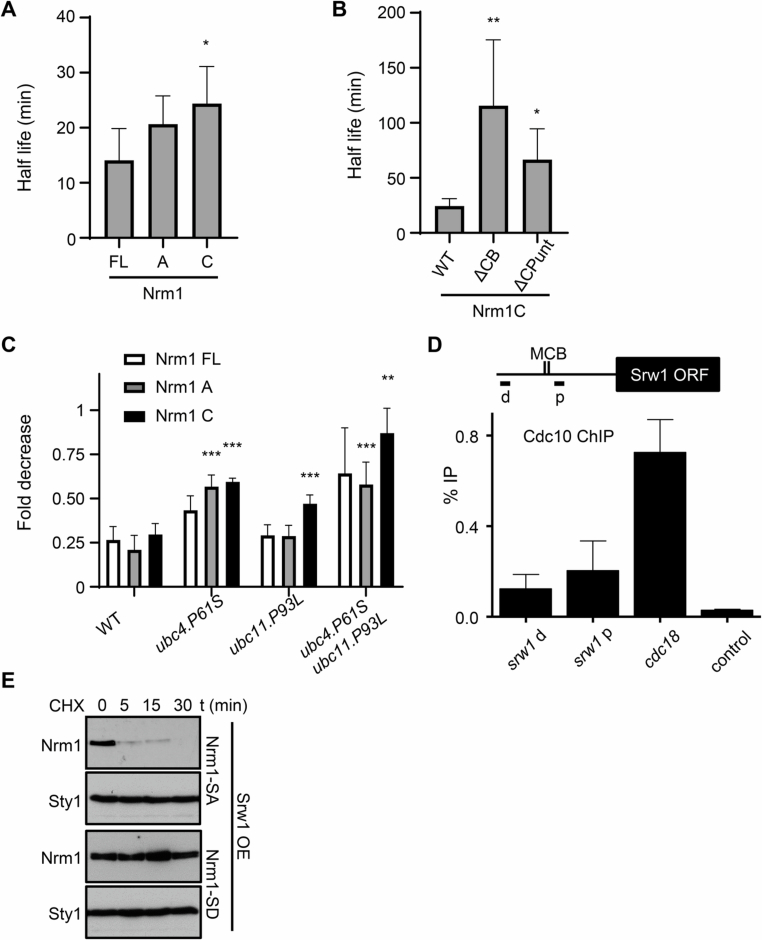
Related to Fig. 5. (**A**) Half-life in minutes of wild type full length Nrm1 (FL), the first half of Nrm1 containing the first 171 residues (**A**) and the carboxi-domain of Nrm1 containing the last 171 residues (**C**). TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1 FL vs Nrm1 A): 0.0641. p(Nrm1 FL vs Nrm1 C): 0.0232. (**B**) Half-life in minutes of the carboxi-domain of Nrm1 containing the last 171 residues (Nrm1 C) native sequence (WT), or with a deletion of the CBox (ΔCB) or with 5 amino acid substitutions (H252A W255A, R263A, V265A, L267A) (ΔCPunt). TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1 C WT vs ΔCB): 0.0096. p(Nrm1 C WT vs ΔCB): 0.0149. (**C**) Protein fold change (FC) of Nrm1 full length (Nrm1-FL), Nrm1-A and Nrm1-C in wild type (WT), *ubc4.P61S*, *ubc11.P93L*, and *ubc4.P61S ubc11.P93L* strains. Cells were grown at 25 °C and shifted at 37 °C for 1 h before adding cycloheximide. Samples were collected before and 1 h after the treatment. TCA extracts were performed and assayed by western blot. Loading was normalized with Sty1. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. *p*(Nrm1 FL vs WT): 0.06, 0.666 and 0.0717, respectively. *p*(Nrm1 A vs WT): 2.44E-05, 0.1107 and 0.0004, respectively. *p*(Nrm1 C vs WT): 3.9E-05, 0.0064 and 0.0001, respectively. (**D**) Cdc10 Chip from asynchronous cultures; *srw1* d, distal region of *srw1* promoter; *srw1* p, proximal region of *srw1* promoter. On top, a scheme of *srw1*, indicating the 2 MCB sites in the promoter; d, distal amplicon; p, proximal amplicon. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. (**E**) Western blot of extracts prepared from wild type cells overexpressing Srw1 (Srw1 OE). Cells were expressing endogenous Nrm1-SA or Nrm1-SD. On top, time after the addition of cycloheximide (CHX). Sty1 is shown as loading control. One representative experiment is shown out of three different experiments.

The alignment of the Nrm1 sequence from *S. pombe* with other *Schizosaccharomyces* species revealed two conserved five-amino-acid motifs in the C-terminal domain (residues 251–255 and 266–270). To evaluate the contribution of these domains to Nrm1 stability, we introduced mutations in these motifs—either replacing all ten residues with alanines or introducing point mutations in two residues of each motif—and measured the half-life of the resulting mutants. These experiments were performed in the context of both the isolated C-terminal domain (Fig. EV4B) and the full-length Nrm1 combined with KEN box and DBox mutations (Fig. 5F and Appendix Fig. S5). In both cases, the mutations significantly stabilized Nrm1, confirming the existence of three independent degradation signals—two in the N-terminal region (KEN and DBox) and one in the C-terminal region (that we termed CBox)—that collectively regulate Nrm1 stability.

Finally, to determine whether Nrm1 degradation was indeed mediated by the Anaphase-Promoting Complex/Cyclosome (APC/C), we measured its half-life in the two E2 ubiquitin-conjugating enzyme mutants of the APC/C in fission yeast, *ubc4.P61S* and *ubc11.P93L*. As shown in Fig. 5G, Nrm1 was stabilized in these mutants, with Ubc4 identified as the primary E2 enzyme driving Nrm1 degradation (Fig. EV4C). To identify which APC/C activator mediates Nrm1 degradation, we overexpressed the two mitotic APC/C activators (Slp1 or Srw1/Ste9) and analyzed Nrm1 stability by western blot. We overexpressed the SCF activator Skp1 as a negative control. As shown in Fig. 5H, only overexpression of Srw1 resulted in fast degradation of Nrm1, suggesting that APC/C^Srw1^ might be responsible for the degradation of Nrm1. Structural modeling of Srw1 and Nrm1 using AlphaFold revealed potential interactions between Srw1 and the 3 proposed degradation motifs on Nrm1, the KEN box, the DBox (Fig. 5I), and the newly identified recognition site, the CBox (Fig. 5J), which would support our results suggesting that Nrm1 contains 3 different elements that need to be coordinately recognized by APC/C.

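In the RNAseq of Fig. 4B, *srw1* (SPAC144.13c) was at 408 ± 23.2 normalized counts (SD, n = 2 cultures) in the peak windows of Nrm1 and at 141 ± 2.01 (SD, n = 2) in the trough, an amplitude of 1.51 on the log2 scale (limma, standard error 0.076). In Nrm1-SA the amplitude was 1.05, a change of -0.46 (standard error 0.12, adjusted p = 0.0118) (limma). In Nrm1-SD it was 1.18, a change of -0.33 (standard error 0.11, adjusted p = 0.194) that did not pass the threshold. No difference between Nrm1-SD and Nrm1-SA was detectable (0.13, adjusted p = 0.716, limma). Its trough level did not change detectably in either mutant (0.027 and 0.064, adjusted p = 0.899 and 0.869, limma). *srw1* overlaps annotated features on the other strand, so part of these reads could be theirs. No ACGCGT lies within 1000 bp upstream of its start codon in ASM294v3, where the gene is on the minus strand of chromosome I. The core ACGCG occurs there 2 times, from 4680727 to 4680731 and, on the other strand, from 4680747 to 4680751, which is 670 and 690 bp upstream of the start codon.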

Interestingly, we have shown that Srw1 is an MBF-dependent gene (Fig. 4B). In fact, we were able to detect 2 MCB elements in the promoter of *srw1* and we were able to ChIP Cdc10 on both sites, confirming that *srw1* is an MBF-regulated gene (Fig. EV4D). This discovery highlights a novel and redundant mechanism of negative feedback regulation of MBF activity. In this mechanism, MBF indirectly regulates its own activity by controlling the expression of *srw1*, which then promotes APC^Srw1^-dependent degradation of Nrm1. Remarkably, while Nrm1-SA is an excellent substrate of Srw1, Nrm1-SD is highly stable even when Srw1 was overexpressed (Fig. EV4E).

### Cellular fitness requires dynamic phosphorylation and dephosphorylation of Nrm1

Our findings demonstrate that both the phosphorylation-deficient *nrm1-SA* mutant and the phosphomimetic *nrm1-SD* mutant exhibit similar transcriptional outcomes (Fig. 4BC). 

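The mutants were also compared with each other directly. All 21 genes of Fig. 4B had a lower amplitude estimate than Nrm1 in both mutants. Of the 177 features whose profile over time differed from Nrm1 in both mutants, 32 were among the 43 genes and 21 among the 21. Between Nrm1-SD and Nrm1-SA, 4 of the 21 genes had a higher amplitude in Nrm1-SD (*cdt1*, *cdt2*, *mik1* and *ssb1*) and 1 a lower one (*yox1*, -0.34, limma adjusted p = 0.0423). The largest of these differences was that of *mik1*, 0.75 (adjusted p = 5.3e-04, limma). Over all tested features, 166 differed in amplitude between the mutants, 109 of them higher in Nrm1-SD.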

In both cases, the connection between cell cycle progression and MBF-dependent transcription is disrupted. 

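Relative to asynchronous Nrm1, the mean level of the 21 genes in the trough at 120 and 140 min was -0.39 ± 0.017 on the log2 scale (SD, n = 2 cultures) in Nrm1, -0.14 ± 0.025 (SD, n = 2) in Nrm1-SA and 0.080 ± 0.024 (SD, n = 2) in Nrm1-SD. The trough of Nrm1-SA was thus above that of Nrm1 by 0.25, and that of Nrm1-SD above that of Nrm1-SA by 0.22, both more than the spread between cultures. At this trough, 17 of the genes were higher in Nrm1-SD than in Nrm1 and 12 were higher in Nrm1-SA (limma, adjusted p under 0.1), while 0 and 1 were lower. Between the mutants, 10 were higher and 1 lower in Nrm1-SD.

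In asynchronous cultures, the mean level was -0.40 ± 0.036 (SD, n = 2) in Nrm1-SA and -0.23 ± 0.0062 (SD, n = 2) in Nrm1-SD, with an SD of 0.070 between the Nrm1 cultures. The median over the genes gave a difference of 0.0081 in place of -0.23 between Nrm1-SD and Nrm1, so its direction rests on the averaging. At 0 min, the end of the block, the level was -0.44 ± 0.035 (SD, n = 2) in Nrm1, -0.65 ± 0.024 (SD, n = 2) in Nrm1-SA and 0.20 ± 0.044 (SD, n = 2) in Nrm1-SD. In the peak windows it was 1.35 ± 0.014 (SD, n = 2), 0.22 ± 0.018 (SD, n = 2) and 0.61 ± 0.028 (SD, n = 2). Every exact permutation test of these levels between strains is held to p = 0.333 or more by the 2 cultures of each strain.

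**Figure D3:**
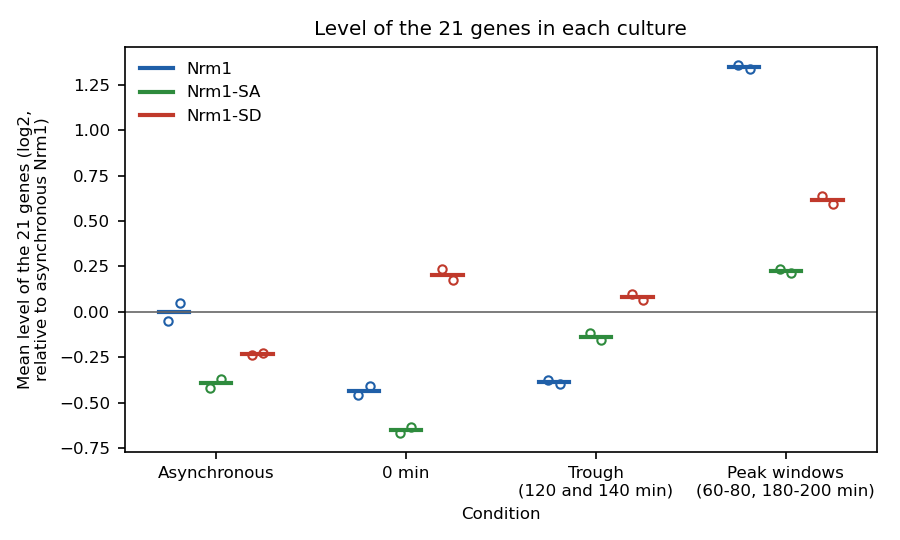
Mean level of the 21 genes (log2, relative to asynchronous Nrm1) in asynchronous cultures, at 0 min, in the trough and in the peak windows. Circles are cultures and bars their means. In the trough, the Nrm1-SA cultures lie between those of Nrm1 and those of Nrm1-SD.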

The key distinction lies in basal transcription levels: while MBF-dependent transcription in the *nrm1-SA* strain remains tightly repressed, the *nrm1-SD* strain shows a moderately elevated basal transcription levels and retains a residual, albeit minimal, degree of cell cycle-dependent transcriptional regulation (Fig. 4C). Next, and to determine whether the *nrm1-SA* or *nrm1-SD* mutations affected the cellular response to DNA damage or increased replication stress, we further characterized both strains. As shown in Fig. EV5A, both mutants responded similarly to hydroxyurea (HU) treatment, and neither displayed Yox1 phosphorylation under normal conditions -a marker indicative of replicative stress. Consistent with this, both *nrm1-SA* and *nrm1-SD* strains exhibited wild-type growth on solid media containing increasing concentrations of HU or methyl methanesulfonate (MMS) (Fig. EV5B). However, in liquid culture, we observed a subtle but reproducible growth defect, more pronounced in the *nrm1-SA* strain (Fig. EV5C). To directly assess DNA damage, we quantified Rad52 foci in asynchronous cultures. The *nrm1-SA* strain showed an increased proportion of cells with Rad52 foci, suggesting elevated DNA damage levels. This phenotype closely mirrors that of the *rad3Δ* strain (Fig. EV5D).

**Figure EV5:**
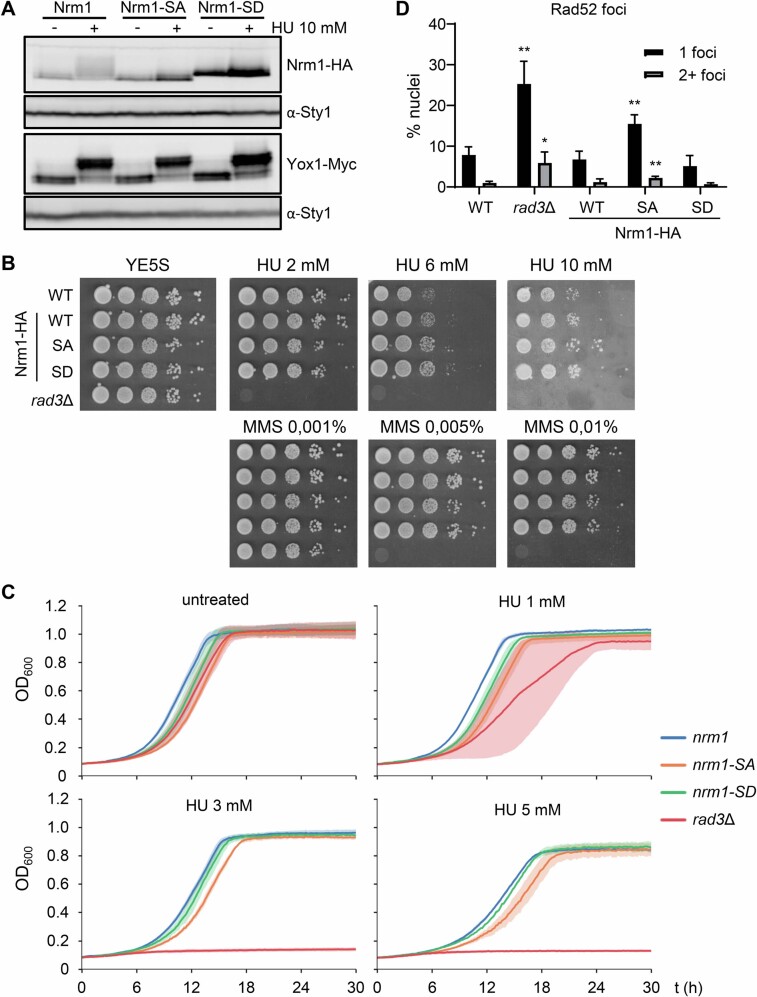
Related to Fig. 6. (**A**) Western blot analysis of Nrm1 and Yox1 in strains with wild type Nrm1, Nrm1-SA or Nrm1-SD. Cells were collected before and after treatment with hydroxyurea (HU) 10 mM for 3 h. Sty1 is shown as loading control. One representative experiment is shown out of three different replicas. (**B**) Survival was performed by spotting 10–10^5^ cells of the indicated strains onto YE5S plates in the absence or presence of the indicated concentrations of MMS or HU. Plates were incubated at 30 °C for 3–4 days. (**C**) Growth curves comparing growth at 30 °C of the indicated strains in YE5S in the absence or presence of different concentrations of hydroxyurea (HU). Plot represents mean ± SD of at least *n* = 3 experiments. (**D**) Percentage of nuclei containing Rad52-mNeonGreen foci in WT, *rad3Δ, nrm1-HA, nrm1-SA-HA* and *nrm1-SD-HA* strains grown in YE5S. At least 100 nuclei were counted per replica. Plot represents mean ± SD of at least *n* = 3 experiments. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01. *p*(1 foci vs WT): 0.0010, 0.4701, 0.0051 and 0.1745, respectively. *p*(2+ foci vs WT): 0.0121, 0.6422, 0.0099 and 0.3624, respectively.

To assess how these alterations impact cellular fitness, we performed competitive co-culture experiments involving wild-type, *nrm1-SA*, and *nrm1-SD* strains. As shown in Fig. 6A–C, both mutant strains were equally outcompeted by the wild-type strain, highlighting the essential role of dynamically regulated MBF-dependent transcription in cellular fitness. Moreover, when *nrm1-SA* and *nrm1-SD* strains were co-cultured with each other, neither mutant exhibited a fitness advantage, further emphasizing that fixing Nrm1 phosphorylation status -whether constitutively phosphorylated or unphosphorylated- results in equivalent fitness defects. To investigate the decreased cellular fitness observed in the *nrm1-SA* and *nrm1-SD* strains and determine whether these mutations impact any specific phase of the cell cycle, we introduced both mutations into a cell cycle reporter system that precisely measures the duration of each phase in fission yeast (Murciano-Julia et al, 2025). As shown in Fig. 6D, the overall length of the cell cycle was only slightly affected (150.63 ± 20.19 min in WT, 162.84 ± 32.68 min in Nrm1-SA, and 163.92 ± 19.31 min in Nrm1-SD). However, the combined duration of the M/G1 and S phases was significantly extended, with increases of 25% and 18%, respectively (48.46 ± 8.18 min in WT, 60.67 ± 12.97 min in Nrm1-SA, and 57.31 ± 10.97 min in Nrm1-SD). Notably, the delay in S-phase initiation was more pronounced in the Nrm1-SA strain (Fig. 6E).

**Figure 6:**
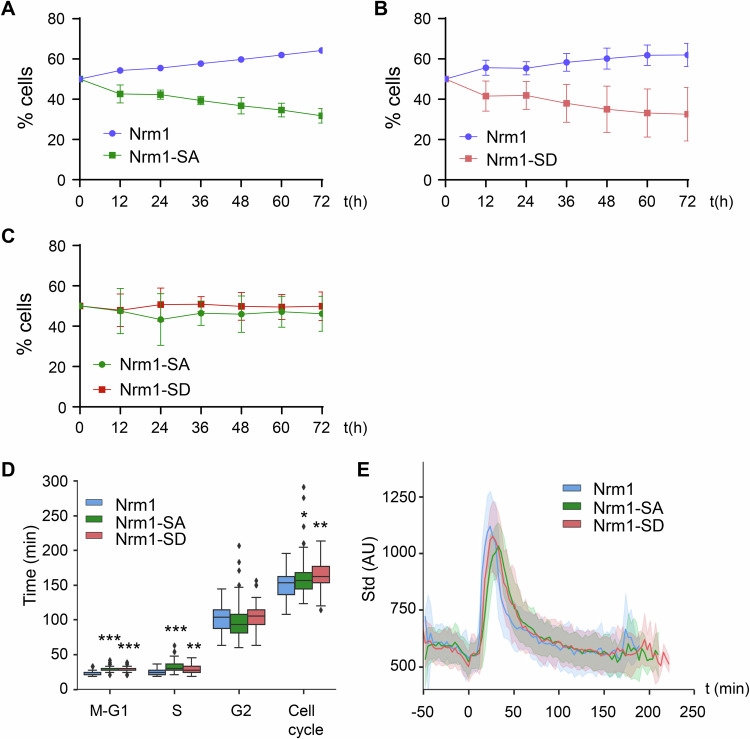
Nrm1 phosphorylation is essential for cellular fitness. (**A**–**C**) Cultures of WT (Nrm1) vs Nrm1-SA (**A**), WT (Nrm1) vs Nrm1-SD (**B**) or Nrm1-SA vs Nrm1-SD (**C**) cells were co-cultured and diluted during 72 h to keep cells exponentially growing. Cells were harvested every 12 h and analyzed by FACS. All strains carried either eGFP-Pcn1 or mCherry-Pcn1. Experiments were conducted with the two-color combinations per competition. Two biological replicas were done per competition and in both color combinations. Final results for each competition were merged. Graphic represents mean ± SD of *n* = 4 biological replicas (2 eGFP vs mCherry tag and 2 mCherry vs eGFP tag). (**D**) Cell cycle quantification of wild type (Nrm1), Nrm1-SA and Nrm1-SD using the FLCCR reporter strain. Boxplots represent median and 25–75 quartiles and whiskers extend to the rest of the distribution. Outliers are depicted as dots. Statistics show significance from a Student’s *T* test. *p < 0.05; **p < 0.01; ***p < 0.001. Nrm1 *n* = 38 cells, Nrm1-SA *n* = 53 cells, Nrm1-SD *n* = 56 cells. *p*(Nrm1 vs Nrm1-SA): 4.88E-09, 3.74E-05, 0.7893, 0.0443, respectively. *p*(Nrm1 vs Nrm1-SD): 4.74E-08, 0.0020, 0.3126, 0.0018 respectively. (**E**) Representation of mCherry-Pcn1 Std of wild type (Nrm1), Nrm1-SA and Nrm1-SD videos. Cell cycles are aligned to time = 0 (peak of SynCut3-mTagBFP2). Lines represent the mean of values and colored shades show SD of values. Source data are available online for this figure.

These results underscore the critical importance of a dynamic and cell cycle-regulated interplay between Nrm1 phosphorylation and dephosphorylation for maintaining proper MBF-dependent transcription and ensuring cellular fitness. The disruption of this regulatory mechanism, irrespective of the specific direction, compromises the cell ability to synchronize transcription with cell cycle progression, leading to competitive disadvantages.

## Discussion

From yeasts (both budding and fission) to metazoans, the G1/S transcriptional wave is a highly conserved feature of the cell cycle, with substantial overlap in the genes it regulates. Additionally, the mechanisms that respond to DNA damage or challenges to DNA synthesis and their impact on the transcription factors driving the G1/S transcriptional wave are also well conserved (Bertoli et al, 2013a; Bertoli et al, 2013b; de Bruin et al, 2008; Gómez-Escoda et al, 2011). However, significant differences exist in how different species achieve G1/S transcriptional activation. In mammalian cells and budding yeast, activation occurs through phosphorylation of the repressor (RB or Whi5, respectively), which promotes its release from the transcription factor (E2F or SBF, respectively) [reviewed in (Bertoli et al, 2013b)], although an intermediate Rb-E2F activity state has been proposed in mammalian cells, which would be dependent on phosphorylations of Rb at specific residues (Konagaya et al, 2024). In budding yeast, where the G1/S transcriptional wave is under the control of two different factors, MBF and SBF, Whi5—the SBF repressor—is phosphorylated in a CDK-dependent manner and translocated to the cytoplasm inducing the SBF-dependent transcription after START (Costanzo et al, 2004; de Bruin et al, 2004). Budding yeast MBF activity is constrained to G1 through feedback with its specific repressor Nrm1 (de Bruin et al, 2006). In contrast, fission yeast employs a more intricate mechanism. Despite possessing a Whi5 orthologue, this protein does not appear to play a major role in mitotic G1/S transcription regulation under normal growth conditions (Celia Gálvez-Merchán, Livia Pérez-Hidalgo and Sergio Moreno, personal communication). Instead, Nrm1 in fission yeast assumes a dual role: initiating the G1/S transcriptional wave in metaphase and switching it off at the end of S phase by reloading (together with Yox1) onto the MBF complex (Fig. 7A). Thus, fission yeast Nrm1 combines the regulation of budding yeast Whi5 and Nrm1 to constrain MBF activity from metaphase till the end of S phase. Importantly, Nrm1 alone has minimal repressive activity; it primarily functions as a cell cycle–dependent sensor that facilitates the recruitment of Yox1—the true repressor—to the MBF complex. This mechanism represents a significant difference from the regulatory systems described in budding yeast and higher eukaryotes.

**Figure 7:**
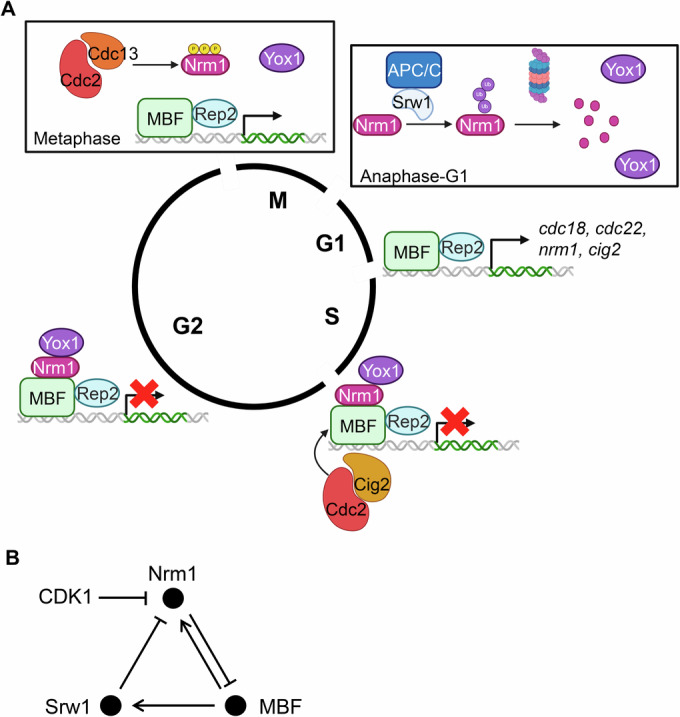
Cell cycle-dependent MBF regulation. (**A**) Cartoon depicting the regulation of MBF during cell cycle. During G2 phase, MBF remains inactive due to the binding of Nrm1/Yox1. At metaphase, Cdc2-Cdc13 complex phosphorylates Nrm1 causing its release from MBF leading to pre-activated MBF. Unphosphorylated Nrm1 is then ubiquitinated by APC/C^Srw1^ and degraded by the proteasome. Nrm1 then accumulates until it is able so repress again MBF at the end of S phase along with Res1 phosphorylation by Cdc2-Cig2. (**B**) Diagram showing the negative feedback loops regulating MBF activity. Srw1 plays an essential role to induce cell cycle-regulated transcription through the degradation of Nrm1. In the absence of Srw1 or in the absence of Nrm1 phosphorylation, the system becomes a simple feedback loop, with constitutive transcription.

Our findings reveal that S-phase transcription in fission yeast is induced by alleviating repression from the Nrm1/Yox1 system, while the activator Rep2 remains constitutively bound to the MBF complex. This activation unfolds through a two-step repression-relief mechanism. The first step involves CDK-dependent phosphorylation of Nrm1 during metaphase, which temporarily releases Nrm1 from the MBF complex. This transient and reversible activation serves as a “kick-start” to MBF-dependent transcription, ensuring the accumulation of critical factors like Srw1/Ste9, which is an MBF-dependent gene itself. The second step occurs later, enabling APC/C^Srw1/Ste9^ to degrade unphosphorylated Nrm1. This irreversible step amplifies and sustains MBF-dependent transcription, maintaining it until the repressor system (Nrm1/Yox1 and Cig2) is reassembled in late S phase when APC/C activity is inactivated. Importantly, this second step has an additional layer of regulation. Both Nrm1 and Srw1 are themselves MBF-regulated genes. As Srw1 levels increase due to MBF activation, more Nrm1 is targeted for degradation by APC/C^Srw1^, creating a positive feedback loop. This feedback prevents MBF activity from shutting down prematurely and sustains transcription until the end of S phase (Fig. 7B). At this point, APC/C is inactivated, allowing Nrm1 to stabilize, rebind to MBF, and repress MBF-dependent transcription from the end of S phase. It is important to note that, without the intervention of APC/C^Srw1^, a tightly regulated system like this would function as a perfect negative feedback loop, akin to a centrifugal governor. While this setup would produce strictly regulated, constitutive MBF activity, it would not be able to change its output dynamically along the cell cycle.

Intriguingly, mammalian cells appear to have evolved a comparable mechanism (Yao et al, 2008). The APC/C has been shown to degrade the atypical repressive E2Fs (E2F7 and E2F8) (Boekhout et al, 2016). It would be compelling to investigate whether activating E2Fs in mammals also promote the transcription of *CDH1*, analogous to the role of Srw1 in fission yeast, as our results suggest that this is essential for establishing the G1/S transcriptional wave. In the absence of Nrm1 degradation—whether due to APC/C inactivation or because Nrm1 remains chromatin-bound (as in the Nrm1-SA mutant)—MBF-dependent transcription becomes tightly regulated through negative feedback but loses its cell cycle dependency. This loss of regulation results in fitness defects, as such cells are readily outcompeted by wild-type counterparts.

Additionally, our data suggest that Nrm1 is not a preferred substrate for Srw1-dependent degradation. While Nrm1 turnover requires Srw1, and Srw1 overexpression significantly shortens Nrm1 half-life, partial Srw1 downregulation prevents Nrm1 degradation in anaphase even as other substrates, such as Cdc13, are efficiently degraded. Nrm1 degradation motifs—a combination of one KEN box, a double DBox, and another non-standard motif that we termed CBox—are likely scattered across different regions of the protein. Any of the three motifs is sufficient to degrade Nrm1 through the proteasome Nrm1, since only the triple mutant results in a stable Nrm1 protein. Elucidating how these motifs contribute to Nrm1 recognition by the APC/C will require further investigation.

In summary, our work highlights the complex and highly regulated mechanisms by which fission yeast coordinates the G1/S transcriptional wave with cell cycle progression. The dual regulation of Nrm1 through phosphorylation and proteolysis underscores its pivotal role as both a repressor and an integrator of transcriptional and cell cycle signals. These findings also provide a framework for exploring conserved and divergent features of G1/S transcriptional regulation across eukaryotes.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*E. coli* DH5a	N/A	N/A
*E. coli* BL21-DE3	N/A	N/A
*Schizosaccharomyces pombe* strains	See Table EV1	
**Recombinant DNA**		
Plasmids used	See Table EV2	
**Antibodies**		
Anti-Cdc10 polyclonal	Gomez-Escoda 2010	
Anti-GFP (JL8)	Takara	632381 RRID: AB_2313808
Anti-HA monoclonal	Lab stock	13CA5
Anti-Myc	Lab Stock	9E10
Anti-Sty1 polyclonal	Jara 2007	
Anti-thiophosphate ester	Abcam	Ab92570
Anti-Tubulin	Sigma	T5168 RRID:AB_477579
Anti-Yox1	Ivanova 2013	
Peroxidase Anti-Peroxidase Soluble Complex antibody (PAP)	Sigma	P1291 RRID: AB_1079562
**Oligonucleotides and other sequence-based reagents**		
Oligonucleotides used	See Table EV3	
**Chemicals, enzymes and other reagents**		
1-NM-PP1	TRC	A603003
Ampicillin	Roche	10 835 269 001
Anhydrotetracyclin	Sigma-Aldrich	37919-100MG-R
ATP	Promega	E6011
ATPγS	Abcam	Ab138911
Azide	Sigma	S8032
Bradford	Bio-Rad	5000006
Calcofluor	Sigma	F3543
Coomassie Brilliant Blue	Amresco	0472
Cycloheximide	Merk	C7698
DNase I	Merk	4716728001
Formaldehide	Sigma	252549
High Capacity cDNA Reverse Transcription Kit with RNase inhibitor	Thermo Fisher	4374966
Hydroxyurea	Sigma-Aldrich	H8627-10G
Lambda phosphatase	New England Biolabs	P0753S
Lectin from glycine max soybean	Sigma	L1395
LightCycler 480 Sybr Green I Master	Roche	4887352001
Methy methanesulfonate	Sigma-Aldrich	129925
Ni^2+^-NTA agarose	Qiagen	1018244
Ni-NTA beads	Qiagen	30210
PhosStop	Roche	4906845001
PhosSTOP EASYpack	Roche	4906845001
P-Nitrobenzyl mesylate	Abcam	Ab138910
Protease Inhibitor Cocktail	Sigma-Aldrich	P8215
Protein Assay Dye Reagent Concentrate	BioRad	5000006
TCA	VWR	1.00807.1000
Thiamine	Merk	T1270
**Software**		
Gen5	BioTek	
FACSDIVA software	BD Biosciences	
GraphPad Prism (8.0c)	GraphPad Software	https://www.graphpad.com/
Python 3.9.19		https://www.python.org/downloads/release/python-390/
R studio		https://www.rstudio.com/
**Other**		
RNAseq data	This paper	GEO GSE287772

### Strains and media

All *S. pombe* strains used in this study (Table EV1) were constructed using standard yeast genetics. All plasmids used in this study are listed in Table EV2. Yeast media was prepared as described previously (Moreno et al, 1991). Ubc4 and Ubc11 point mutations were introduced by CRISPR (Torres-Garcia et al, 2020); plasmids and oligonucleotides used in CRISPR are listed in Tables EV2 and EV3, respectively. Cells were grown at 30 °C or at 25 °C for thermosensitive strains. HU 10 mM treatment was carried out on mid-log-grown cultures in YE5S media for 3 h. Tetracycline-induced promoters were induced overnight with 0.1 µg/ml anhydrotetracycline (Sigma-Aldrich, 37919-100MG-R) (Lyu et al, 2024). To analyze sensitivity to HU and MMS on plates, *S. pombe* strains were grown in liquid YE5S to an OD_600_ of 0.5, serially diluted and plated onto YE5S media agar plates containing the indicated concentration of HU or MMS. Plates were incubated at 30 °C for 3–4 days.

### Synchronization experiments

Cells synchronicity was assayed by calcofluor staining as previously described (Moreno et al, 1991). For *cdc25-22* synchronization, cells were grown at 25 °C in Minimal Media until mid-log phase. Cultures were then shifted to 36 °C during 4 h and shifted back to 25 °C (Moreno et al, 1991). For *cdc2-asM17* synchronization, when cells reached mid-log phase the ATP analog 1NM-PP1 (Toronto Research Chemicals) was added to a final concentration of 1 µM. After 3 h, cells were filtered through a Millipore membrane, washed twice with fresh medium, and resuspended in Minimal Medium (Aoi et al, 2014). To arrest cells in metaphase, *nda3-KM311* cells were grown at 30 °C in YE5S until mid-log phase and shifted to 18 °C for 5 h (Baum et al, 1998).

### Cycloheximide‐chase assays

Cells were grown to mid‐log phase in permissive temperature. 100 µg/ml final concentration of cycloheximide was added to the cultures and thermosensitive strains were shifted to non-permissive temperature as indicated. For cells carrying the Nrm1 protein under the *nmt41* promoter, 2 µM of thiamine (final concentration) was also added.

### Preparation of *S. pombe* TCA extracts and immunoblot analysis

To analyze protein levels, trichloroacetic acid (TCA) extracts were prepared as previously described (Sanso et al, 2008). Immunoblot was performed after resolving the protein extracts on standard 8% PAGE, using monoclonal antibodies anti-HA (12CA5), polyclonal anti-Yox1 (Gómez-Escoda et al, 2011), monoclonal GFP JL-8 (Takara, 632381), anti-Myc (9E10) and anti-Cdc10 (Ivanova et al, 2013). For detection of Rep2-TAP Peroxidase Anti-Peroxidase Soluble Complex antibody (Sigma) was used. Anti-Sty1 (Jara et al, 2007) or anti-tubulin (Sigma, T5168) were used as loading control.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) experiments were performed essentially as described previously (Moldon et al, 2008).

### RNA isolation and analysis by quantitative PCR

Cells were grown until mid-log phase and harvested by centrifugation at 2095 rcf for 3 min, washed with H_2_O and immediately frozen in ice. Each sample was then resuspended in 0.4 ml of AE buffer (50 mM sodium acetate, pH 5.3, 10 mM EDTA, pH 8.0). Sodium dodecyl sulfate was then added to a final concentration of 1%, and proteins and DNA were extracted by adding 0.4 ml of phenol-chloroform and incubated at 65 °C for 60 min vortexing every 15 min. The aqueous phase was separated by centrifugation at 10 000 × *g* for 5 min at 4 °C, extracted again in 0.4 ml of phenol-chloroform and before the final chloroform extraction. After chloroform extraction, RNA was precipitated with ethanol. 10 µg of purified RNA was treated with DNase I and reverse-transcribed to cDNA using Reverse Transcription System of Applied Biosystems (Thermo Fisher Scientific), following the manufacturer’s instructions. cDNA was quantified by real-time quantitative PCR on Light Cycler II using Light Cycler 480 SYBR Green I Master (Roche). The error bars (standard deviation, SD) were calculated from at least three biological replicates, as indicated, and *tfb2* gene was used as a control for normalization. Fold induction was calculated comparing the value of each strain and condition to that of the asynchronous (AS) wild-type strain. Primers used are listed in Table EV3.

### RNAseq and analysis

Total RNA from JA3500, JA2176 and JA2179 strains was obtained as described above. 

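Across the features with a mean normalized count of at least 10, Pearson's r between replicates was above 0.98 in 38 of the 39 pairs on log2(normalized count + 1), with a median of 0.992. The lowest pair was Nrm1-SD at 220 min, with r = 0.969, and the next lowest was asynchronous Nrm1, with 0.985. On untransformed normalized counts, which the most abundant genes dominate, r was above 0.98 in 39 pairs and at least 0.989. With all features of the table on the log2 scale it was above 0.98 in 37 pairs. These are correlations across genes, which are not independent replicates.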

Following ENCODE guidelines, two biological replicates were analyzed (RNA-seq couples have a Pearson correlation coefficient higher than 0.98). Libraries were prepared with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs), with the polyA mRNA Magnetic Isolation Module, from total RNA. Libraries were then validated with the TapeStation (Agilent) and an equimolar pool was prepared and quantified by qPCR. The final pool was sequenced in a paired end run of 2 × 75 cycles High Output in a NextSeq500 (Illumina) instrument. For the RNAseq analysis, raw FASTQ files were first evaluated using quality control checks from FastQC 0.11.9. Alignment against the ‘*Schizosaccharomyces pombe* all chromosomes 20230315’ reference genome using STAR 2.7.9a. HTSeq was used for transcript quantification. Quantification results were then imported to DESeq2 1.36.0 for differential expression analysis. The threshold adjusted p-value used to identify differentially expressed genes was 0.1. Cluster analysis for differentially expressed genes was performed using DEGreport.

### Competition assays

Equal number of cells harboring mCherry/mRFP or sfGFP/eYFP was co-cultured in Minimal Medium, and diluted every 12 h to keep cultures in continuous exponential growth phase. Cells were kept at 4 °C in 50 mM NaCitrate pH 7.0. Cells were quantified using the LSRFortessa (BD Biosciences) cell analyzer. Data was analyzed with the FACSDIVA software (BD Biosciences).

### Pull-down of His_6_-ubiquitin conjugates

To purify Nrm1-HA-His_6_-ubiquitin conjugates, we made alkaline denaturing extracts of 3 × 10^8^ cells. Briefly, cells were lysed in 8 M urea, 100 mM Tris-acetate pH 9.0, 100 mM Potassium acetate and 10 mM Magnesium acetate. Cells extracted were centrifuged at 4 °C in a microfuge for 5 min and the protein concentration was determined by Protein Assay Dye Reagent Concentrate (Bio-Rad). Four mg of extracted were mixed with Ni^2+^-NTA agarose (Qiagen 1018244) and incubated overnight at 4 °C in a roller. The Ni^2+^-NTA resin was washed three times in lysis buffer and resuspended in 1× Laemmli buffer. Samples were boiled for 5 min at 100 °C and analyzed by western blot with anti-HA antibodies.

### Immunoprecipitation of phosphorylated-Nrm1

To immunoprecipitate phosphorylated Nrm1, *nda3-KM311* cells were grown in YE5S at 30 °C until mid-log phase and then shifted to 18 °C during 5 h. Cells were lysed in NET-N (20 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5% NP-40) supplemented with protease inhibitors [0.5 mM PMSF, 1 mM DTT and Protease inhibitor cocktail (Sigma, P8215)] and Phosphatase inhibitor cocktail tablets PhosStop (Roche, 4906845001). Two mg of total extracts were immunoprecipitated with protein G crosslinked with anti-HA by incubation for 2 h at 4 °C in a roller. Immunoprecipitates were washed 3 times with 1 ml NET-N supplemented with protease and phosphatase inhibitors followed by 2 washes with 1X PBS. Beads were resuspended in PBS and treated with Lambda Protein Phosphatase (New England Biolabs, P0753S) in the presence and absence of PhosStop.

### Protein modelling with AlphaFold

Structures of Nrm1 A and Nrm1 C truncations interacting with Srw1 were predicted using Alphafold Server (Abramson et al, 2024). All 5 generated structures were energy optimized using Rosetta relaxation protocol to minimize energy states (Conway et al, 2014). Models that retained favorable energetic and interaction profiles post-relaxation were selected for additional rounds of analysis and comparison with the original predicted models. Predicted models were further analyzed using Chimera X 1.9. The most significant side side-chain interactions were highlighted, specifically focusing on the contact regions of interest (KEN, DBox, CBox).

To model Nrm1 interaction with Cdc10, the whole MBF complex (2xCdc10, Res1, Res2, Rep2, 2xNrm1, 2xYox1) was introduced in the Alphafold Server. All 5 models generated were manually analyzed using Chimera X 1.9 in the search for contacts between Nrm1 and Cdc10 where a phosphorylatable Nrm1 residue faced a nearby negatively charged residue from Cdc10.

### Life-cell airyscan time-lapse experiments for cell cycle quantification

Precise cell cycle quantification for Nrm1, Nrm1-SA and Nrm1-SD was performed using the FLCCR strain as previously described (Murciano-Julia et al, 2025). Image acquisition was performed with a spectral confocal microscope Zeiss-LSM-982 with Airyscan 2 using a ×63 Plan-APO 1.46 NA objective. Image acquisition software used was ZEN 3.6.

Image analysis was performed using the TrackMate plugin (Tinevez et al, 2017) from Image J (Schindelin et al, 2012) as preciously described.

### His-tag protein purification from *E. coli*

BL21(DE3) *E. coli* cells containing the plasmid to express His-Nrm1 (pAY610) or His-Nrm1-SA (pAY1411) were grown in 200 ml of LB + 0.1 mg/ml ampicillin until OD_600_ = 0.7. Protein was induced o/n at 16 °C with 0.2 mM IPTG. Cells were harvested by centrifugation at 3800 rcf at 4 °C for 5 min. Pellet was resuspended in 5 ml of urea 8 M, 100 mM NaH_2_PO_4_ and 10 mM Tris-HCl at pH8. Cell lysis was performed by 5 pulses of 0.5 s of sonication at 40% amplitude. Soluble fraction was obtained by centrifugation at 12100 rcf at room temperature for 30 min. Then, 120 µl of Ni^2+^-NTA agarose (Qiagen, 30210) was added to the soluble fraction and let rotate for 1 h at room temperature. The mix was loaded into an empty column (BioRad). The first flow-through was loaded once to ensure that the maximum amount of protein was bound to the beads. Beads were washed twice with 5 ml of urea 8 M, 100 mM NaH_2_PO_4_, 10 mM Tris-HCl at pH = 6.3. Protein was eluted from the beads with 250 µl of urea 8 M, 100 mM NaH_2_PO_4_, 10 mM Tris-HCl at pH = 3. Recombinant proteins were analyzed in a polyacrylamide gel and stained with Coomassie Brilliant Blue (Amresco, 0472). Purified proteins were stored at −80 °C after urea removal by dialysis against PBS.

### Non-radioactive in vitro kinase assay

Fifty ml of cells at OD_600_ = 0.5 were harvested by centrifugation at 2095 rcf for 3 min at 4 °C, transferred to screw cap tubes with 1 ml of cold PBS and pelleted at 16,100 rcf for 1 min at 4 °C. Pellet was then resuspended in NET-N buffer (20 mM Tris-HCl pH8, 100 mM NaCl, 1 mM EDTA, 0.5% NP-40) supplemented with protease inhibitors (PIC, Sigma-Aldrich P8215) and phosphatase inhibitors (PhosStop, Roche 4906845001) and cells were broken using a bead beater 3 cycles of 45 s. Debris was pelleted by centrifugation at 16100 rcf for 10 min and supernatant was recollected into a new tube. Protein concentration was quantified by Protein Assay Dye Reagent Concentrate (BioRad, 5000006). To immunoprecipitate Cdc2, 250 µg of protein extract were mixed with 20 µl of anti-HA beads and incubated at 4 °C for 2 h. Beads were washed by centrifugation at 4 rcf at 4 °C for 1 min twice with 500 µl in the breaking buffer (NET-N with protease and phosphatase inhibitors) and twice with 300 µl of kinase buffer 2X (100 mM HEPES pH7.5, 20 mM MgCl_2_, 4 mM EGTA, 2 mM DTT). Each kinase reaction was done on the beads in a finale volume of 35 µl: 17.5 µl Kinase Buffer 2X, 0.7 µl ATP 1 mM (Promega E6011), 3.5 µl ATPγS (Abcam; ab138911) 10 mM and 3 µg of substrate. Kinase reaction was incubated at 30 °C for 20 min and stopped by adding 1.4 µl EDTA 0.5 M pH8. Then, 2 µl of 50 mM P-Nitrobenzyl mesylate (PNBM) (Abcam; ab138910) was added and incubated at 24 °C for 30 min. Esterification reaction was stopped by adding 5 µl SDS-PAGE sample buffer 5X and boiled for 5 min. Reactions were analyzed in two 10% SDS-PAGE. One gel for western blot detection using Rabbit anti-thiophosphate ester antibody (Abcam; ab92570) and anti-HA to detect the Cdc2 immunoprecipitated. The other gel was stained with Coomassie Brilliant Blue (Amresco, 0472) to check substrate loading.

### Growth curves

Growth curves were performed as previously described (Calvo et al, 2009). Briefly, exponentially growing cultures were diluted to an initial OD_600_ = 0.1 with the indicated treatments and were inoculated per duplicate in a 96-well non-coated polystyrene microplates with an adhesive seal. Plates were incubated in a Power Wave microplate scanning spectrophotometer (Bio-Tek) at 30 °C with continuous shaking. OD600 was automatically recorded every 10 min for 48 h using Gen5 software. Graphs were made using Pandas, Pyplot, and Seaborn packages from Python.

## Supplementary information

Table EV1

Table EV2

Table EV3

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The data generated in the RNA-seq is available in GEO (GSE287772). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00566-7.

# Supplementary material for: Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control
**Source:** EMBO Rep. 2025 Aug 29;26(20):5048–69. doi: 10.1038/s44319-025-00566-7
**Supplement:** Supplementary file 2 — Table EV2

| **Table EV2. Plasmids used in this work** | |
| --- | --- |
| **Number** | **Description** |
| pAY584 | pREP3x-srw1 |
| pAY610 | pRSET-A-Nrm1 |
| pAY832 | pREP3x-slp1 |
| pAY833 | pREP3x-skp1 |
| pAY984 | nmt41x-Nrm1-A2-NLS-GFP episomal |
| pAY986 | nmt41x-Nrm1-C2-NLS-GFP episomal |
| pAY1092 | nmt41x-Nrm1-A2 (KEN A)-NLS-GFP (episomal) |
| pAY1100 | nmt41x-Nrm1 FL-NLS-GFP episomal |
| pAY1101 | nmt41x-Nrm1-FL (KEN A)-NLS-GFP episomal |
| pAY1114 | pREP4 - 6His-Ubi |
| pAY1149 | nmt41x-Nrm1-FL-SA-NLS-GFP episomal |
| pAY1150 | nmt41x-Nrm1-FL-SD-NLS-GFP episomal |
| pAY1198 | nmt41x-Nrm1-FL (DBox A)-NLS-GFP episomal |
| pAY1274 | pHis5StuI act1p-Nrm1-A2-NLS-sfGFP-nmt1ter-NatMX6 |
| pAY1276 | pHis5StuI act1p-Nrm1-C2-NLS-sfGFP-nmt1ter-NatMX6 |
| pAY1290 | nmt41x-Nrm1-C2 (251-255 + 266-270 A)-NLS-GFP episomal |
| pAY1294 | pLSB-Kan ubc4.P61S sgRNA |
| pAY1295 | pLSB-Hph ubc11.P93L sgRNA |
| pAY1361 | pHis5StuI act1p-Nrm1-FL2-NLS-sfGFP-nmt1ter-NatMX6 |
| pAY1362 | nmt41x-Nrm1-C2 (H252A W255A R263A V265A L267A mut)-NLS-GFP episoma |
| pAY1363 | nmt41x-Nrm1-A2 (DBox A)-NLS-GFP episomal |
| pAY1364 | nmt41x-Nrm1-A2 (KEN DBox A)-NLS-GFP episomal |
| pAY1365 | nmt41x-Nrm1-FL (KEN DBox A)-NLS-GFP episomal |
| pAY1366 | nmt41x-Nrm1-FL (KEN DBox 251-255 + 266-270 A)-NLS-GFP episomal |
| pAY1367 | nmt41x-Nrm1-FL (KEN DBox H252A W255A R263A V265A L267A A)-NLS-GFP episomal |
| pAY1410 | pAde6NotI-pCMV-tetR-PenotetSW2-Nrm1-3HA-ADH1ter-HphMX |
| pAY1411 | pRSET-A-Nrm1-SA |
| pAY1412 | pAde6NotI-pCMV-tetR-PenotetSW2-Yox1-1xMyc-ADH1ter-HphMX |

# Supplementary material for: Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control
**Source:** EMBO Rep. 2025 Aug 29;26(20):5048–69. doi: 10.1038/s44319-025-00566-7
**Supplement:** Supplementary file 3 — Table EV3

| **Table EV3. Primers used in this work** | |  |
| --- | --- | --- |
| **Oligo** | **Sequence** | **Used for** |
| JA488 | TTTGTCAAAAAGTTTTCCCACATAC | Intergenic Region Forward |
| JA489 | GCGGTTTCCCTTTCTAAGAGACT | Intergenic Region Reverse |
| JA643 | TTAATTAGATTTCGCGTTTACGTGT | *cdc18* prom ChIP forward |
| JA644 | ATTAACTTCGTGCTTGGTGTTTAAG | *cdc18* prom ChIP reverse |
| JA647 | CAACATGACTTAAAGTTCGGATGA | *cdc22*prom ChIP forward |
| JA648 | CCGGGAATATTTATAGTAAATGAAAAA | *cdc22* prom ChIP reverse |
| J1984 | AACCGTATGGGAGATTAGTCAAAAG | *cdc22* qPCR forward |
| J1985 | GATCCTTCAAGTGAATGTTCAAACT | *cdc22* qPCR reverse |
| J2010 | GAAACACCTTTTATACATCCTGCTG | *cdc18* qPCR forward |
| J2011 | GCATGCCTACATATGTCTAATGCTT | *cdc18* qPCR reverse |
| J2026 | TGGTAGAGCAAGTCACTGTTAATGA | 5’ ChIP mtDNA (control) |
| J2027 | CGTTATAACCGAGCTAACATCAAAC | 3’ ChIP mtDNA (control) |
| J2146 | ATGCTAGCTGTTGATGAAAGAATG | srw1 ChIP d forward |
| J2147 | TGTTTAGTGACATGTTACCCAGTTG | srw1 ChIPd reverse |
| J2148 | TGATTAACTTATCCAAAAACCAGTCC | srw1 ChIP p forward |
| J2149 | TCGACATAAATGGCTAGTAATTCAAA | srw1 ChIP p reverse |
| J3232 | gactGGTGAAGTAAAAATGATAGT | ubc11 sgRNA, forward |
| J3233 | aaacACTATCATTTTTACTTCACC | ubc11 sgRNA, reverse |
| J3234 | CGACTAACGTAACGAAAATAGTACTATG  AAGGATTGAAATTTAAAATTTCAATGTCA  TTTCCAGCTAATTACCCATATTCCCCTCT  AACTATCATTTTTA | ubc11-P93L CRISPR HR, forward |
| J3235 | GACTGCTGACCATTTATCTTTTAAAATGTC  TAAACATATGTTTCCACTCATATCGACATT  GGGGTGCCACATTGGTGAAGTAAAAATGA  TAGTTAGAGGG | ubc11-P93L CRISPR HR, reverse |
| J3236 | gactCATACCTTTGGTGGCTTGAA | ubc4 sgRNA, forward |
| J3237 | aaacTTCAAGCCACCAAAGGTATG | ubc4 sgRNA, reverse |
| J3238 | GCAGCTAACATGATATATAGGCTGACAGC  CCTTATGCGGGTGGTGTCTTCTTCTTGTCC  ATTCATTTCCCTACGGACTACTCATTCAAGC  CACCAAAGGT | ubc4-P61S CRISPR HR, forward |
| J3239 | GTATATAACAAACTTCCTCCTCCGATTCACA  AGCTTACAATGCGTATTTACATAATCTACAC  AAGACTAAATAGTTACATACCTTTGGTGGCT  TGAATGA | ubc4-P61S CRISPR HR, reverse |
| OLEH842 | CTGTTCAGGTTTTGCACTTTTTATT | *tfb2* qPCR forward |
| OLEH843 | TTCAAGCATGATTTGTTGTGTATCT | *tfb2* qPCR reverse |

# Supplementary material for: Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control
**Source:** EMBO Rep. 2025 Aug 29;26(20):5048–69. doi: 10.1038/s44319-025-00566-7
**Supplement:** Supplementary file 4 — Appendix

# Appendix

## Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control

Guillem Murciano-Julià, Montserrat Vega, Esther Pazo, Àlex Pascual-Serra, Isabel Alves-Rodrigues, Oriol Bagudanch, Roger Anglada, Núria Bonet, Rosa Aligué, Sergio Moreno, Baldo Oliva, Elena Hidalgo and José Ayté

### Table of Content

|                         |   |
|-------------------------|---|
| Appendix Figure S1..... | 2 |
| Appendix Figure S2..... | 3 |
| Appendix Figure S3..... | 4 |
| Appendix Figure S4..... | 5 |
| Appendix Figure S5..... | 6 |

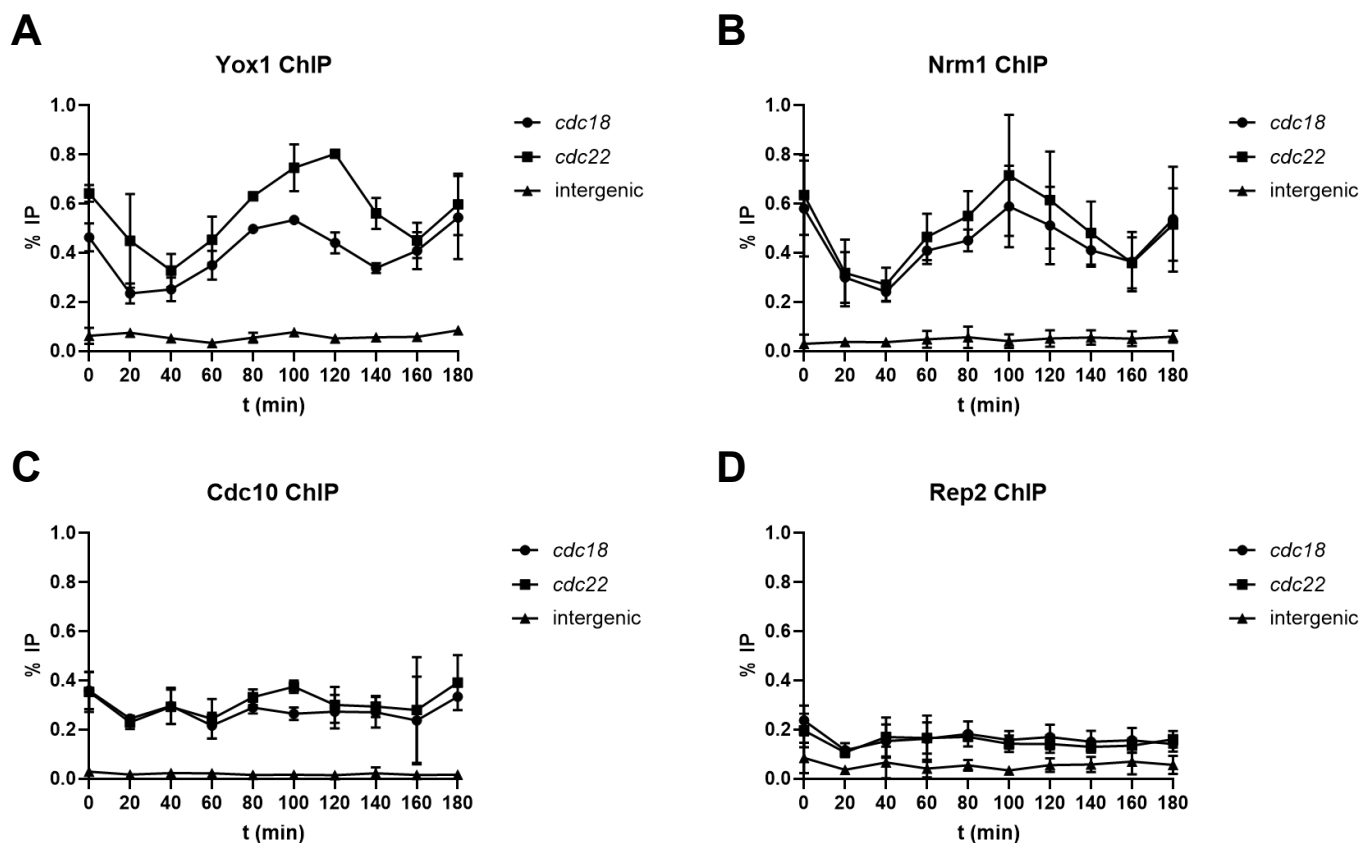

**Appendix Figure S1.**

ChIP experiments from Fig. 2A showing each immunoprecipitated protein in individual graphs, with interaction to *cdc18* and *cdc22* promoters and an intergenic region as control. **(A)** Yox1 ChIP; **(B)** Nrm1-HA ChIP; **(C)** Cdc10 ChIP; **(D)** Rep2-TAP ChIP.

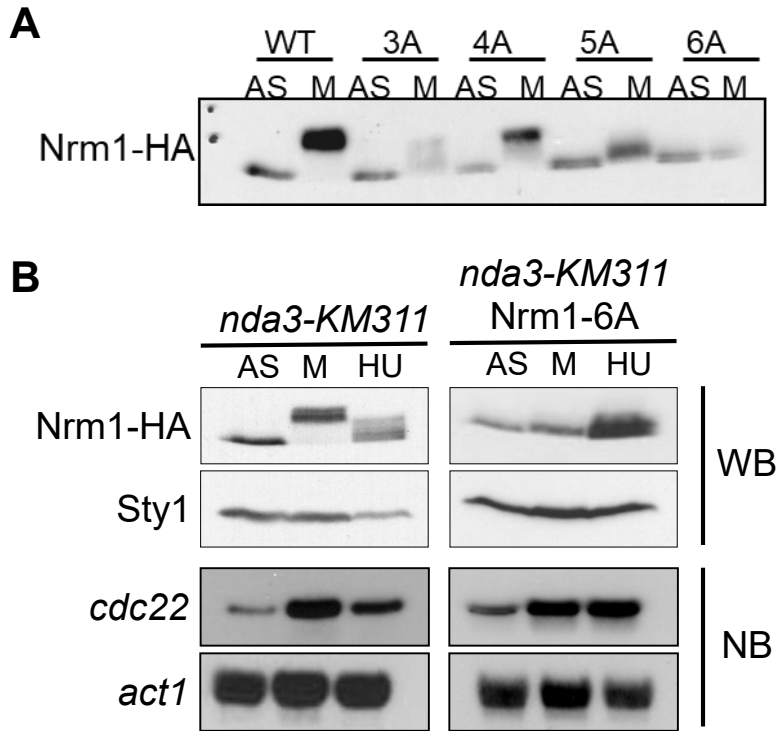

**Appendix Figure S2.**

(A) Western blot analysis of asynchronous (AS) or metaphase arrested (M) *nda3-KM311* cells with wild type Nrm1 (WT) or different phosphorylation mutants: 3A (T9A, S57A, T287A), 4A (T9A, S57A, T116A, T287A); 5A (T9A, S57A, S237A, T241A, T287A); 6A (T9A, S57A, T116A, S237A, T241A, T287A). Cells were grown in YE5S at 30°C and shifted at 18°C for 5h for metaphase arrest prior to TCA sample collection.

(B) Western Blot (WB) and Northern Blot from *nda3-KM311* strain expressing Nrm1-HA (left) or Nrm1-6A-HA (right); asynchronous culture (AS), cells arrested in metaphase for 5 hours at 18°C (M), or cells treated with 10 mM Hydroxyurea (HU) for 3 hours at 30°C. Sty1 is shown as loading control in the Western Blot and *act1* as a control in the Northern blot. Representative experiments of at least three different experiments are shown.

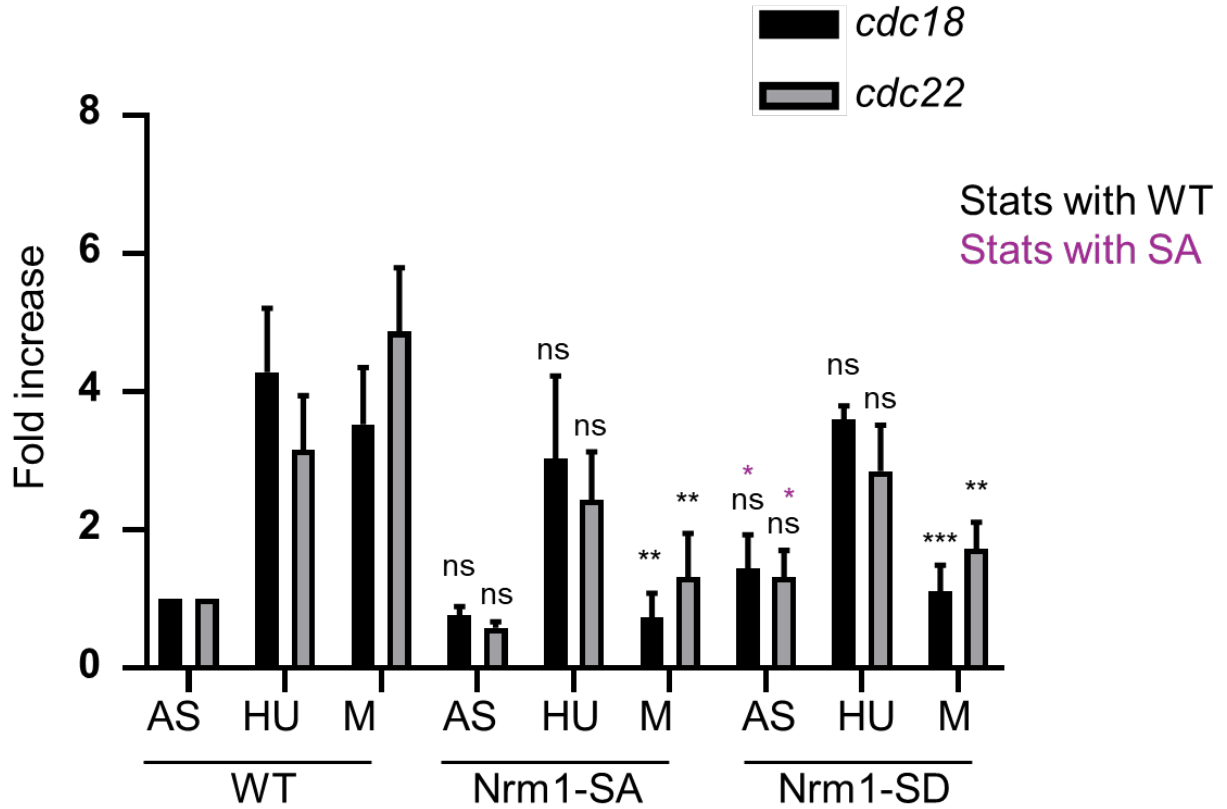

**Appendix Figure S3.**

qPCR transcription analysis of *cdc18* and *cdc22* expression in the Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA in the *nda3-KM311* background. Cells were grown and treated as in Fig. 2B. AS, asynchronous culture; HU, cells treated with 10 mM Hydroxyurea for 3 hours at 30°C; M; cells arrested in metaphase for 5 hours at 18°C. *tfb2* was used as control gene. Plot represents mean  $\pm$  SD of at least n=3 experiments. Statistics show significance from a student's T-test. In black relative to the same treatment with WT and in purple to the same treatment with SA. \*: p<0.05; \*\*: p<0.01; \*\*\*: p<0.001

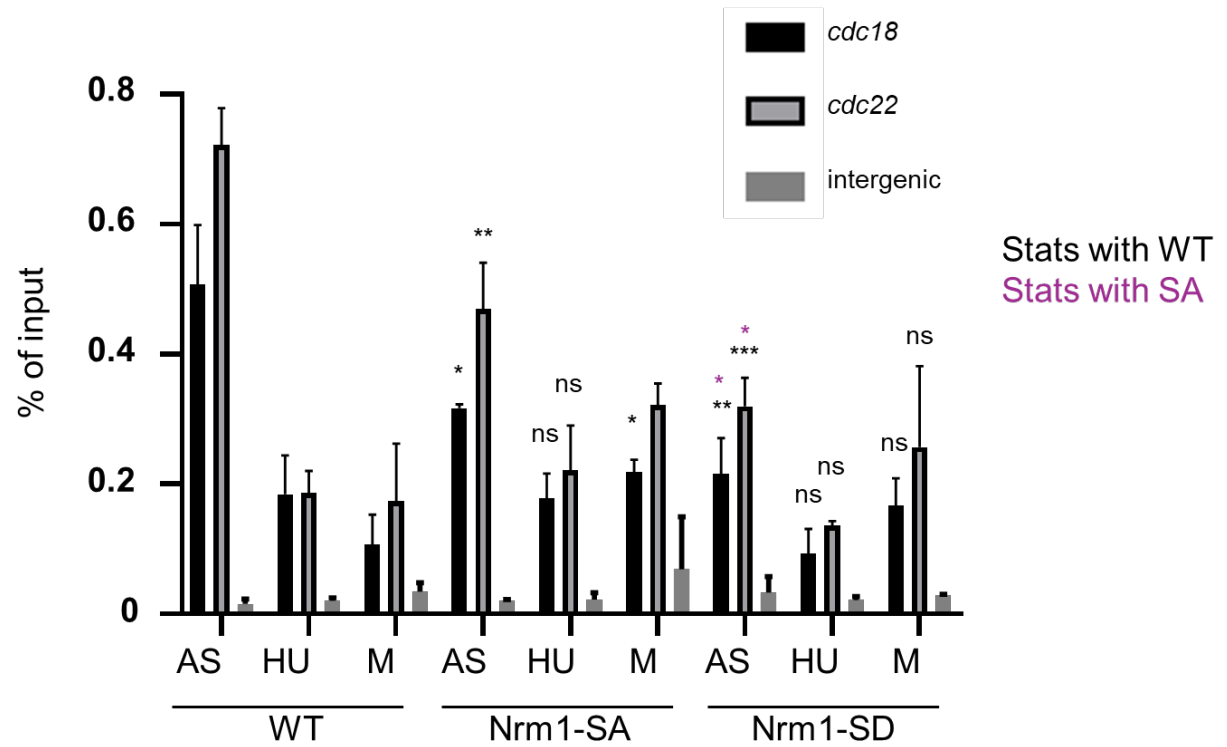

**Appendix Figure S4.**

ChIP analysis of Nrm1-HA, Nrm1-SA-HA and Nrm1-SD-HA in *nda3-KM311* strain. ChIP was done as described with  $\alpha$ -HA antibodies. The isolated DNA was used to amplify the promoter region of *cdc18* or *cdc22*. Cells were grown and treated as in Fig. 2B. AS, asynchronous culture; HU, cells treated with 10 mM Hydroxyurea for 3 hours at 30°C; M, cells arrested in metaphase for 5 hours at 18°C. Plot represents mean  $\pm$  SD of at least n=3 experiments. In black relative to the same treatment with WT and in purple to the same treatment with SA. Statistics show significance from a student's T-test. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$

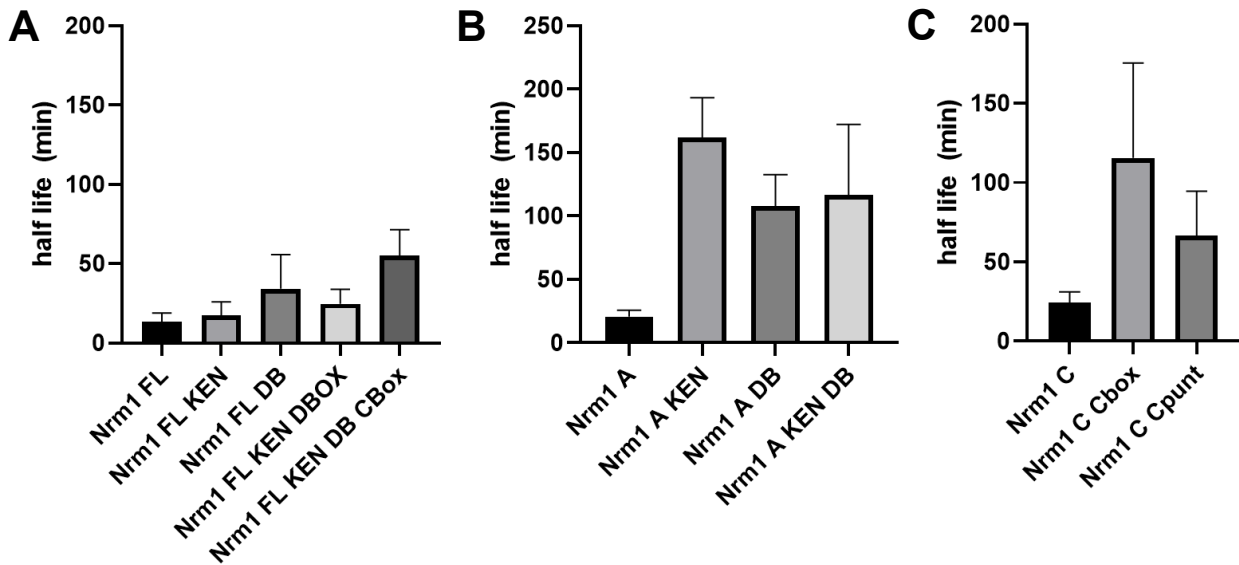

#### Appendix Figure S5.

(A) Half-life in minutes of Nrm1 full length (FL), Nrm1 FL  $\Delta$ KEN, Nrm1 FL  $\Delta$ DB, Nrm1 FL  $\Delta$ KEN  $\Delta$ DB and Nrm1 FL  $\Delta$ KEN  $\Delta$ DB  $\Delta$ CBox after thiamine and cycloheximide (CHX) addition. TCA samples were collected at 0, 10, 30 and 60 minutes after CHX addition and analyzed in Western blots. Sample loading was normalized with  $\alpha$ -Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments.

(B) Half-life in minutes of Nrm1 A, Nrm1 A  $\Delta$ KEN, Nrm1 A  $\Delta$ DB and Nrm1 A  $\Delta$ KEN  $\Delta$ DB after thiamine and cycloheximide (CHX) addition. TCA samples were collected at 0, 10, 30 and 60 minutes after CHX addition and analyzed in Western blots. Sample loading was normalized with  $\alpha$ -Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments.

(C) Half-life in minutes of Nrm1 C, Nrm1 C  $\Delta$ CBox and Nrm1 C  $\Delta$ Cpunt after thiamine and cycloheximide (CHX) addition. TCA samples were collected at 0, 10, 30 and 60 minutes after CHX addition and analyzed in Western blots. Sample loading was normalized with  $\alpha$ -Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments.

# Supplementary material for: Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control
**Source:** EMBO Rep. 2025 Aug 29;26(20):5048–69. doi: 10.1038/s44319-025-00566-7
**Supplement:** Supplementary file 9 — Source data Fig. 4

## Slide 1
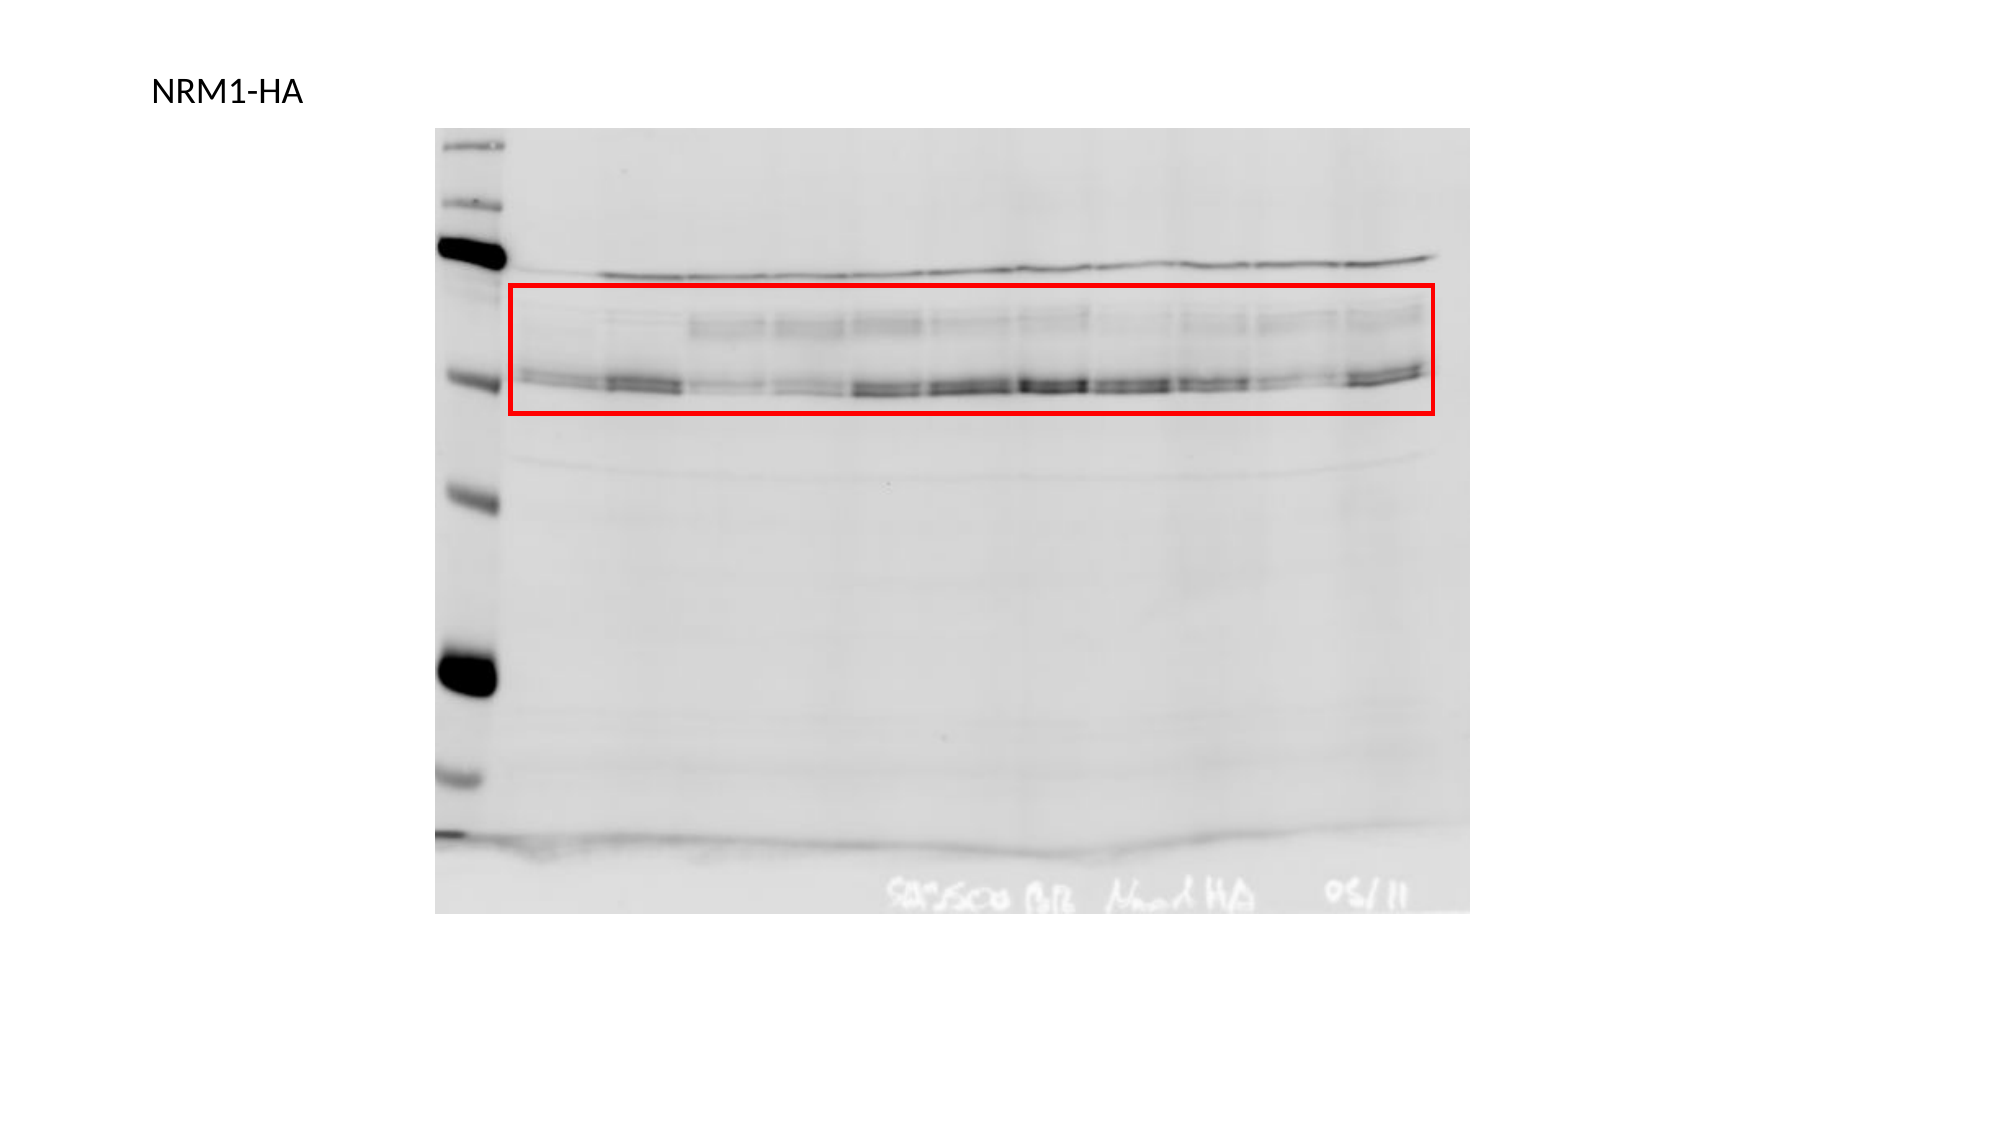

NRM1-HA

## Slide 2
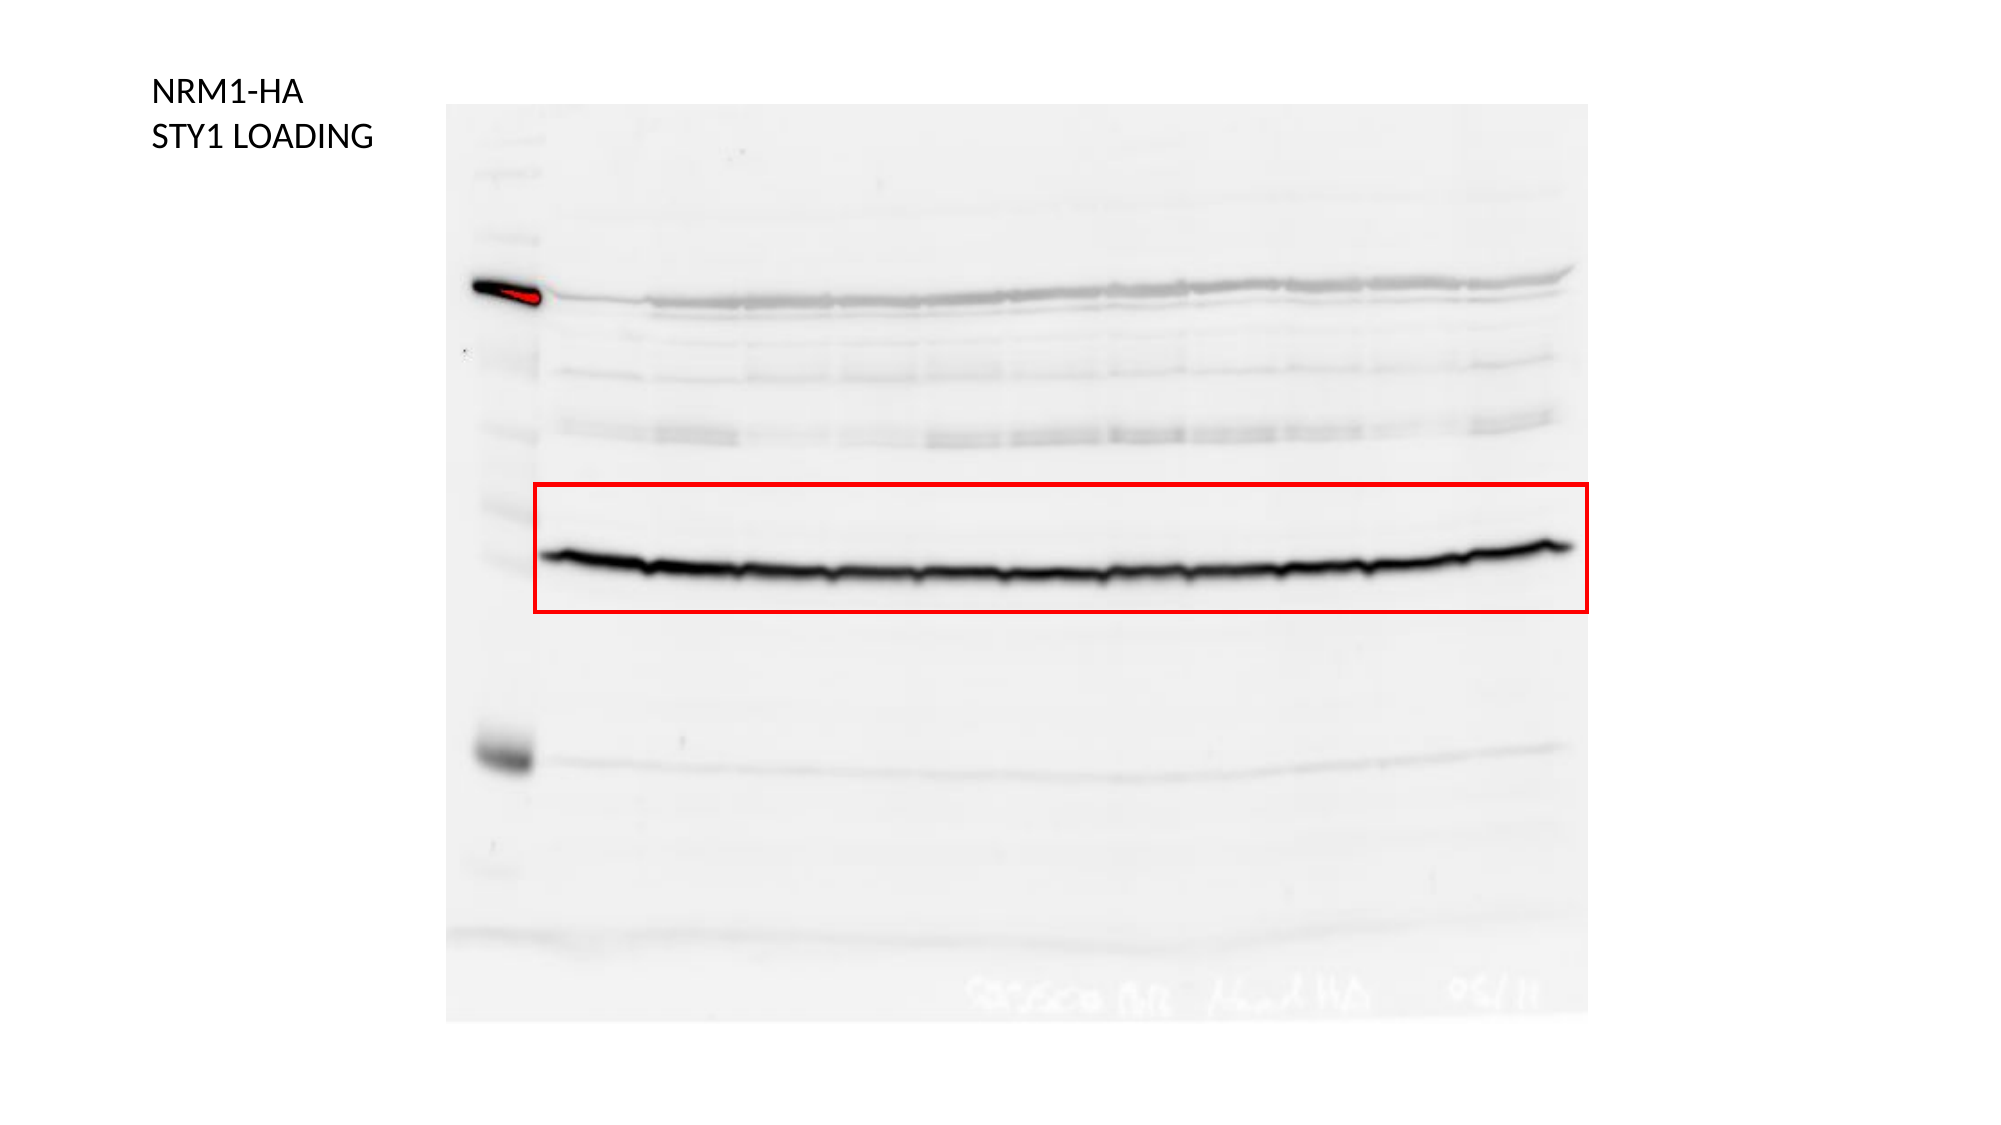

NRM1-HA
STY1 LOADING

## Slide 3
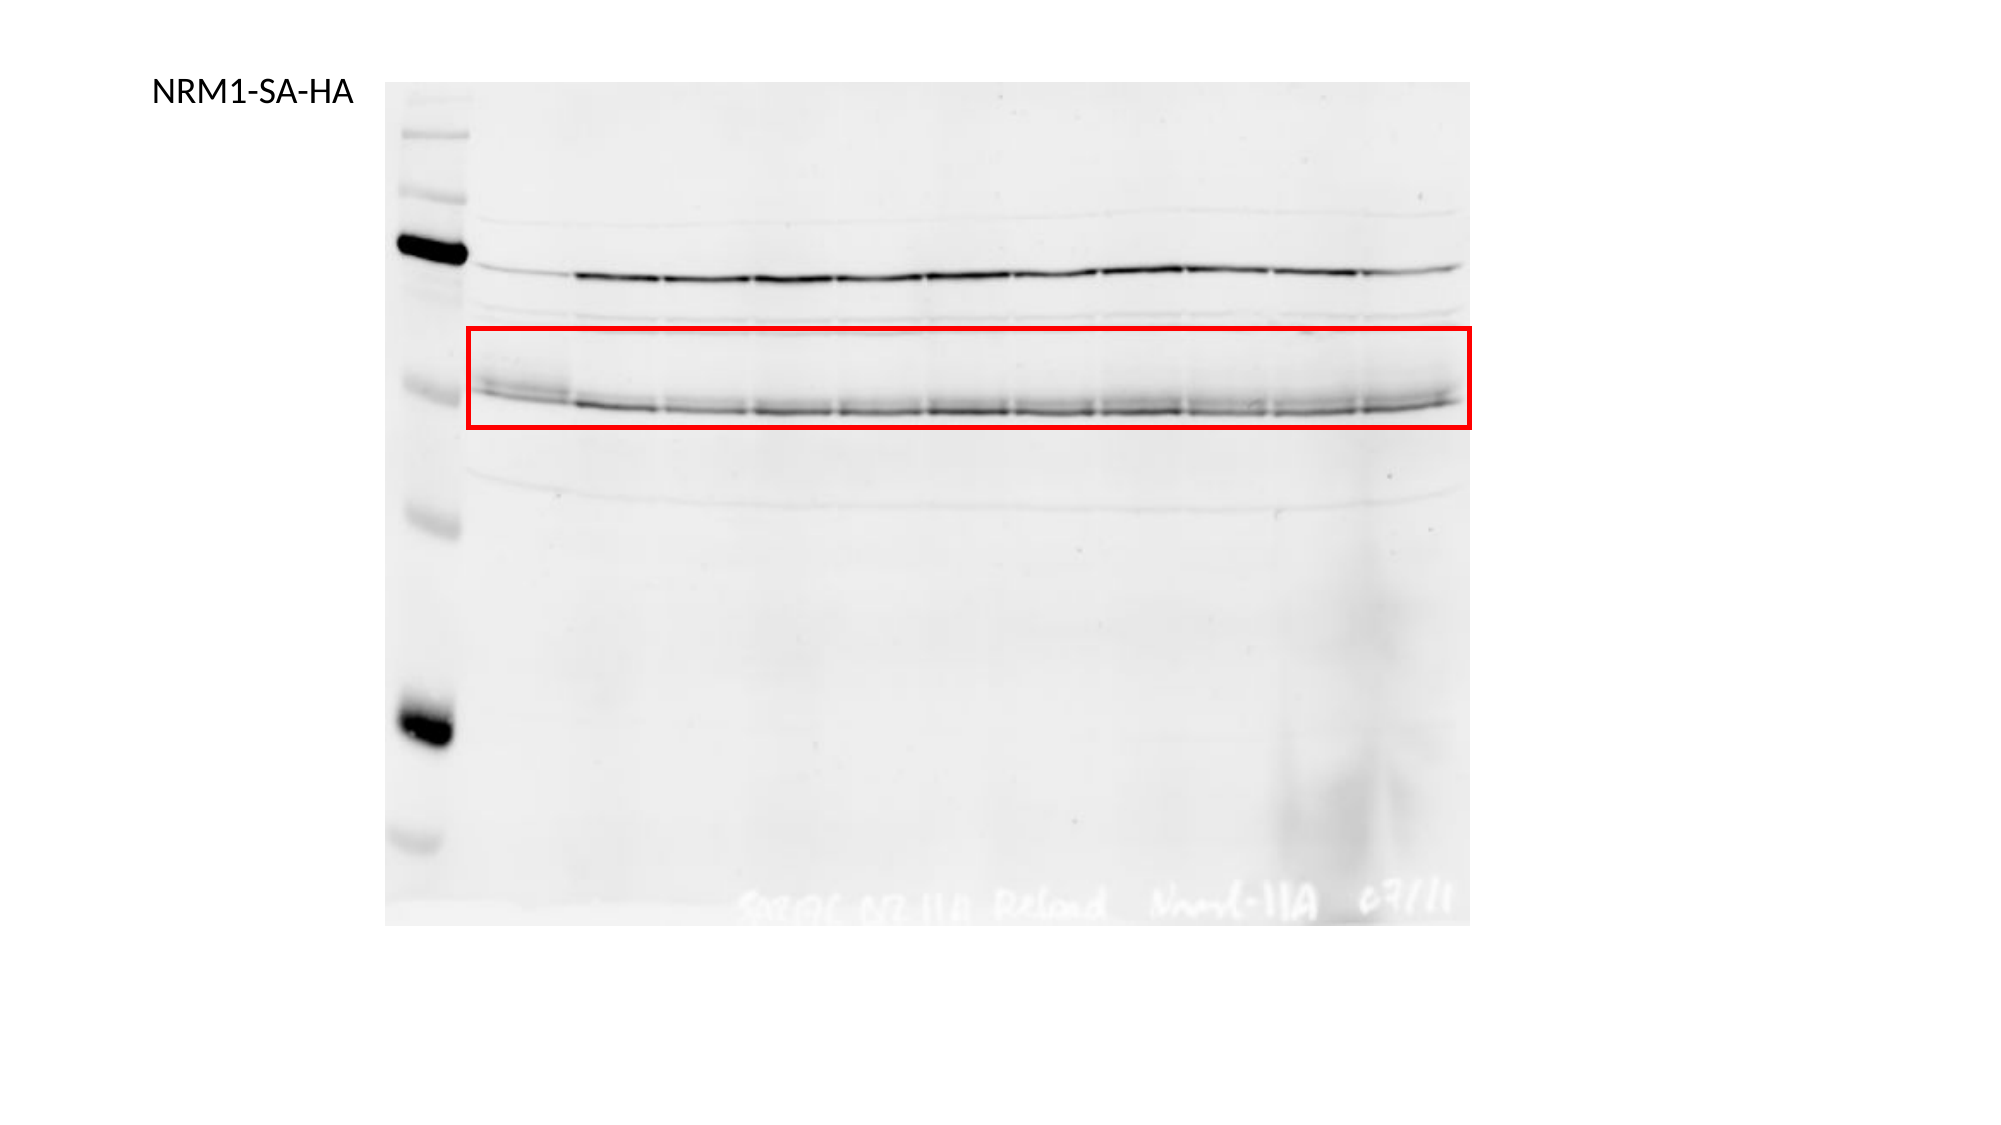

NRM1-SA-HA

## Slide 4
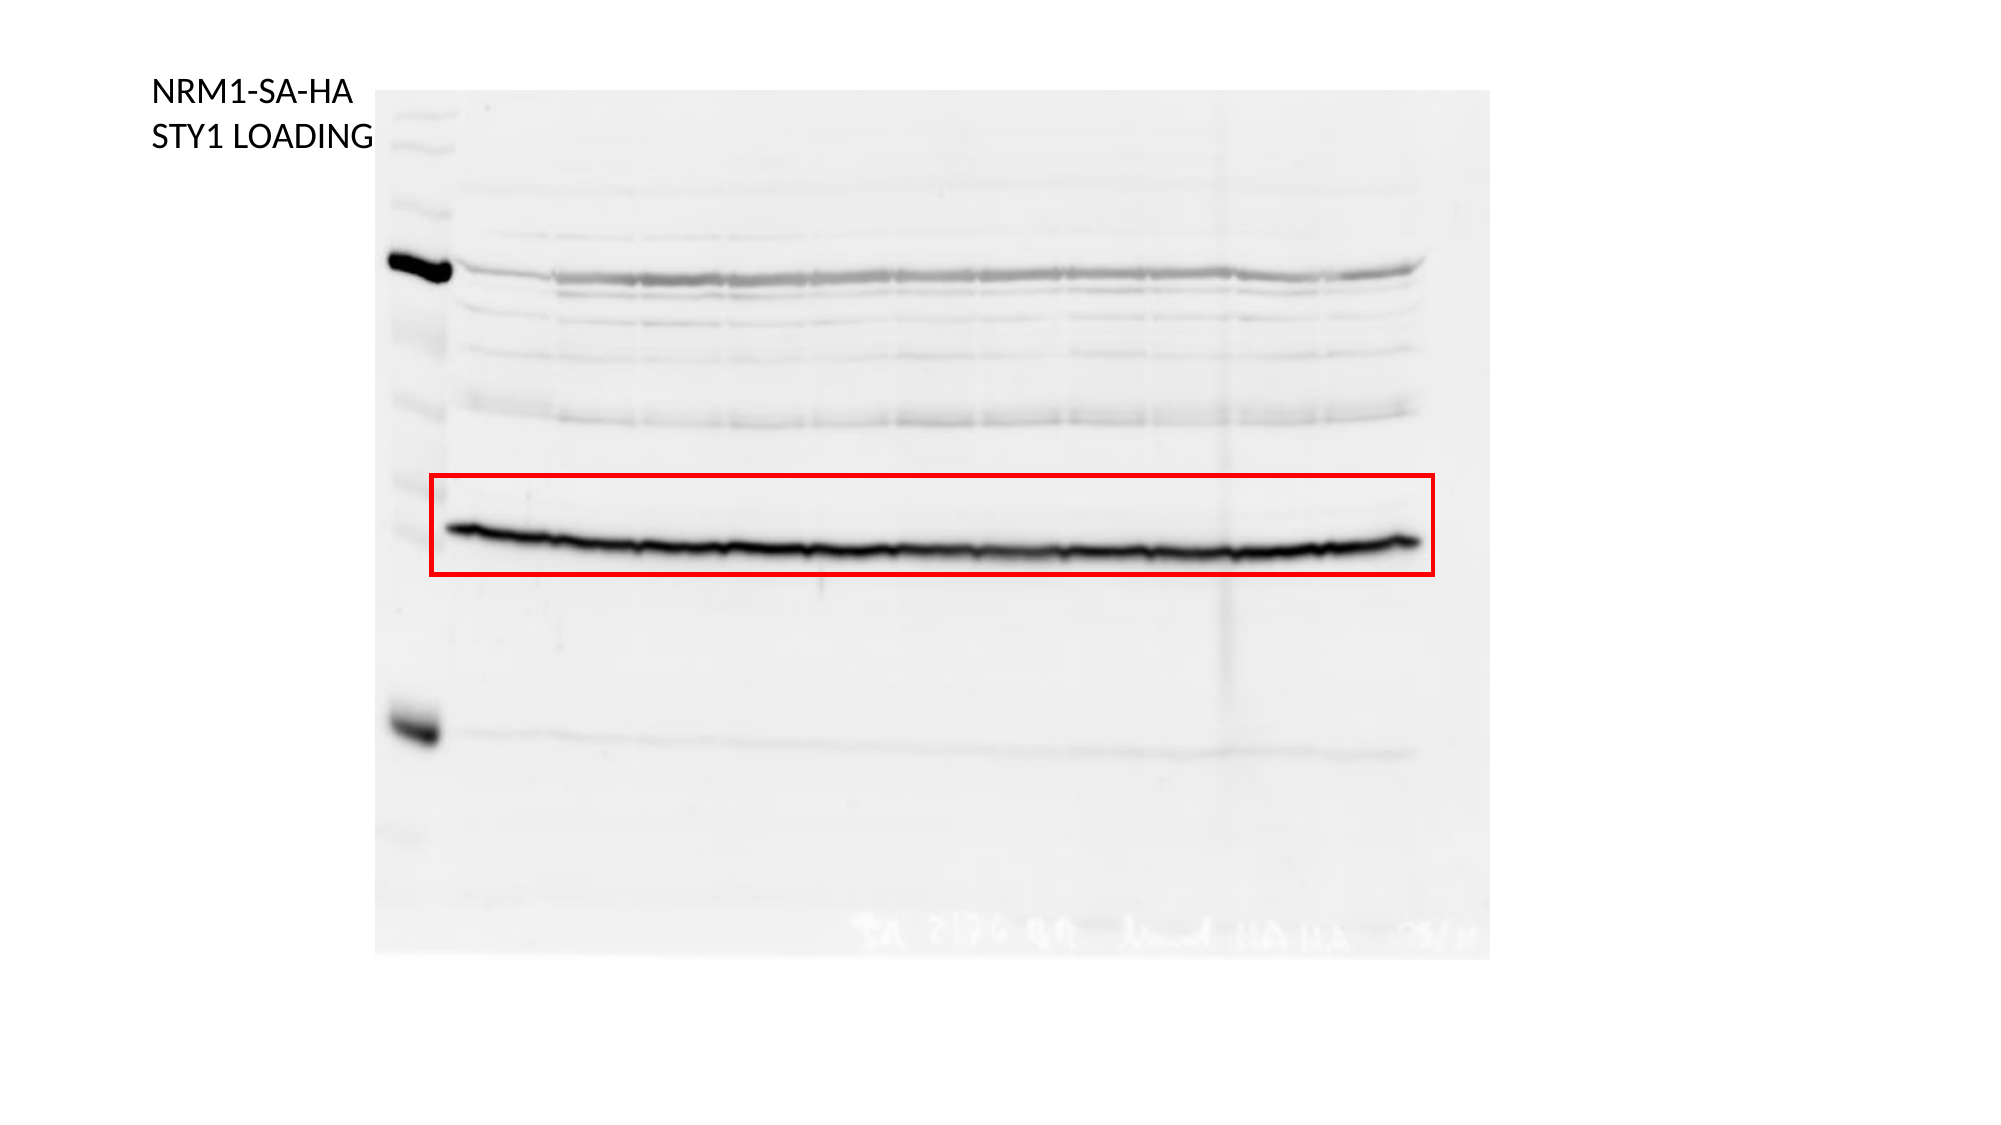

NRM1-SA-HA
STY1 LOADING

## Slide 5
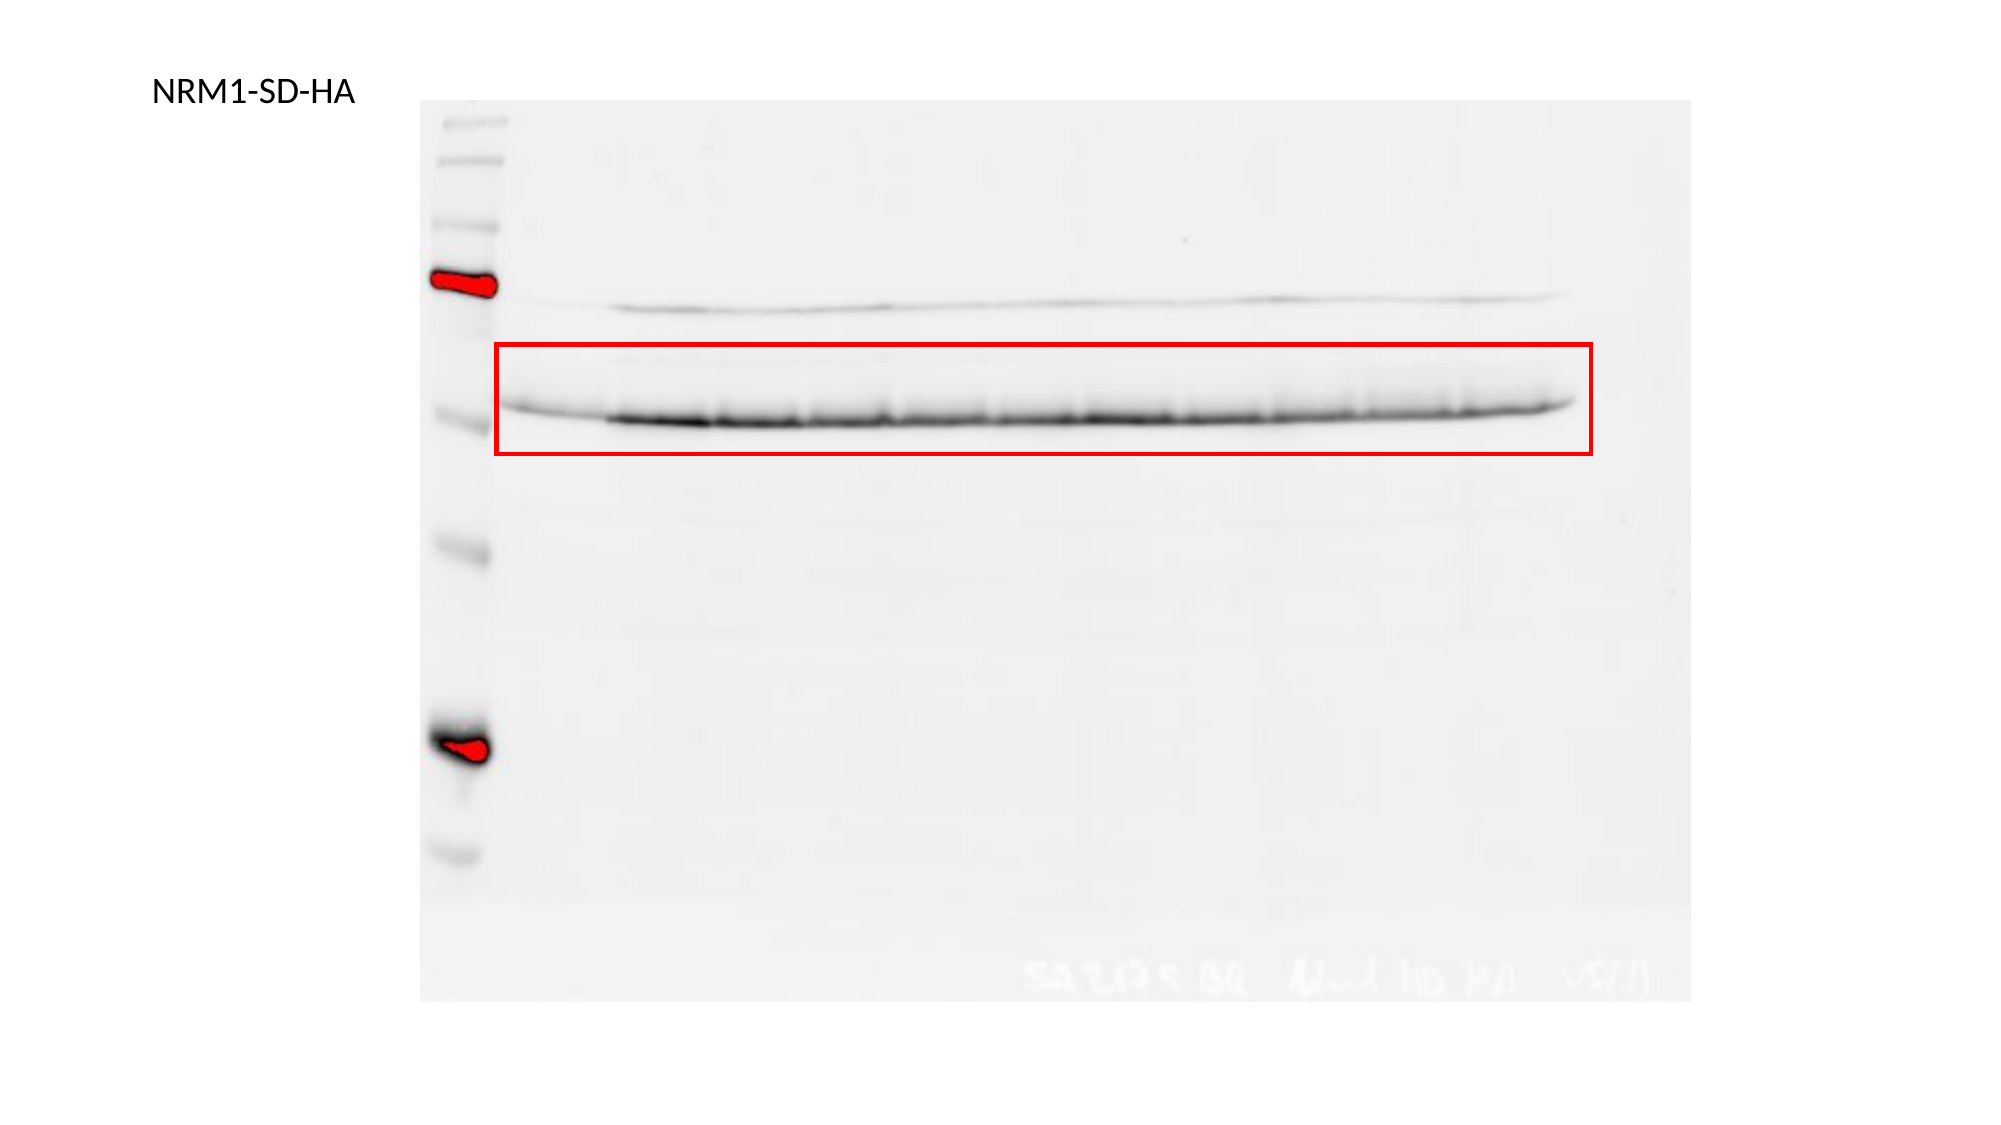

NRM1-SD-HA

## Slide 6
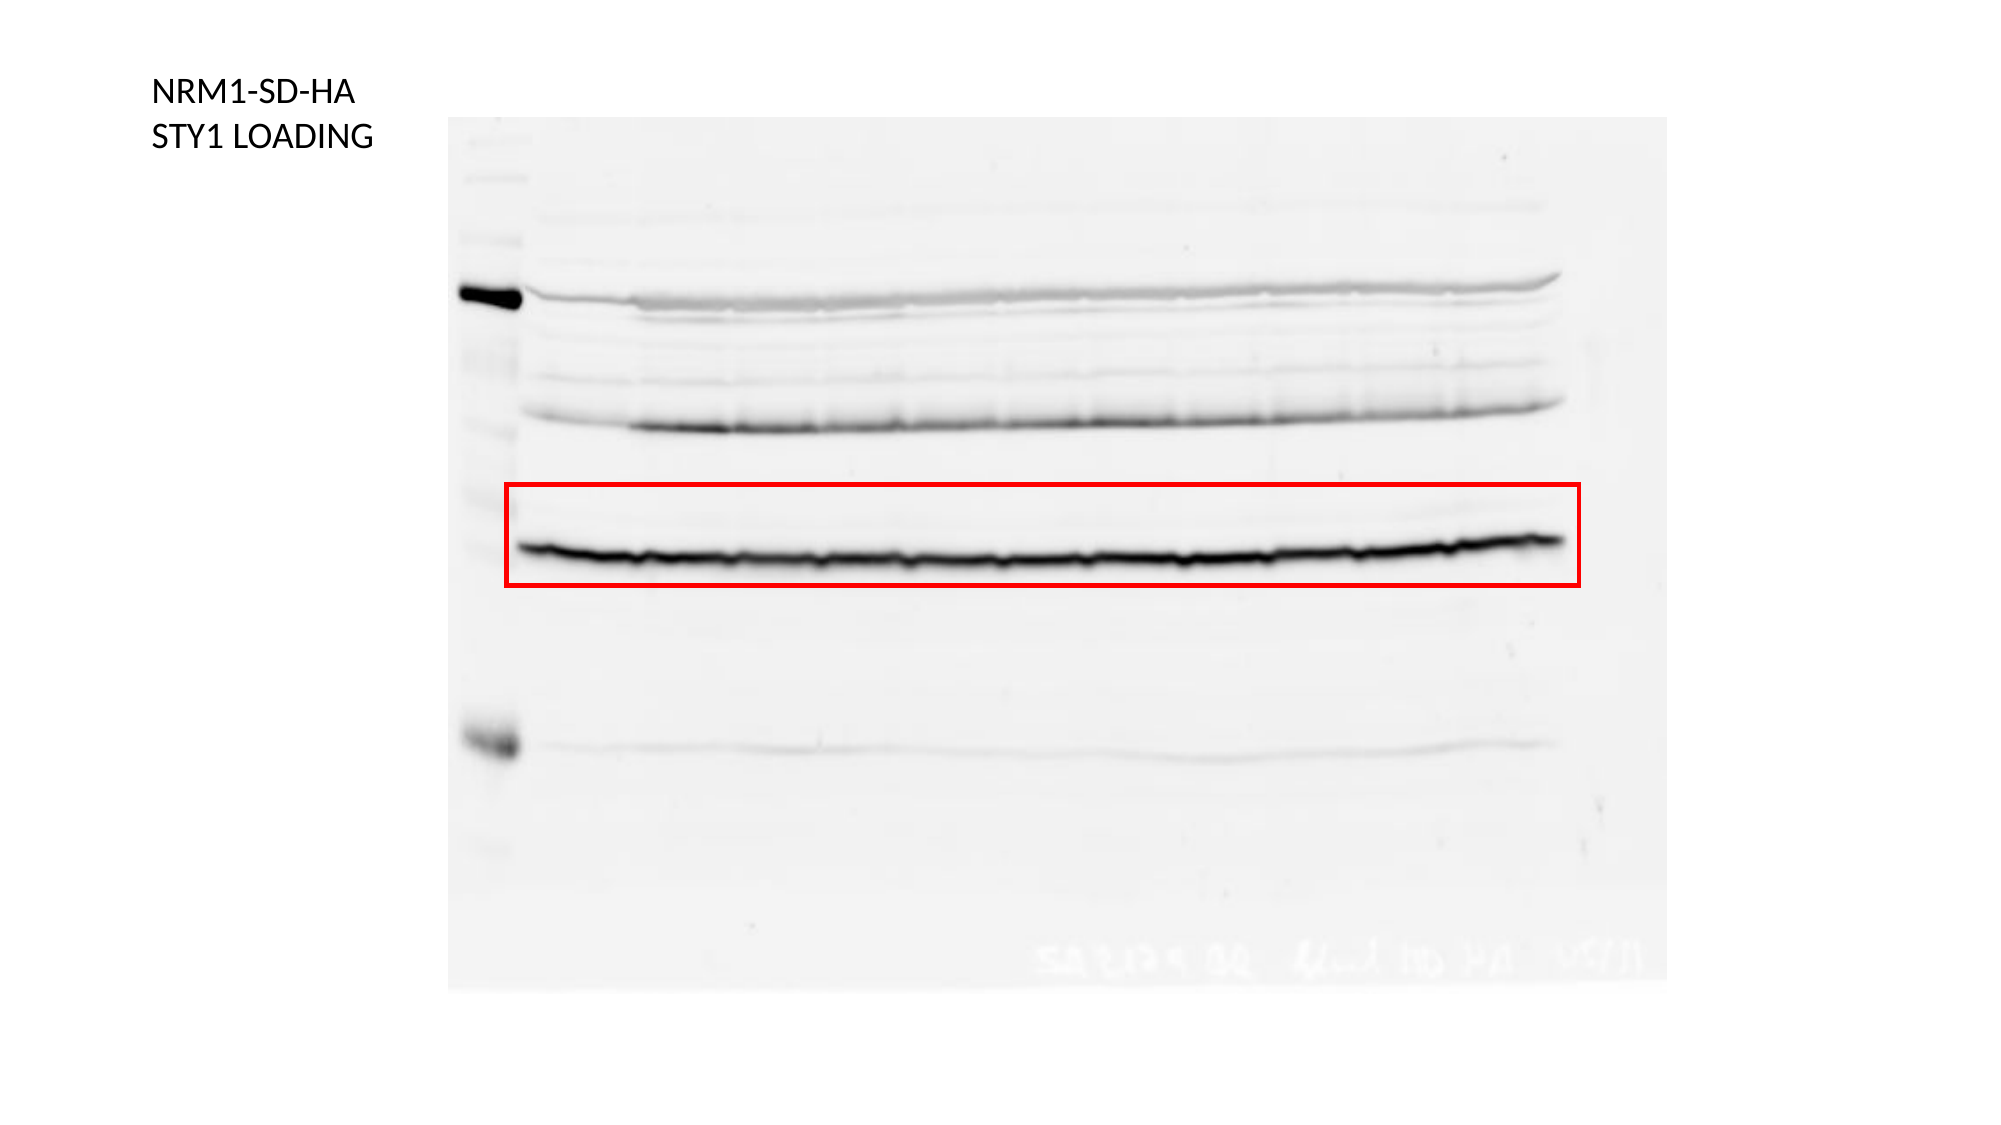

NRM1-SD-HA
STY1 LOADING

# Supplementary material for: Nrm1 is a bistable switch connecting cell cycle progression to transcriptional control
**Source:** EMBO Rep. 2025 Aug 29;26(20):5048–69. doi: 10.1038/s44319-025-00566-7
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

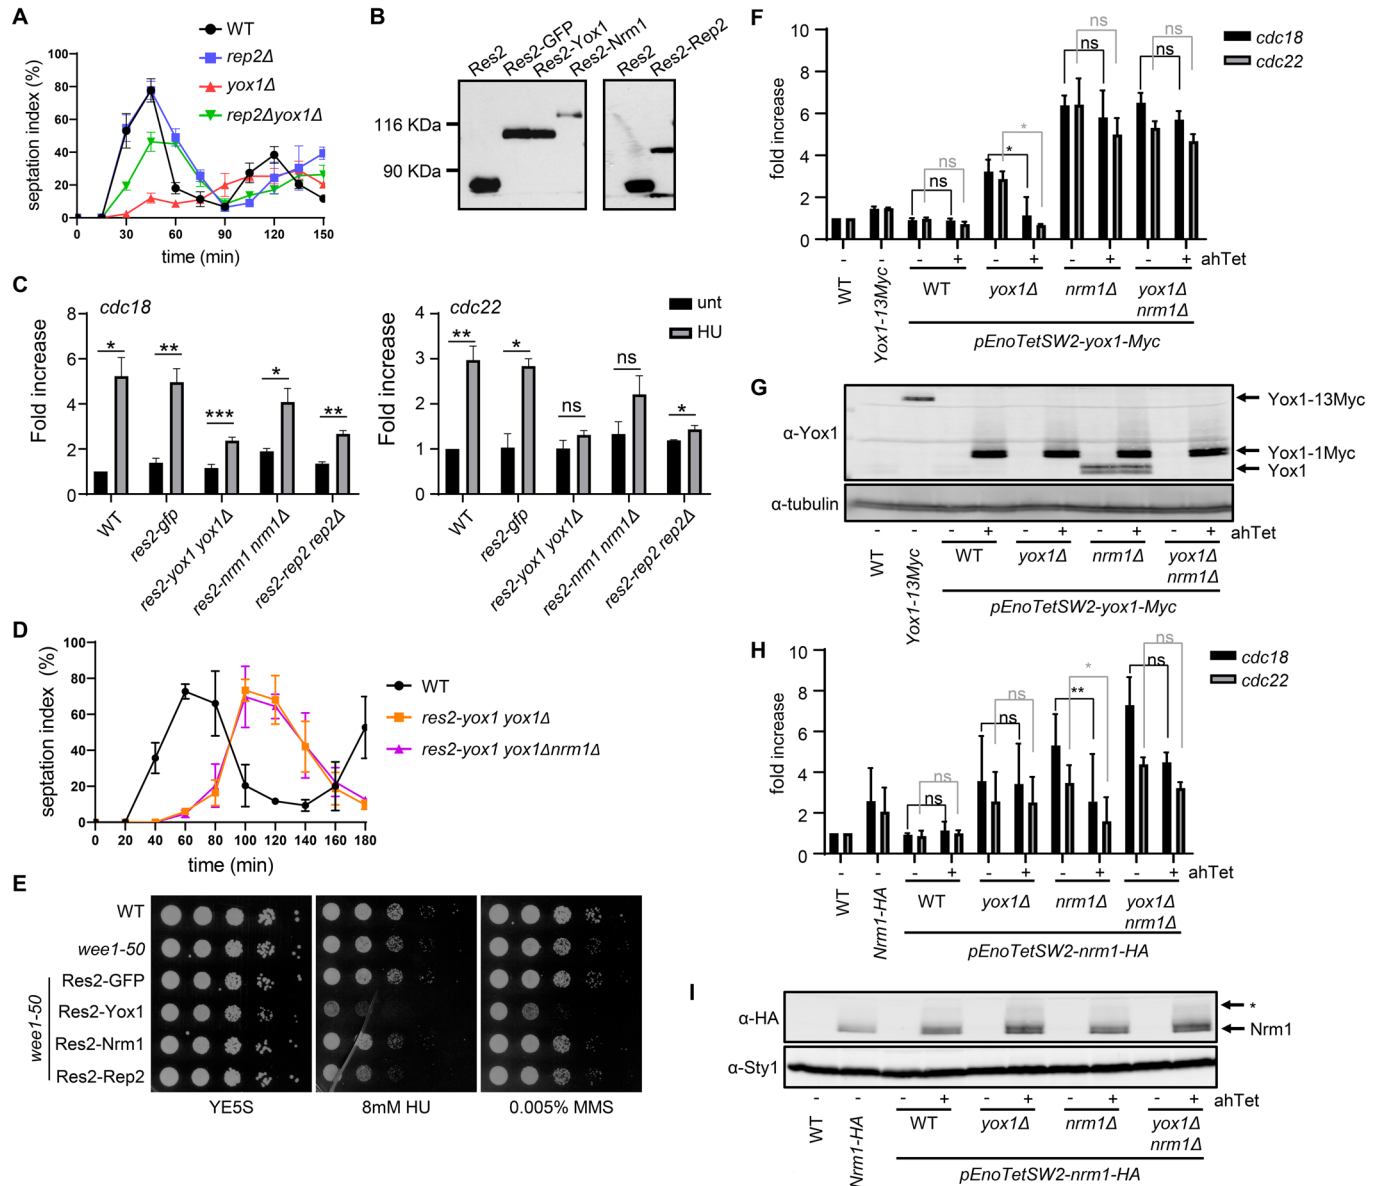**Figure EV1. Related to Fig. 1.**

(A) Septation index of a wild type (WT, black), *rep2Δ* (blue), *yox1Δ* (red) and *rep2Δyox1Δ* (green) in a *cdc2-asM17* block and release shown in Fig. 1B. Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. (B) Western blot analysis of Res2 and Res2 chimeras. TCAs extracts were prepared from mid log cultures and separated in a 6% polyacrylamide gel. Western blot detection was performed with anti-HA antibodies. (C) qPCR of *cdc18* and *cdc22* expression in cultures grown in YE5S untreated (unt) or treated 3 h with 10 mM hydroxyurea (HU) of WT, *res2-gfp*, *res2-yox1 yox1Δ*, *res2-nrm1 nrm1Δ* and *res2-rep2 rep2Δ* cultures. *tfb2* was used as control gene. Expression was then relativized to WT untreated. Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. Statistics show significance from a Student's *T* test. ns:  $p > 0.05$ ; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{cdc18 expression unit vs HU})$ : 0.12325, 0.005623, 8.99E-06, 0.025819, 0.001346, respectively.  $p(\text{cdc22 expression unit vs HU})$ : 0.008012, 0.020167, 0.179964, 0.142022, 0.026791. (D) Septation index of *cdc25-22* block and release experiment shown in Fig. 1D of WT (black), *res2-yox1 yox1Δ* (orange) and *res2-yox1 yox1Δnrm1Δ* (purple). Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. (E) Survival was performed by spotting 10–105 cells of the indicated strains onto YE5S plates in the absence or presence of MMS or HU. Plates were incubated at 30°C for 3–4 days. (F, G) qPCR of *cdc18* and *cdc22* (F) and α-Yox1 western blot (G) of WT, *yox1-13Myc* and WT, *yox1Δ*, *nrm1Δ* and *yox1Δnrm1Δ* strains expressing Yox1-1Myc under the control of a tetracycline (ahTet) inducible promoter *pEnoTetSW2*. *tfb2* was used as control gene in qPCRs and expression was then relativized to WT non-induced sample. Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. Statistics show significance from a Student's *T* test. ns:  $p > 0.05$ ; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{cdc18 expression unit vs ahTet})$ : 0.9174, 0.0139, 0.5449 and 0.1358, respectively.  $p(\text{cdc22 expression unit vs ahTet})$ : 0.0932, 0.0093, 0.03241 and 0.0929, respectively. In (G), it is shown one representative experiment out of three different experiments. α-Yox1 was used to detect endogenous and overexpressed Yox1. Tubulin is shown as a loading control. (H, I) Same experiment as in (F, G), but cells were expressing Nrm1-3HA under the control of a tetracycline (ahTet) inducible promoter *pEnoTetSW2*. In (H), *tfb2* was used as control gene in qPCRs and expression was then relativized to WT non-induced sample. Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. Statistics show significance from a Student's *T* test. ns:  $p > 0.05$ ; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{cdc18 expression unit vs ahTet})$ : 0.5425, 0.9250, 0.0087 and 0.1104, respectively.  $p(\text{cdc22 expression unit vs ahTet})$ : 0.6741, 0.9343, 0.0236 and 0.1170, respectively. In (I), one representative experiment is shown out of three different. α-HA was used to detect Nrm1-3HA expression. Sty1 is shown as a loading control.

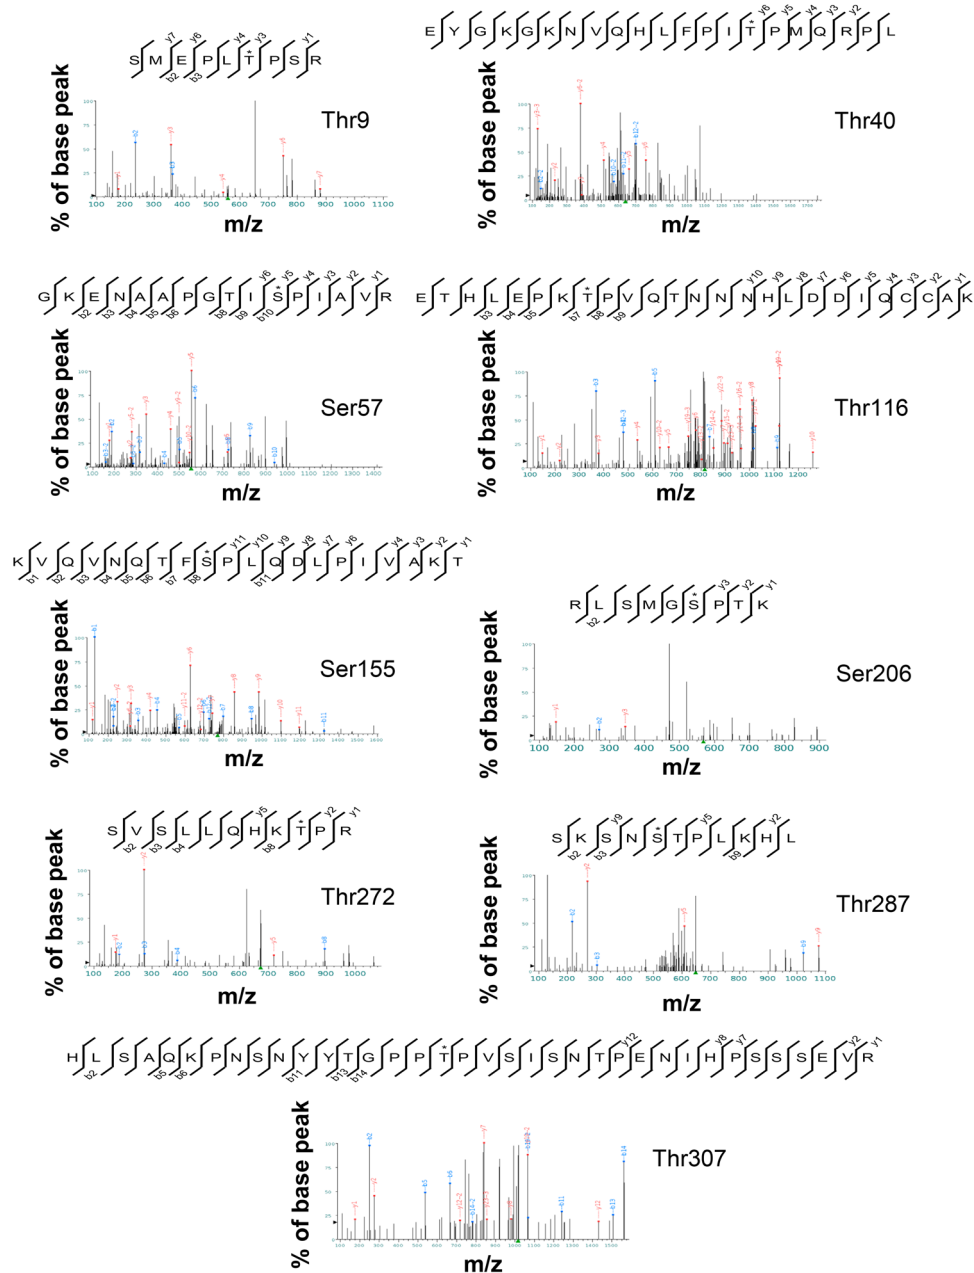

**Figure EV2. Related to Fig. 3.**

Original mass spectra map of putative phosphorylation sites in Nrm1. Purified Nrm1-HA from metaphase arrested cells was trypsin and/or chymotrypsin digested. The resulting peptides were analyzed by LC-MS/MS. The collision-induced dissociation MS2 and sequence of the phosphorylated peptides are shown.

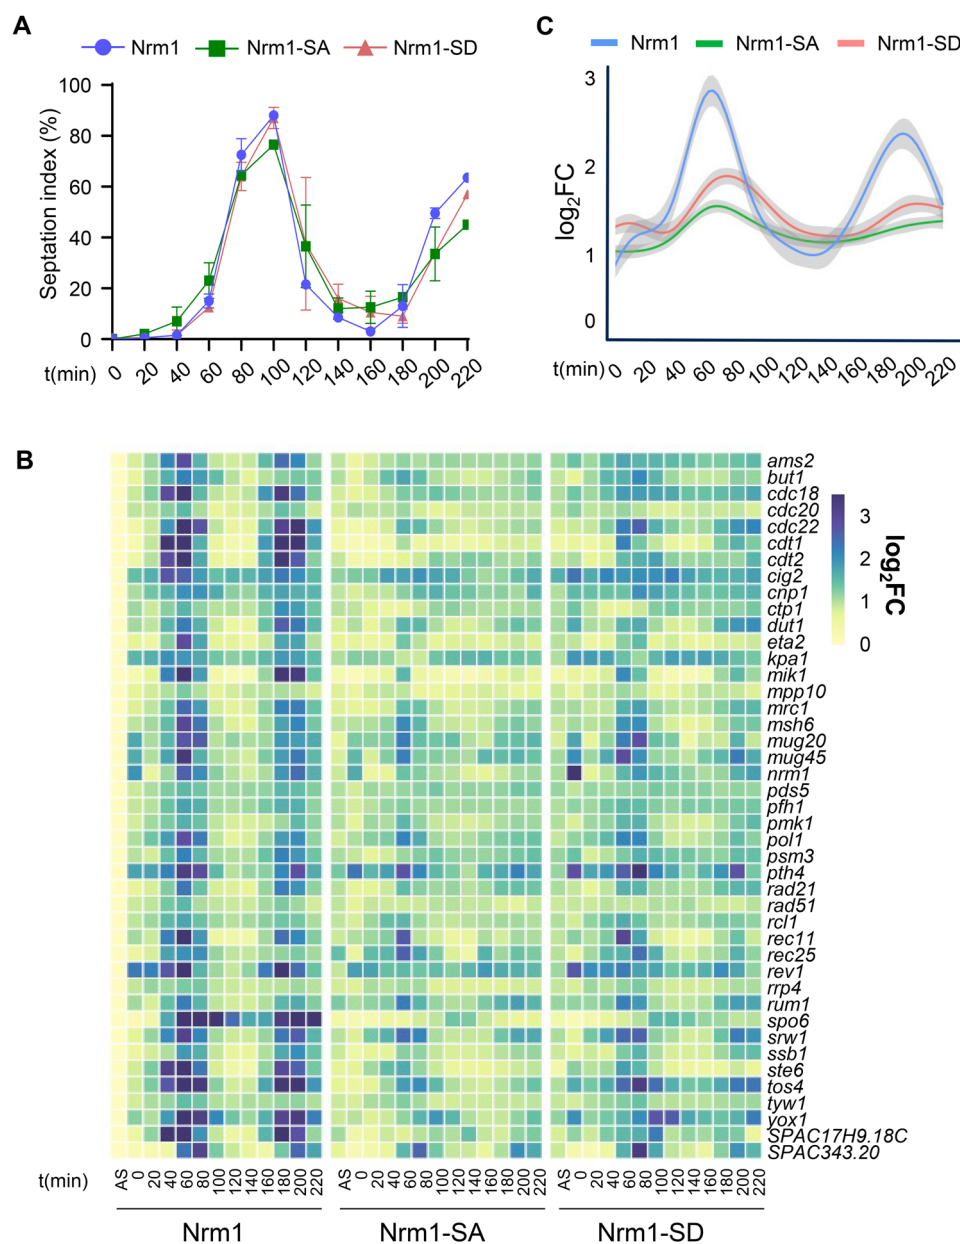

**Figure EV3. Related to Fig. 4.**

(A) Septation index of wild type (Nrm1, blue), Nrm1-SA (green) and Nrm1-SD (red) in a *cdc25-22* block and release shown in Fig. 4C,D. Graphic represents mean  $\pm$  SD of  $n = 3$  experiments. (B) Heatmap of the gene expression of 43 MBF-dependent genes. RNAseq of wild type (Nrm1), Nrm1-SA and Nrm1-SD in a *cdc25-22* block and release. Genes were selected as cycling genes with peaks of transcription at 60–80 and 180–200 min after release and having expression altered in Nrm1-SA and Nrm1 SD strains. Scale represents Log<sub>2</sub>FC of normalized reads of each time-point relative to Nrm1 asynchronous (AS) values. (C) Expression of MBF-dependent genes from Fig. EV3B in a wild type (Nrm1, blue), Nrm1-SA (green) and Nrm1-SD (red). Line represents mean of values and grey shadow represents SD.

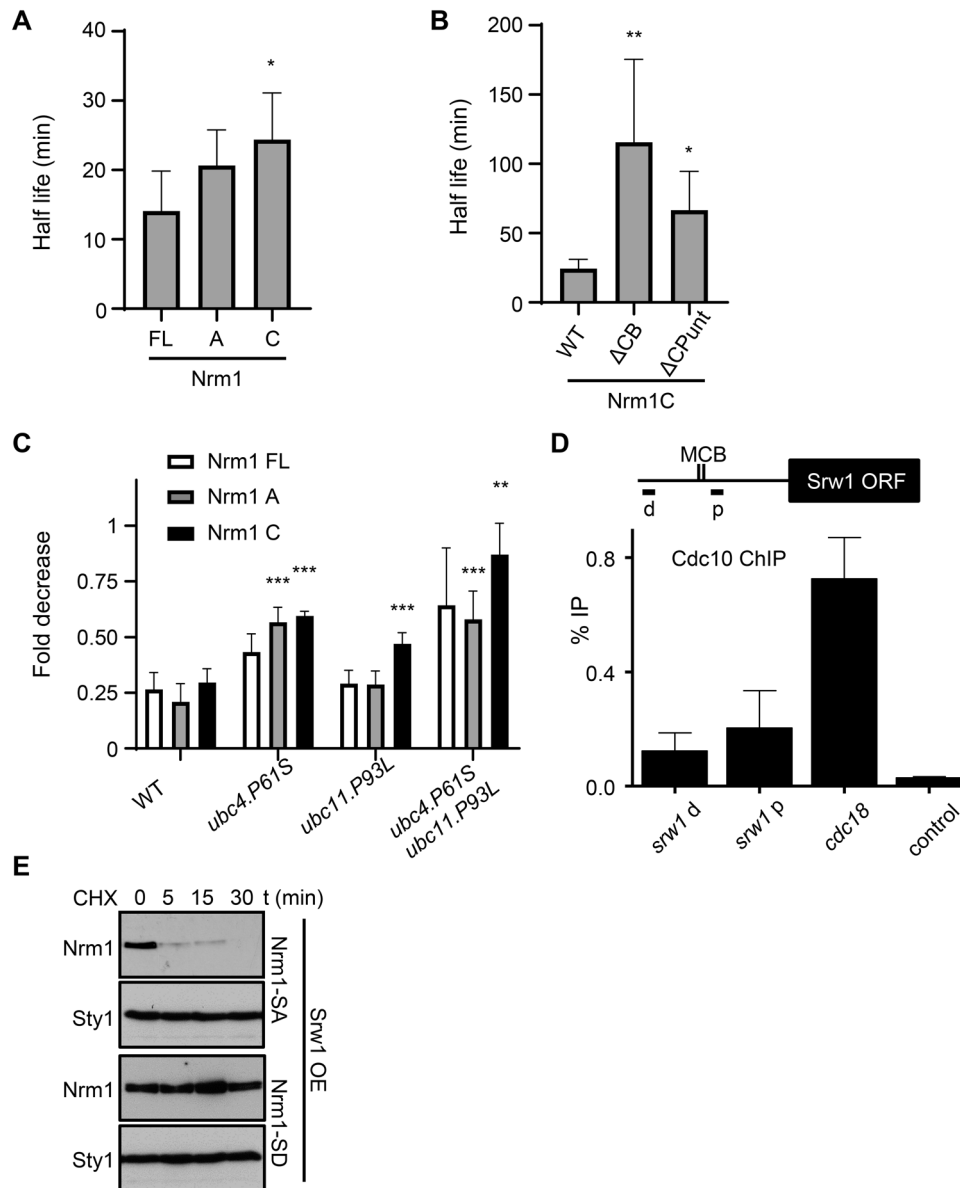

**Figure EV4. Related to Fig. 5.**

(A) Half-life in minutes of wild type full length Nrm1 (FL), the first half of Nrm1 containing the first 171 residues (A) and the carboxi-domain of Nrm1 containing the last 171 residues (C). TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. Statistics show significance from a Student's  $T$  test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{Nrm1 FL vs Nrm1 A})$ : 0.0641.  $p(\text{Nrm1 FL vs Nrm1 C})$ : 0.0232. (B) Half-life in minutes of the carboxi-domain of Nrm1 containing the last 171 residues (Nrm1 C) native sequence (WT), or with a deletion of the CBox ( $\Delta\text{CB}$ ) or with 5 amino acid substitutions (H252A W255A, R263A, V265A, L267A) ( $\Delta\text{CPunt}$ ). TCA samples were collected at 0, 10, 30 and 60 min after cycloheximide addition and analyzed in western blot. Sample loading was normalized with Sty1. Half-life was calculated using GraphPad Prism. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. Statistics show significance from a Student's  $T$  test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{Nrm1 C WT vs } \Delta\text{CB})$ : 0.0096.  $p(\text{Nrm1 C WT vs } \Delta\text{CPunt})$ : 0.0149. (C) Protein fold change (FC) of Nrm1 full length (Nrm1-FL), Nrm1-A and Nrm1-C in wild type (WT), *ubc4.P61S*, *ubc11.P93L*, and *ubc4.P61S ubc11.P93L* strains. Cells were grown at 25 °C and shifted at 37 °C for 1 h before adding cycloheximide. Samples were collected before and 1 h after the treatment. TCA extracts were performed and assayed by western blot. Loading was normalized with Sty1. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. Statistics show significance from a Student's  $T$  test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .  $p(\text{Nrm1 FL vs WT})$ : 0.06, 0.666 and 0.0717, respectively.  $p(\text{Nrm1 A vs WT})$ : 2.44E-05, 0.1107 and 0.0004, respectively.  $p(\text{Nrm1 C vs WT})$ : 3.9E-05, 0.0064 and 0.0001, respectively. (D) Cdc10 ChIP from asynchronous cultures; *srw1 d*, distal region of *srw1* promoter; *srw1 p*, proximal region of *srw1* promoter. On top, a scheme of *srw1*, indicating the 2 MCB sites in the promoter; d, distal amplicon; p, proximal amplicon. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. Statistics show significance from a Student's  $T$  test. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ . (E) Western blot of extracts prepared from wild type cells overexpressing *Srw1* (*Srw1 OE*). Cells were expressing endogenous Nrm1-SA or Nrm1-SD. On top, time after the addition of cycloheximide (CHX). Sty1 is shown as loading control. One representative experiment is shown out of three different experiments.

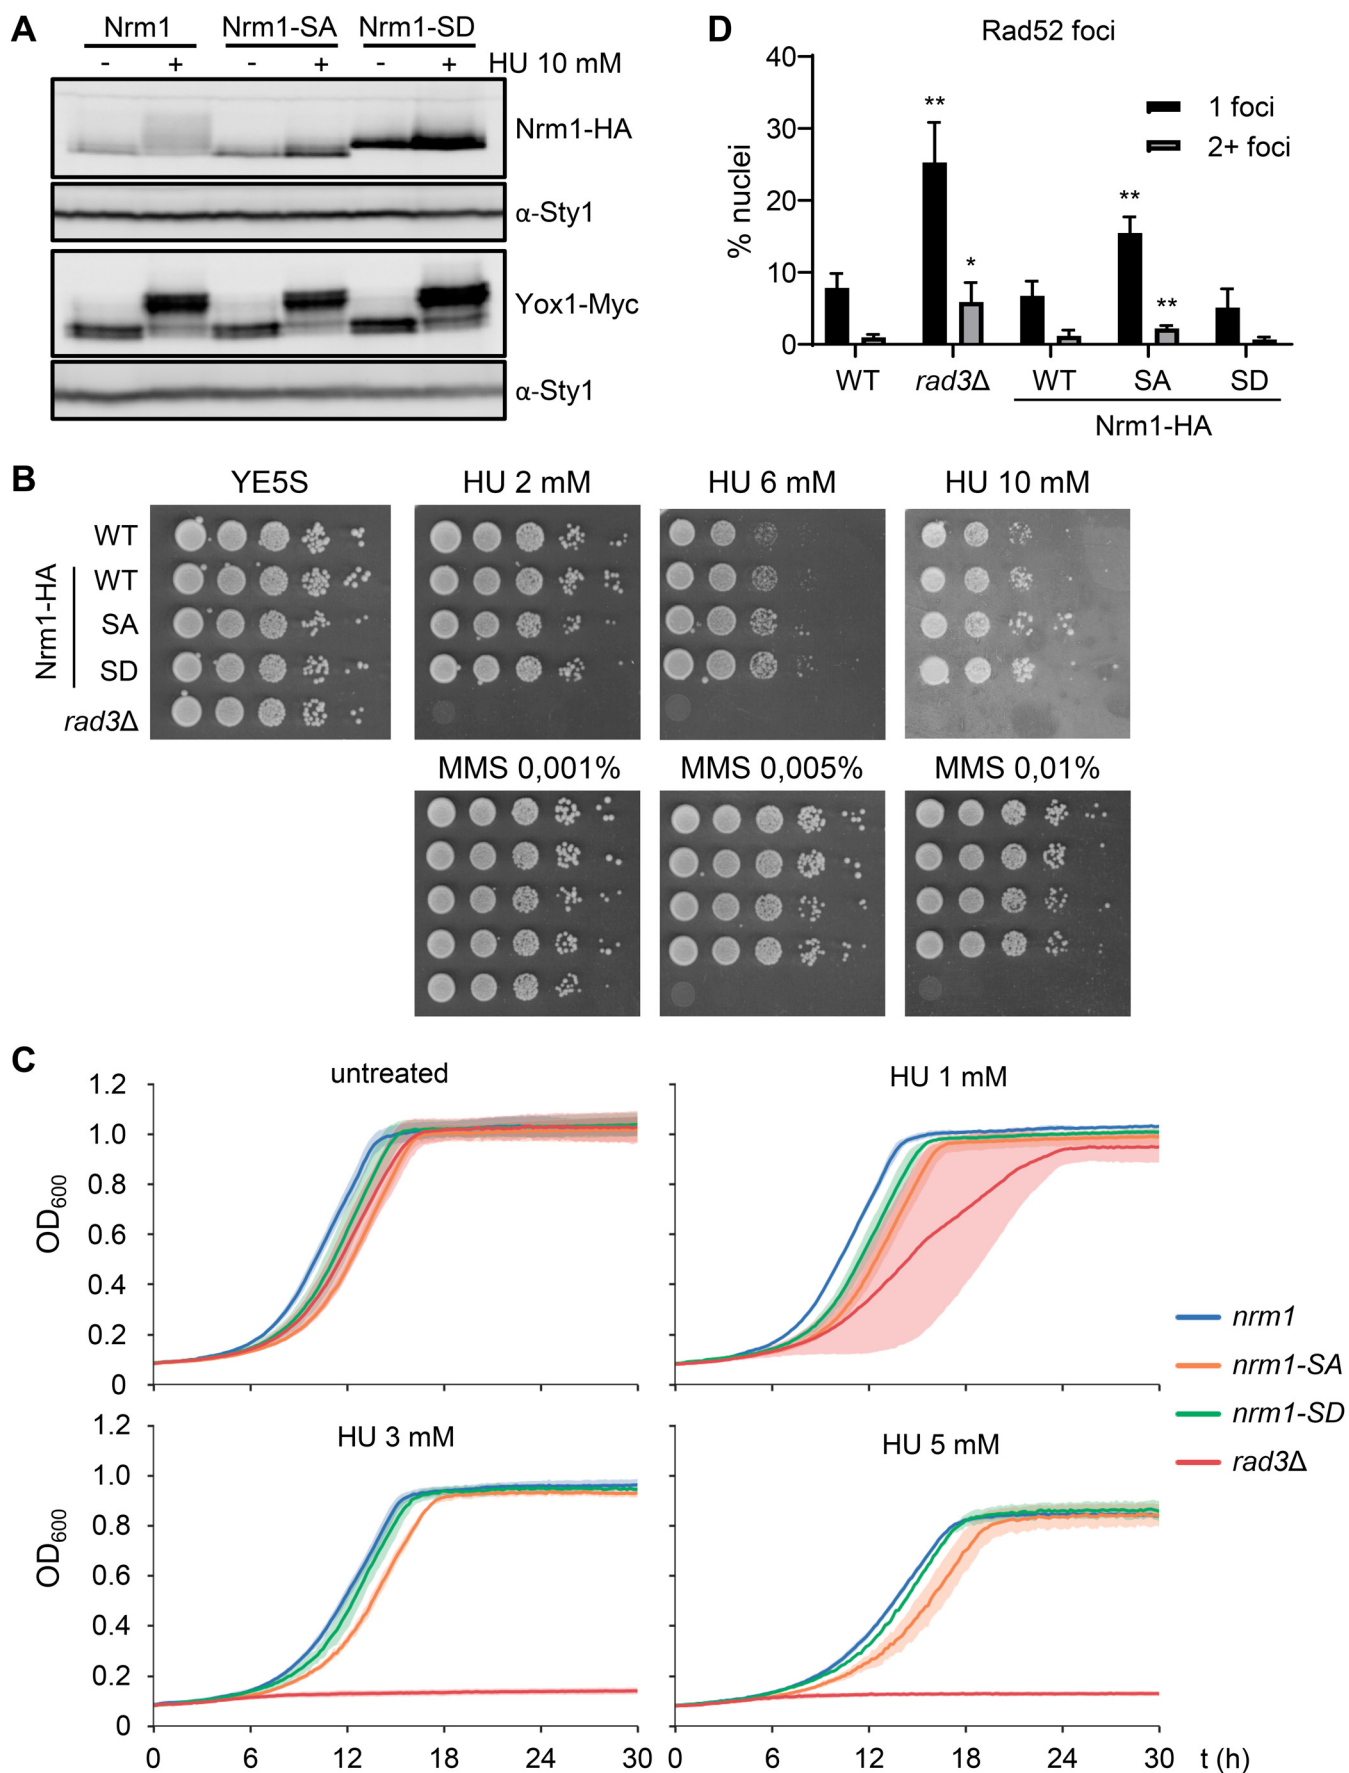

◀ **Figure EV5. Related to Fig. 6.**

(A) Western blot analysis of Nrm1 and Yox1 in strains with wild type Nrm1, Nrm1-SA or Nrm1-SD. Cells were collected before and after treatment with hydroxyurea (HU) 10 mM for 3 h. Sty1 is shown as loading control. One representative experiment is shown out of three different replicas. (B) Survival was performed by spotting  $10^{-5}$  cells of the indicated strains onto YE5S plates in the absence or presence of the indicated concentrations of MMS or HU. Plates were incubated at 30 °C for 3–4 days. (C) Growth curves comparing growth at 30 °C of the indicated strains in YE5S in the absence or presence of different concentrations of hydroxyurea (HU). Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. (D) Percentage of nuclei containing Rad52-mNeonGreen foci in WT, *rad3Δ*, *nrm1-HA*, *nrm1-SA-HA* and *nrm1-SD-HA* strains grown in YE5S. At least 100 nuclei were counted per replica. Plot represents mean  $\pm$  SD of at least  $n = 3$  experiments. Statistics show significance from a Student's *T* test. \* $p < 0.05$ ; \*\* $p < 0.01$ .  $p(1 \text{ foci vs WT})$ : 0.0010, 0.4701, 0.0051 and 0.1745, respectively.  $p(2+ \text{ foci vs WT})$ : 0.0121, 0.6422, 0.0099 and 0.3624, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

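RNA was sequenced from the *cdc25-22* strains Nrm1, Nrm1-SA and Nrm1-SD in asynchronous growth and at 12 time points after release from the block, with 2 replicates per condition and 78 libraries in all. Each library was assigned to its strain, time point and replicate from its label, and the labels match the design of the paper. Library totals ran from 2685381 to 10469416 reads on annotated features. A feature with fewer than 3 reads in a library was treated as below what the depth can show.

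The authors deposited 78 columns of a signal that is never negative: read counts per feature divided by the library's DESeq2 size factor. According to the paper, the authors aligned paired-end reads with STAR to an *S. pombe* reference genome and counted them with HTSeq before importing them into DESeq2. Replicates were not pooled. The strand setting of HTSeq, the DESeq2 design and the settings of DEGreport are not given in the paper's text. Whole reads were recovered from every column by dividing by its smallest value above 0, and size factors recomputed from these reads over 7775 features equalled the deposited scale to within 7.4e-08%. The table lists 12683 features, of which 228 are at 0 in every library. In all, 12602 of the features were matched by systematic ID to the annotation of ASM294v3, which was used for gene names, for neighbours and for the upstream sequences. The build of the authors' alignment was not compared with it, so coordinates are given only for sequence matches made in ASM294v3.

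The main test was limma 3.58.1 (R 4.3.3) with an intensity trend on log2(normalized count + 1), for features with a mean of at least 10, with a mean for each of the 39 conditions and 1 estimate of the spread from all libraries. The design as first written had all 78 libraries. Because the replicates of Nrm1-SA at 140 min differed by less than the sampling noise, their mean entered as 1 library, and the fit with all 78 is given as an alternative. Contrasts were mutant minus Nrm1 in asynchronous cultures, the strain-by-time terms from 0 to 220 min, the amplitude (mean of 60, 80, 180 and 200 min minus mean of 120 and 140 min) and its difference between strains, and the trough level. Rhythm was tested on the time course with an intercept, a linear trend and a wave of period 120 min per strain. P-values were adjusted by the Benjamini-Hochberg method at 0.1, the threshold of the paper. The main fit had no term for the culture, so time points of 1 culture counted as independent. Values of gene sets were averaged within each culture and compared between strains by exact permutation tests, which 2 cultures against 2 hold to p = 0.333 or more. Upstream elements were compared by Fisher's exact test. Sums and correlations were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15, gene sequences were compared with BLAST 2.17.0, and plots were drawn with matplotlib 3.10.9.

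As alternatives, edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0 were run on the recovered reads, and the pseudocount, the filter on low values, the threshold, the windows, the period, the averaging and the scaling were changed singly. The replicate numbers pair the libraries only through the labels: nothing in the paper says that cultures with the same number were grown or sequenced together, and a fit with the replicate number as a block is an alternative. Groups of 2 libraries leave 1 per condition when a replicate is left out, so counts from the tests across features were not recomputed without a replicate. The values of gene sets and genes were, and so was the test of rhythm, which uses all time points of a strain.

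The tests were checked on counts simulated from the real means and library sizes for 7431 features, 200 of them changed. For asynchronous changes of 2-fold, limma recovered 76.5% with 39.3% of its calls on unchanged features, edgeR 73.5% with 10.4%, and DESeq2 68.5% with 4.86%. Where nothing was changed, limma called 40 features in asynchronous cultures. For an amplitude lowered to 50% in the peak windows, limma recovered 82% with 7.34% of its calls on unchanged features, and the strain-by-time test recovered 75% with 7.41%. The test of rhythm recovered 100%.

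The genes named in the text were chosen by a rule set before the data were examined: the genes the paper names beside these data or prints beside the heatmaps, the genes of the histone, mitotic and cytokinesis sets, the 5 largest losses of amplitude in both mutants outside the 43 genes, and in each mutant the 5 largest asynchronous changes past the threshold that went the same way in both replicates. Other genes are named as chosen after their values were seen. The names of the 43 and 21 genes were read from the images of Fig. EV3B and Fig. 4B. The clustering with DEGreport was not repeated, and the ChIP, qPCR and protein experiments of the paper were not analysed here.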

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

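The tests of a mislabelled sample, of the mating type, of the end of chromosome I, of the calls among unchanged features, of the synchrony and of the pace of the cell cycle were chosen only after the result was seen. Each condition had 2 libraries, too few to ask whether a single library lay far from the others of its condition.

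The mutants differed from each other as well as from Nrm1. In asynchronous cultures, 396 features were higher and 243 lower in Nrm1-SA than in Nrm1-SD (limma, adjusted p under 0.1), 639 in all, and edgeR on the recovered reads called 565. This comparison does not use the asynchronous Nrm1 libraries, of which 1 had the fewest reads of all. Of the features called between Nrm1-SA and Nrm1, 398 were also called in it. Because it holds no Nrm1 library, it cannot tell whether that depth accounts for the calls between Nrm1-SA and Nrm1. Both comparisons use the same Nrm1-SA libraries, so their overlap is no independent test of an effect of the mutation. In counts simulated at the real depths, limma called 40 features between Nrm1-SD and Nrm1 where nothing was changed. The real count between Nrm1-SA and Nrm1 was 1027. The simulated comparison of Nrm1-SA with Nrm1, with 200 features changed 2-fold, gave 252 limma calls in all, 39.3% of them on unchanged features. In this 1 simulation, so few calls argue against sampling at this depth as the source of most of the 1027. Calls on unchanged features may still contribute, but the share of 39.3% holds for 200 changed features and cannot be carried over to the 1027. Each genotype is represented by 1 strain, so a mutation of Nrm1 could not be separated from another difference between the strains.

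Among the 21 genes of Fig. 4B, 10 had a higher trough level in Nrm1-SD than in Nrm1-SA and 1 a lower one (limma, difference between the mutants). The amplitude was higher in Nrm1-SD for 4 genes and lower for 1. Weaker synchrony of the mutant cultures may lower an amplitude. The histone, mitotic and cytokinesis genes kept a mean of 68.0% of their Nrm1 peak-to-trough in Nrm1-SA, while the 21 genes kept 36.6%. Singly, the histone genes kept 59.7%, the mitotic genes 67.2% and the cytokinesis genes 77.2%. An effect of the mutations on these genes other than through synchrony was not tested. In Nrm1-SD the histone genes kept 79%, the mitotic genes 91.1%, the cytokinesis genes 94.7% and the 21 genes 44.2%. The paper chose the 21 genes for altered expression in both mutants on these data, which by itself favours lower percentages for them. Synchrony could therefore account for part of the loss of amplitude in both mutants, and the difference in amplitude between the mutants cannot be told apart from it. The paper's septation index of these strains (Fig. EV3A) was not analysed here. In cells arrested in metaphase, without a release, the paper found that neither mutant activated *cdc18* and *cdc22* (Fig. 3D). Weaker synchrony does not account for the higher trough in Nrm1-SD than in Nrm1-SA. It would raise the trough of the less synchronous strain, and the histone, mitotic and cytokinesis genes had the smaller peak-to-trough in Nrm1-SA. A slower cell cycle could delay the peaks. In Nrm1-SD the histone genes peaked 7.08 min later than in Nrm1, the mitotic genes 4.92 min and the cytokinesis genes 3.09 min. The 21 genes peaked 14.5 min later, so part of the delay in Nrm1-SD is shared with genes outside the set. In Nrm1-SA the 21 genes peaked 9.04 min later than in Nrm1, the histone genes 2.55 min, the mitotic genes 1.00 min and the cytokinesis genes 0.268 min, the last 2 within the spread between cultures. Peaks that moved out of the windows do not account for the loss in Nrm1-SD. The difference of Nrm1-SD from Nrm1 was -1.20 as highest minus lowest time point after 0 min. It was -1.15 as the peak-to-trough of a fitted wave, against -1.20 with the windows.

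SPMTR.01, a feature of the mating-type region that the paper does not discuss, had a median of 89.3 normalized counts over the Nrm1-SD libraries. In Nrm1 and Nrm1-SA, 3 libraries had any read of it, and the highest value was 2.45. The median of *mfm2* was 28.2 in Nrm1-SD, 238 in Nrm1 and 531 in Nrm1-SA. A single mislabelled sample was ruled out, because 26 of 26 Nrm1-SD libraries lay outside the range of all others for both genes. A candidate explanation is that the Nrm1-SD strain carries the other mating type. In 13 of 13 conditions, *map3* was higher and *mfm1* and *mfm2* lower in Nrm1-SD than in Nrm1, although the asynchronous difference of *map3* did not pass the threshold with edgeR or DESeq2. The genes *mfm1*, *mfm2* and *map3* were chosen after their values were seen.

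In Nrm1-SA, *adh4* (SPAC5H10.06c) had a median of 41742 normalized counts over all libraries, against 2284 in Nrm1. Over the same libraries, *adh1* fell from 28274 to 1314, adh1AS rose from 903 to 26327 and *zrt1* rose from 5329 to 10683. In Nrm1-SD the median of *adh4* was 2454. In 26 of 26 Nrm1-SA libraries, *adh4*, *adh1* and adh1AS all lay outside the range of the other strains, which goes against a single mislabelled sample. With TMM factors in place of the authors' size factors, the asynchronous log2 difference of *adh4* was 4.85, but these factors are too close to the authors' for this to test the normalization. A single factor per library moves all its genes alike, while *adh4* rose and *adh1* fell in the same libraries. A second difference between the strains, apart from Nrm1, and a response to the medium were not tested, and no explanation is preferred. The genes *adh4*, *adh1* and *zrt1* were chosen after their values were seen.

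The asynchronous level of *gdt1* changed by -4.60 on the log2 scale in Nrm1-SA, and the gene was low in Nrm1-SD as well. It lies in a run of 5 consecutive tested features of chromosome I (SPAC186.03, SPAC186.04c, *gdt1*, SPAC186.06 and SPAC750.01), each at least 2-fold lower in both mutants, with 1 tested feature between it and the end of the chromosome. Only 6 tested features of chromosome I were that low in both mutants. The nearest tested features on both sides went the other way (log2 difference over all libraries, Nrm1-SA and Nrm1-SD): SPAC869.01 was higher by 1.21 and 2.48, *pfl9* by 1.71 and 1.77, the noncoding RNA between *pfl9* and the run by 2.92 and 2.73 and the one between the run and the end of the chromosome by 1.26 and 1.06. A candidate explanation for the run is a strain variant at the end of chromosome I that both mutants share, but the DNA was not analysed here, and the rise of the features beside the run was not explained. The genes SPAC869.01 and *pfl9* were chosen after their values were seen.

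SPAC977.05c was higher by 8.26 on the log2 scale in asynchronous Nrm1-SA, a signal the paper does not discuss. The sequences of SPAC977.05c, SPBC1348.06c and SPBPB2B2.15 are at least 99.3% identical over 100% of the shorter gene, so a change in 1 of these copies could appear in all 3.

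Outside the 43 genes, 12 features peaked in the windows of Fig. 4B and had a smaller amplitude in both mutants. They are 7 protein-coding genes (*rmi1*, *klp8*, *rid1*, *adg3*, *knh2*, *mid2* and *ulp1*) and 5 noncoding RNAs. Both *adg3* and *mid2* belong to the cytokinesis genes used to judge synchrony. Weaker synchrony may therefore contribute to their smaller amplitudes, and it was not tested for the other features. Of the noncoding RNAs, 2 overlap *tos4* and *cdc22* on the other strand, so reads of those genes may contribute to them, and the other 3 lie away from the 43 genes with protein-coding genes between. Among the protein-coding genes, *klp8* adjoins *srw1*. The names of the protein-coding genes other than *adg3* and *mid2* were chosen after their values were seen.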

How the results depend on the processing

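The settings changed were fixed before the data were examined, apart from 4 that were chosen after seeing the data. These were keeping both Nrm1-SA libraries of 140 min, crossing the replicate numbers of Nrm1 and taking the trough at 120 min only. The last was taking the highest minus the lowest time point after 0 min of each culture. For 39 results with 323 alternatives in all, 230 kept the direction and stayed within the margin set for each kind of result, 89 moved further, 1 passed its threshold and 3 reversed. Among 40 results of single genes with 558 alternatives, 534 stayed, 22 no longer passed the threshold and 2 passed it. The cause was not tested for any result that moved.

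The number of features changed in asynchronous cultures depended on the setting. In Nrm1-SA it was 276 with the asynchronous libraries alone, 648 with edgeR, 503 with DESeq2 and 247 for changes of at least 2-fold. In Nrm1-SD it was 36, 51, 43 and 113 under the same settings, 87 with a pseudocount of 10 and 68 with a mean of at least 50. The share of these features higher in Nrm1-SD was 64.6% with limma, 27.8% with the asynchronous libraries alone, 39.2% with edgeR and 41.9% with DESeq2. In Nrm1-SA, features of at least 2-fold were 88.3% higher, against 63.3% of all limma calls. The low depth of an asynchronous Nrm1 library limits these comparisons.

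For genes that peak in the windows of the paper, the count was 322 with no filter, 131 with a mean of at least 50 and 420 with the first peak alone. Of these genes, 15 had an amplitude at least 2-fold smaller in both mutants. The counts of features with a changed time course ran from 775 to 1412 in Nrm1-SA and from 151 to 300 in Nrm1-SD. A smaller amplitude in both mutants was found for 25 to 31 of the 43 genes and for 19 to 21 of the 21. Rhythmic features numbered 993 in Nrm1, 465 in Nrm1-SA and 1057 in Nrm1-SD with no filter, and 397 in Nrm1 and 347 in Nrm1-SD with a pseudocount of 10. In Nrm1-SA they numbered from 151 to 167 across the 2 fits that each left out one replicate.

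The amplitude differences kept their sign in all settings tried but 1. They are given in the order Nrm1-SA minus Nrm1, Nrm1-SD minus Nrm1 and Nrm1-SD minus Nrm1-SA. For the 43 genes they were -1.04, -0.93 and 0.11 with peaks at 40 to 60 and 180 to 200 min, -0.94, -0.71 and 0.22 with the first peak, -1.07, -0.94 and 0.13 with the second peak and -0.94, -0.79 and 0.16 with a pseudocount of 10. On the linear scale the first of these differences was -1.16 and the second -0.98, in units of the asynchronous Nrm1 level. With the trough at 120 min only the second was -0.90 and the third 0.14, and with the median over genes the third was 0.14. As highest minus lowest time point after 0 min they were -0.91, -0.87 and 0.036. For the 21 genes the same differences were -1.46, -1.33 and 0.13 with the earlier windows, -1.24, -1.04 and 0.20 with the first peak, -1.50, -1.35 and 0.15 with the second peak, -1.10, -0.96 and 0.14 as medians, -1.68, -1.49 and 0.18 on the linear scale and -1.44, -1.29 and 0.15 with the trough at 120 min only. The first of them was -1.33 and the second -1.17 with a pseudocount of 10, and -1.36 and -1.19 with TMM factors. As highest minus lowest time point after 0 min, the first was -1.18 and the difference between the mutants reversed to -0.014. Between the mutants, 7 of the 21 genes had a higher amplitude in Nrm1-SD with a replicate block within each strain. A lower one was found for 2 genes with a mean of at least 50, with either replicate block, with the first peak alone and with both Nrm1-SA libraries of 140 min. It was found for 0 genes with the earlier windows (2 at an unadjusted p under 0.05), the second peak alone (1) and the trough at 120 min only (2).

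Levels depended on the averaging. For the trough, the median over genes gave 0.16 between Nrm1-SA and Nrm1 and 0.29 between the mutants, the linear scale gave 0.12 and, for Nrm1-SD minus Nrm1, 0.31, and a trough of 100 to 140 min gave 0.21 between Nrm1-SA and Nrm1 and 0.25 between the mutants. In asynchronous cultures the medians were -0.26 for Nrm1-SA, 0.0081 for Nrm1-SD, where the direction reversed, and 0.26 between the mutants, and on the linear scale the differences were -0.20, -0.088 and 0.12. Over 21 levels within a strain, 82 of 150 alternatives moved by more than the spread between cultures.

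Among the genes used to judge synchrony, a period of 140 min gave -0.80 and -0.34 for the histone genes in Nrm1-SA and Nrm1-SD. The mitotic genes in Nrm1-SA gave -0.72 with a period of 130 min, -0.74 with 140 min and -0.77 without 0 min. The cytokinesis genes in Nrm1-SD ran from -0.63 to 0.19 across the 2 fits that each left out one replicate, so the direction reversed in 1. The share of the 21 genes with an upstream element exceeded that of the other 22 by 36.1 percentage points with ACGCG, where the difference passed the threshold.

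A fit with the replicate number as a block gave 1110 and 182 asynchronous features in Nrm1-SA and Nrm1-SD, and with the numbers of Nrm1 crossed 1064 and 185. The difference between replicates correlated between strains at the same time by a mean of 0.00785. In asynchronous cultures, over features with a mean of at least 50, it correlated at -0.115 between Nrm1 and Nrm1-SA. The values were -0.110 between Nrm1 and Nrm1-SD and 0.153 between the mutants. Without this cut on the mean they were -0.022, -0.045 and 0.011 in the same order. A pairing of the asynchronous cultures was not ruled out. With a replicate left out, each condition has 1 library, and limma, edgeR and DESeq2 were then not run for the counts other than those of rhythmic features.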

Differences from the paper's values

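The lowest Pearson correlation between replicates was 0.969 on log2 values, where the paper states that all were above 0.98. On untransformed normalized counts, an alternative set before the data were examined, the lowest was 0.989, which closes the gap. With all genes on the log2 scale it was 0.970, which does not.

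The highest mean level of the 21 genes, relative to asynchronous Nrm1, was 1.69 on the log2 scale in Nrm1, where the paper's value is about 3.4 in Fig. 4C, read by eye. It was 0.43 on the log2 scale in Nrm1-SA, where the paper's value is about 1.3 in Fig. 4C, read by eye. It was 0.78 on the log2 scale in Nrm1-SD, where the paper's value is about 1.8 in Fig. 4C, read by eye. On the linear scale, an alternative set before the data were examined, the values in Nrm1, Nrm1-SA and Nrm1-SD were 3.5, 1.4 and 1.8, which closes the gap in each strain. The median over genes, either replicate left out, a pseudocount of 10 and TMM factors do not close it in any strain.

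For the 43 genes, the highest mean level was 1.39 on the log2 scale in Nrm1, where the paper's value is about 2.9 in Fig. EV3C, read by eye. The level was 0.48 on the log2 scale in Nrm1-SA, where the paper's value is about 1.6 in Fig. EV3C, read by eye. In the last strain the level was 0.75 on the log2 scale in Nrm1-SD, where the paper's value is about 1.9 in Fig. EV3C, read by eye. The linear values were 2.9, 1.5 and 1.8 in the same order, which closes the gap in each strain, while the median over genes, either replicate left out, a pseudocount of 10 and TMM factors do not.

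The paper states that regulation of the 43 genes was lost in both mutants. A smaller amplitude in both mutants was found for 30 of them. It was smaller in Nrm1-SA but not past the threshold in Nrm1-SD for 4 (*mpp10*, *mug45*, *pmk1* and *srw1*), of which the test of the time course called *pmk1* and *srw1* in Nrm1-SD. A smaller amplitude in neither mutant was found for 9 (SPAC343.20, *but1*, *mug20*, *pth4*, *rcl1*, *rec25*, *rrp4*, *rum1* and *tyw1*), 3 of which had an unadjusted limma p under 0.05 in at least 1 mutant. With edgeR, and with peaks at 40 to 60 and 180 to 200 min, *but1* was called in Nrm1-SD. Adjusted over the list alone, 4 of these genes were called in Nrm1-SA (SPAC343.20, *but1*, *rcl1* and *rrp4*), and *but1* in both mutants. The amplitude of *rec25* was 1.37 in Nrm1-SA and 0.72 in Nrm1, but 0 of the 43 genes had a larger amplitude in Nrm1-SA past the threshold. Some of the 9 genes were low, so a loss was harder to detect. The mean normalized count was 14.8 for *mug20*, 16.1 for *rec25*, 34.9 for *pth4* and 37.2 for SPAC343.20.

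The paper shows *srw1* among the genes that lose their regulation in both mutants. Its change of amplitude in Nrm1-SD was -0.33 (limma adjusted p = 0.194). With peaks at 40 to 60 and 180 to 200 min it was -0.43 and with the second peak alone -0.55, both past the threshold and both set before the data were examined, as was the case when p-values were adjusted over the 43 or the 21 genes alone.

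The paper describes transcription in Nrm1-SA as kept low. The mean level of the 21 genes in Nrm1-SA was above that in Nrm1 by 0.25 on the log2 scale in the trough. Weaker synchrony may contribute to this, since the histone, mitotic and cytokinesis genes had their smallest peak-to-trough in Nrm1-SA. The level of the 21 genes was lower than in Nrm1 in 3 other measures. The differences were -0.40 in asynchronous cultures, -0.22 at 0 min and -1.12 in the peak windows. The paper describes the basal level in Nrm1-SD as raised. In asynchronous cultures it was -0.23 relative to Nrm1, while it was 0.64 at 0 min and 0.47 in the trough. With the median over genes, set before the data were examined, the asynchronous difference was 0.0081.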

Other observations

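The test of 1 library counted for both replicates, the test of depth at 220 min and the splits of cultures and time points were chosen only after the result was seen.

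The replicates of Nrm1-SA at 140 min had a chi-square per degree of freedom of 0.392, below the 2.70 that was the lowest between libraries of different conditions and the 1.88 that was the lowest of the other replicate pairs. A candidate explanation is that 1 library was counted for both replicates, but identical copies would give 0 and separate samplings of 1 library about 1, and 351 of 6731 features had equal reads. The test does not tell how the libraries came to be this close, and no biological explanation was tested. With both libraries counted, 1269 features had a changed time course in Nrm1-SA, against 1031 with their mean counted as 1 library.

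The replicates of Nrm1-SD at 220 min differed more than any other pair, with a chi-square per degree of freedom of 18.2, while the second highest was 7.64. This statistic already allows for the depth, so a lower depth does not account for the difference. Neither library was closer to another time point than to 200 min, with correlations of 0.990 and 0.97, and the number of libraries closest to another time point was 0. The mean log2 level of the histone genes was 11.90 in replicate 1 and 12.38 in replicate 2. The replicates of this time point differ for a reason that was not found, and no biological explanation was tested.

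Other splits of the cultures were compared with the real one, with all libraries. For the time course in Nrm1-SA, 1 of the 2 splits that part the same-numbered pairs gave as many features as the real one, which is counted and gave 1269. For Nrm1-SD it was 1 of 2, with 244. The third split, in which the same-numbered cultures stay together, gave fewer in both mutants. The other splits gave 0 features past the threshold in either mutant, and at most 30 features in Nrm1-SA and 387 in Nrm1-SD at an unadjusted p under 0.05. The 2 splits are too few to rule out a chance split.

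For genes that peak in the windows of the paper, 1 of the 15 ways to choose 4 of the 6 time points gave as many as the real choice, with 146 genes in the next. For a smaller amplitude in both mutants, it was 1 of the 18 groupings of the cultures that part as many same-numbered pairs, and 1 of all 45. The next grouping gave 26 genes against 34. With the 15 choices and the 18 groupings that part as many same-numbered pairs, the shares cannot fall under 0.05. The other groupings of the 45 keep a different number of these pairs together, so they were not used to judge chance.

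With all libraries, where the counts were 616 in Nrm1, 277 in Nrm1-SA and 577 in Nrm1-SD, orders of the time points drawn at random gave as many rhythmic features as the real order in 6 of 100 orders for Nrm1, 16 of 100 for Nrm1-SA and 9 of 100 for Nrm1-SD, the real order included. The medians of the other orders were 158, 36 and 193 features. The counts of rhythmic features could therefore not be told apart from those of a chance order in any of the strains, and their differences between strains were not tested. Over the 586 rhythmic features of Nrm1 outside the 43 genes, the peak-to-trough was a median of 69.7% of that in Nrm1 in Nrm1-SA, smaller for 554 features, and 91.7% in Nrm1-SD, smaller for 423. These features were chosen for their rhythm in Nrm1, which by itself favours lower percentages in the mutants.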
